# SMG6 localizes to the chromatoid body and shapes the male germ cell transcriptome to drive spermatogenesis

**DOI:** 10.1093/nar/gkac900

**Published:** 2022-10-19

**Authors:** Tiina Lehtiniemi, Matthieu Bourgery, Lin Ma, Ammar Ahmedani, Margareeta Mäkelä, Juho Asteljoki, Opeyemi Olotu, Samuli Laasanen, Fu-Ping Zhang, Kun Tan, Jennifer N Chousal, Dana Burow, Satu Koskinen, Asta Laiho, Laura L Elo, Frédéric Chalmel, Miles F Wilkinson, Noora Kotaja

## Abstract

Nonsense-mediated RNA decay (NMD) is a highly conserved and selective RNA turnover pathway that depends on the endonuclease SMG6. Here, we show that SMG6 is essential for male germ cell differentiation in mice. Germ-cell conditional knockout (cKO) of *Smg6* induces extensive transcriptome misregulation, including a failure to eliminate meiotically expressed transcripts in early haploid cells, and accumulation of NMD target mRNAs with long 3′ untranslated regions (UTRs). Loss of SMG6 in the male germline results in complete arrest of spermatogenesis at the early haploid cell stage. We find that SMG6 is strikingly enriched in the chromatoid body (CB), a specialized cytoplasmic granule in male germ cells also harboring PIWI-interacting RNAs (piRNAs) and the piRNA-binding protein PIWIL1. This raises the possibility that SMG6 and the piRNA pathway function together, which is supported by several findings, including that *Piwil1*-KO mice phenocopy *Smg6*-cKO mice and that SMG6 and PIWIL1 co-regulate many genes in round spermatids. Together, our results demonstrate that SMG6 is an essential regulator of the male germline transcriptome, and highlight the CB as a molecular platform coordinating RNA regulatory pathways to control sperm production and fertility.

## INTRODUCTION

Spermatogenesis is a tightly regulated process that ensures the continuous production of spermatozoa from spermatogonial stem cells (1,2). Each step of spermatogenesis is governed by temporally regulated gene expression programs resulting in major cell type-specific shifts in transcriptome composition (3–5). Differentiating male germ cells, particularly meiotic spermatocytes and postmeiotic haploid round spermatids, have exceptionally diverse transcriptomes (6–8). The transcriptomes of these cells not only consist of gene products supporting the unique processes taking place during and after meiosis (9), but also an unusually diverse set of unannotated transcripts from intergenic genomic regions (6–8). This widespread genome transcription has been shown to serve important functions for example in modulating mutation rates in a gene-specific manner on the basis of germline expression through transcription-coupled DNA repair (10). Pervasive transcription creates a high demand for posttranscriptional regulatory mechanisms to monitor the quality of transcriptome and eliminate unnecessary and aberrant transcripts. In parallel, translational regulation becomes prominent when transcripts produced in meiotic and postmeiotic cells need to be translationally repressed and stored for later use in condensing spermatids that are transcriptionally inactive due to the replacement of histones with protamines (11,12).

Coinciding with active posttranscriptional regulation, unusually large cytoplasmic ribonucleoprotein (RNP) granules, called germ granules, appear in male germ cells (13,14). Although the exact functions of germ granules have remained enigmatic, they are known to accumulate diverse RNA species, scaffold proteins, and RNA regulatory proteins, which supports their role as platforms for posttranscriptional regulatory processes (13). Histologically, the most prominent germ granules in developing male germ cells are the intermitochondrial cement (IMC) and the chromatoid body (CB), both of which first appear in spermatocytes at a time point when a remarkably large percentage of the genome is transcribed (13). The IMC disintegrates before meiotic divisions occur in spermatocytes, while the CB persists, condensing to its final form in early round spermatids (13).

Molecular characterization of the IMC and the CB has revealed they exhibit a strong link with the PIWI-interacting (piRNA) pathway, a pathway driven by the largest known class of small non-coding RNAs expressed in animal cells (13,15,16). piRNAs are 24–35 nucleotides in length and associate with the PIWI subfamily of Argonaute proteins (17,18). Distinct types of piRNAs are expressed in the mouse germline. Fetal piRNAs associate with PIWIL2 (MILI) and PIWIL4 (MIWI2), and have well-established function in transposon silencing (17,19). In postnatal germ cells, piRNAs can be broadly divided into two classes: ‘pre-pachytene’ and ‘pachytene’. Pre-pachytene piRNAs are expressed already in early spermatogenic cells before the pachytene phase of the first meiotic division, and they mostly derive from genomic clusters overlapping with protein-coding genes (17,20). Pachytene piRNA expression is induced in pachytene spermatocytes. They derive from large intergenic clusters and they mainly associate with PIWIL1 (MIWI) (17,21). Pre-pachytene and pachytene piRNAs are largerly uncharacterized functionally; some are involved in translational control and destabilization of mRNAs and long non-coding RNAs (22–27). The protein composition of germ granules suggest that pachytene piRNA biogenesis primarily occurs in the IMC, followed by a transfer of PIWIL1-loaded piRNAs to the CB for their downstream functions (13). Consistent with the CB serving as a site of action for the piRNA pathway, the CB is highly enriched in piRNAs, PIWI proteins, and a diverse set of long non-coding RNAs and mRNAs that are potential targets for piRNAs (15).

In addition to piRNA pathway components, the CB accumulates several proteins critical for the nonsense-mediated RNA decay (NMD) pathway (15). This translation-dependent RNA turnover mechanism destabilizes target RNAs that harbor a main open-reading frame (ORF) terminated by a stop codon associated with a decay-inducing signal (28). Most NMD target RNAs can be divided into two classes: (i) aberrant RNAs harboring premature termination codons that encode truncated proteins and (ii) normal mRNAs encoding full-length proteins that are defined by a stop codon in specific contexts that elicit NMD (29,30). Therefore, NMD is considered both a quality control pathway and a regulator of normal gene expression dynamics (28,31,32). A large constellation of proteins critical for NMD has been identified, including the up-frameshift (UPF) core machinery (UPF1, UPF2 and UPF3B) and the exon junction complex (EJC). After an RNA is recognized as being a NMD target, a step involving phosphorylation of UFP1 by the kinase Suppressor with Morphogenetic effect on Genitalia 1 (SMG1), the decay of RNA is mediated by distinct degradation mechanisms. One of these mechanisms includes the SMG5-SMG7 heterodimer, which is recruited to RNAs harboring phosphorylated UPF1 and promotes RNA deadenylation, followed by exonucleolytic decay (33). The other degradation mechanism depends on the endonuclease, SMG6, which interacts with UPF1 and catalyzes a single-stranded cleavage of the RNA in the vicinity of the NMD-triggering stop codon (33).

We have shown that the CB accumulates several NMD factors, including SMG6, UPF1, SMG1 and several core EJC proteins (15). SMG6 has a particularly prominent CB localization (15), and thus we chose to examine its functional role in the male germline. Given that SMG6 is required for embryonic development (34), we generated a germ cell-specific conditional *Smg6* knockout (KO) mouse line to dissect the function of SMG6 in male germ cells. Analysis of these *Smg6* conditional (c) KO mice revealed that SMG6 is essential for male fertility and the differentiation of round spermatids - the germ cell stage that harbors mature CBs. We found that SMG6 functions in downregulating several classes of mRNAs in germ cells, including NMD target mRNAs harboring long 3′UTRs and mRNAs expressed during the previous stage of spermatogenesis: meiosis. We also showed that SMG6 share target RNAs with the piRNA-binding protein PIWIL1. This finding, coupled with the strikingly similar spermatogenic defects in *Smg6*- and *Piwil1*-mutant mice, led us to determine the interconnection of the NMD and piRNA pathways in the CB. Our results suggest that in germ cells, the CB participates in the function of NMD and piRNA pathway to regulate long 3′UTR-containing transcripts and support the development of haploid germ cell to form fertile spermatozoa.

## MATERIALS AND METHODS

### Animals

Mice were maintained and housed at the central animal facility of the University of Turku, Finland, under controlled pathogen-free conditions, following local laws and regulations (Finnish Act on the Protection of Animals Used for Scientific or Educational Purposes [497/2013], Government Decree on the Protection of Animals Used for Scientific or Educational Purposes [564/2013]). Mice were euthanized by CO_2_ inhalation followed by cervical dislocation. The Laboratory Animal Care and Use Committee of the University of Turku approved all the animal experiments.

### Protein extraction from mouse tissues

Tissue samples were homogenized in RIPA lysis buffer (50 mM Tris–HCl at pH 7.5, 1% Triton X-100, 0.5% w/v sodium deoxycholate, 0.05% w/v sodium dodecyl sulfate, 1 mM EDTA, 150 mM NaCl) supplemented with 1 mM DTT, 0.2 mM PMSF and 1× protease inhibitor cocktail, and the lysates were cleared by centrifugation at 14 000 × g for 10 min. For tissue expression and ontogenesis studies, protein concentration was measured using Pierce BCA protein assay kit (Life Technologies, 23227); absorbance was measured with a Victor2 plate reader (Wallac, Turku, Finland). Samples diluted in Laemmli buffer were incubated 5 min at 95°C before western blotting.

### Western blotting

Proteins were separated by 10% SDS-PAGE and transferred to PVDF membranes (Amersham, RPN303F) with wet-blotting system (Bio-Rad). After blocking in 100% methanol, membranes were air-dried overnight at room temperature, and then incubated in primary antibodies diluted in 5% skimmed milk, 0.1% triton X-100, 1× TBS overnight at +4°C. Horseradish Peroxide (HRP)-conjugated anti-rabbit or anti-mouse IgG was used as a secondary antibody (dilution of 1:1000). Proteins were detected using western lightening ECL pro (Ne112200IEA, Perkin Elmer, Netherlands). Signals were obtained with LAS4000 (FujiFilm), saved as 16-bit TIFF files and processed with ImageJ software version 1.8.0 (National Institute of Health, USA) and Adobe Photoshop.

### Immunohistochemistry

Testis from juvenile wt (C57BL/6) or adult *Smg6-*cKO and control mice were collected and fixed in 4% phosphate buffered formaldehyde overnight, dehydrated, embedded in paraffin and cut into sections. Testis sections were rehydrated with 3 × 5 min in xylene, 2 × 10 min in 100% ethanol (EtOH), 2 × 10 min in 96% EtOH, 2 × 10 min in 70% EtOH and 5 min in ddH_2_O and antigens were retrieved by pressure cooking in 10 mM sodium citrate (pH 6.0) for 2 h. Non-specific binding was blocked with 30 min incubation in 3% BSA in 0.5% PBST (blocking solution). Primary antibodies were diluted in blocking solution (1:200 form anti-EST1A/SMG6, Abcam ab87539) and sections were incubated at +4°C overnight. Slides were washed 2 × 5 min with 0.05% PBST and endogenous peroxidase activity was blocked with 20 min incubation in 3% H_2_O_2_. Secondary antibody incubation was done using Envision + system with HRP labeled polymer anti-rabbit (Dako) for 30 min at room temperature. DAB-color formation was detected with 3,3′-diaminobenzidine (liquid DAB+, Dako) and color reaction was stop with 3 × 3 min dH_2_O wash. Sections were stained with 10 s incubation in Mayer's Hematoxylin and washed under running water for 5 min. Sections were dehydrated with 2 × 5 min in 70% EtOH, 2 × 10 min in 96% EtOH, 2 × 5 min in 100% EtOH and 3 × 5 min in xylene and mounted with PERTEX medium. Images were taken with digital slide scanner Panoramic 250 Flash III (3DHistech) and processed using Adobe Photoshop.

### Immunofluorescence staining

Samples of human testis and intact adult *Smg6-*cKO, *Piwil1-*KO and control mouse testes were fixed in 4% phosphate buffered formaldehyde overnight. The fixed samples were dehydrated, embedded into paraffin and cut to sections. Paraffin-embedded testis sections were deparaffinized by incubating 3 × 5 min in xylene, 2 × 10 min in 100% ethanol, 2 × 10 min in 96% ethanol, 2 × 10 min in 70% ethanol and then washed in milliQ water 2 × 2 min. Sections were subjected to antigen retrieval in sodium citrate solution (10 mM sodium citrate, 0.05% Tween 20 [Sigma, P2287], pH 6.0) or in Tris–EDTA solution (10 mM Tris base, 1 mM EDTA Solution, 0.05% Tween 20, pH 9.0) by boiling in pressure cooker (at 120°C, 20 min). Slides were incubated at 10% normal donkey serum (Jackson Immunoresearch, 017-000-121) and 3% bovine serum albumin (Sigma, A2153) in PBST (0.1% Tween-20) (= blocking solution) for 1 h. Primary antibodies were diluted in blocking solution (1:100–1:500) and incubation was performed overnight at 4°C in humidified environment. Acrosome labeling was done with Rhodamine-conjugated peanut agglutinin (PNA, RL-1072). All washes were done in 0.1% PBST. Alexa Flour 488/546/647 conjugated secondary antibodies (life Technologies) were used in dilution of 1:500 for 1 h at room temperature. Mounting was done using ProLong Diamond Antifade Mountant with DAPI (P36962, Life Technologies). 3i CSU-W1 Spinning disk (objective 40×, 63× or 100×) microscope was used to obtain images. Acquired images were processed with ImageJ 1.8.0 software version (National Institute of Health, USA) and Adobe Photoshop.

### Histology

Testis and epididymis from *Smg6-*cKO and control mice were collected and directly fixed in 4% paraformaldehyde (PFA) or in Bouin fixative overnight at room temperature in gentle rotation. Tissues were dehydrated in a series of ethanol washes as described above and embedded in paraffin and cut to sections. Testis were stained with periodic acid-Schiff (PAS) and epididymis with hematoxylin–eosin (HE) according to standard protocols. Images were acquired with the microscope slide scanner Pannoramic P1000 (3D Histech) for bright field imaging with 40× objective.

### Isolation of the chromatoid bodies

CBs were isolated according to Meikar *et al.* with some modifications. Germ cells were released from three testes of adult control mice or foyr testes from *Smg6-*cKO mice with 0.05% (w/v) collagenase (Worthington). The cells were filtered through a 100-μm cell strainer (BD Falcon), washed with Phosphate buffered saline (PBS), and fixed in 0.1% PFA solution (Electron Microscopy Sciences, USA) for 20 min at RT. The fixed cells were lysed by sonication (UCD-200, Diagenode) 6 × 30 sec intervals with medium settings in 1.5 ml of RIPA buffer (50 mM Tris–HCl at pH 7.5, 1% NP-40, 0.5% w/v sodium deoxycholate, 0.05% w/v sodium dodecyl sulfate, 1 mM EDTA, 150 mM NaCl, 1× complete mini mix (Roche), 0.2 mM PMSF, and 1 mM DTT). The CB-enriched pellet fraction was separated by centrifugation at 300 × g for 10 min, resuspended in RIPA buffer, sonicated for an additional 2 × 30 sec using medium settings. Resulting lysates were equally divided and the CBs were immunoprecipitated using Dynabead Protein G (Invitrogen) with anti-DDX4 or anti-rabbit IgG (negative control) O/N at 4°C. For western blotting, samples from each isolation step (lysate of cross-linked cells; supernatant after low-speed centrifugation; CB-containing pellet fraction; CBs isolated by anti-DDX4 IP; and control IP using rabbit IgG) were diluted in Laemmli buffer and incubated 5 min at 95°C before loading them on the gel. For RNA-seq crosslinks of the isolated CBs were reversed by incubation at 70°C for 45 min.

### Immunoprecipitation

Three testes from adult mice were collected in 1.7 ml of isotonic nondenaturing lysis buffer (150 mM NaCl, 5 mM EDTA, 50 mM Tris–HCl, pH 8.0, 1% Triton X-100, 1× complete mini mix [Roche, 4693124001], 0.2 mM PMSF and 1 mM DTT). Samples were homogenized with TissueLyser LT (Qiagen) homogenizer for 90 sec and kept on ice for 30 min. Lysates were cleared by centrifugation at 14 000 × g for 10 min. Supernatant was divided to equally three parts, pre-cleared using 10 μl of Dynabead Protein G and incubated with either anti-SMG6, anti-SMG7 or rabbit IgG at 4°C overnight. Protein complexes were immunoprecipitated using 30 μl of Dynabead Protein G for 1 h RT. The Dynabeads–antibody–antigen complexes were washed 3 times in 1 ml of the non-denaturing lysis buffer.

### LC–ESI-MS/MS Analysis

Dynabeads–antibody–antigen complexes from IP with SMG6/SMG7/IgG or CB-IP/IgG were washed with 3 × 1 ml of Tris–HCl (pH 8.0). The LC–ESI-MS/MS analyses were performed on a nanoflow HPLC system (Easy-nLC1200, Thermo Fisher Scientific) coupled to the Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific, Bremen, Germany) equipped with a nano-electrospray ionization source. Peptides were first loaded on a trapping column and subsequently separated inline on a 15 cm C18 column (75 μm × 15 cm, ReproSil-Pur 5 μm 200 Å C18-AQ, Dr Maisch HPLC GmbH, Ammerbuch-Entringen, Germany). The mobile phase consisted of water with 0.1% formic acid (solvent A) or acetonitrile/water (80:20 (v/v)) with 0.1% formic acid (solvent B). A linear 30 min gradient from 8% to 39% B was used to eluate peptides. MS data was acquired automatically by using Thermo Xcalibur 4.1 software (Thermo Fisher Scientific). An information dependent acquisition method consisted of an Orbitrap MS survey scan of mass range 300–1750 *m*/*z* followed by HCD fragmentation for most intense peptide ions.

### Generation of germ cell-specific *Smg6* conditional knockout mice (*Smg6*-cKO)

The genetic background of all the mice used in this study was mixed background with C57Bl/6J and SV129. The targeting construct for the generation of the *Smg6* conditional knockout (PG00253_Z_1_B03) was purchased from the International Mouse Phenotyping Consortium, and further verified by restriction enzyme digestion and sequencing. G4 embryonic stem cells (ES, derived from 129S6/C57BL/6Ncr mice) were cultured on neomycin-resistant primary embryonic fibroblast feeder layers and 10^7^ cells were electroporated with *Asi*SI linearized targeting construct. Cells were plated on 100 mm culture dishes with G418 (300 μg/ml; Sigma) after electroporation, and colonies were picked up after 7–9 days of selection, and grown on 96-well plates. In order to delete *Neo* cassette in the targeted ES cells, the cells were re-electroporated with plasmid pCAGGS-Cre and plated on 100 mm culture dishes. Colonies were picked up after 3–5 days of growth and grown on 96-well plates. Three targeted ES clones and several ES clones with right *Neo* deletion were determined by LR-PCR and PCR, and were further confirmed by sequencing. Two of the right targeted ES clones with *Neo* deletion were used for blastocyst injection in order to generate chimeras. Male chimeras from both line were bred with wild-type females to test the germline transmission. To achieve selective inactivation of *Smg6* in early postnatal germ cells, transgenic *Ngn3Cre* male mice (35–37) were mated with homozygous *Smg6* floxed females, *Smg6*(fx/fx) in order to generate *Smg6*(fx/wt);*Ngn3Cre*+ mice. *Smg6*(fx/wt);*Ngn3Cre*+ heterozygous males were then crossed with *Smg6*(fx/fx) females to produce *Smg6*(fx/fx);*Ngn3Cre* + cKO mice, as well as *Smg6*(fx/fx);*Ngn3Cre*– and *Smg6*(fx/wt);*Ngn3Cre*– littermates that were used as controls in all experiments. Genotyping of *Ngn3Cre* transgene was performed as reported before (35–37), and floxed *Smg6* allele was genotyped using specific primers flanking the flox site (Supplementary Table S7). The phenotype of *Smg6* depleted male mice was confirmed from mice derived from both clones.

### TUNEL assay

Testis from adult *Smg6-*cKO or control mice were collected and directly fixed in 4% PFA overnight at room temperature and embedded in paraffin. Paraffin-embedded testis sections were deparaffinized by incubation 3 × 3 min in xylene, 2 × 2 min in 100% ethanol, 2 × 2 min in 96% ethanol, 2 × 2 min in 70% ethanol and then washed in TBS (Tris-buffered saline, pH 7.5) 1 × 5 min. Sections were subjected to antigen retrieval in sodium citrate solution as described above. Slides were washed 3 × 5 min in TBS, incubated 10 min in 100 mM NH_4_Cl and TBS washes repeated. Slides were incubated for 1 h at 37 °C in humidified conditions with TUNEL (TdT-mediated dUTP nick end labeling) mixture: TdT buffer with terminal transferase (03333566001, Roche) 1U/μl, CoCl_2_, and 1 μM biotin-16-dUTP (11093070910, Roche) in MQ. Positive control sections were incubated with DNAase I, grade I (30 U/ml DNAase1 Invitrogen) for 30 min at 37 °C and negative control sections were incubated without terminal transferase (03333566001, Roche). The reaction was ended by incubating slides for 15 min RT with 300 mM NaCl, 30 mM NaCitrate in milliQ, and washed 4 × 5 min with TBS. Slides were blocked, incubated with specific antibodies, PNA and secondary antibodies, and mounted as described above. 3i CSU-W1 Spinning disk (objective 40x) microscope and Pannoramic Midi Fluorescence slide scanner (3D Histech) were used for obtaining images. Acquired images were processed as described above.

### Electron microscopy

Testis samples were fixed in 5% glutaraldehyde and treated with a potassium ferrocyanide-osmium fixative. The samples were embedded in epoxy resin (Glycidether 100, Merck), sectioned, post-stained with 5% uranyl acetate and 5% lead citrate, and visualized on a JEOL 1400 Plus transmission electron microscope (JEOL Ltd, Tokyo, Japan).

### Antibodies

Primary antibodies used in this study were: DDX25 (sc-51271) and Hiwi (sc-22685) from Santa Cruz Biotechnology; DDX4 (ab13840), EIF4A3 (ab32485), and SMG6 (ab87539) from Abcam; PIWIL1 (G82) from Cell Signaling Technology; FYCO1 (HPA035526 and SAB1400697) from Sigma-Aldrich; GAPDH (5G4) from HyTest; γH2AX antibody (05-636) and PIWIL2 clone 13E-3 (MABE363) from Millipore; SMG7 (A302-170A) from Bethyl Laboratories and hVasa (AF2030-SP) from R&D systems. Secondary antibodies conjugated with Alexa Fluor 488, 546, and 647 made in donkey were from Thermo Fisher Scientific (A-21202, A-21206, A-11055, A10036, A10040, A-11056, A-21203, A-21207, A-11058, A-31571, A-31573, A-21447). HRP-linked anti-rabbit IgG (NA934) and HRP-linked anti-mouse IgG (NA031) were from GE Healthcare Life Sciences.

### Isolation of germ cells

Round spermatids and spermatocytes were isolated from 3 to 6 testis from adult *Smg6-*cKO and control mice using our published protocol (38). Briefly, testes were de-capsulated and digested using consecutive collagenase IV (C5138, Sigma) and DNase I (DN25, Sigma-Aldrich) supplemented trypsin digestions (LS003703, Worthington) in 1× KREBS buffer (prepared as described in (38)). Cell suspension was washed with 1× KREBS filtered with 100 μm filter and loaded on a ready prepared ice-cold BSA gradient buffer. After 2 h of sedimentation, cells were collected, washed, and purity of fractions verified with DAPI staining.

### Seminiferous tubule cultures and Click reaction after EU labeling

Mouse testes were decapsulated in Dulbecco's modified Eagle's medium/nutrient mixture F-12 Ham (D8437, Sigma). Segments of the seminiferous epithelial cycle representing stages VII–VIII of spermatogenesis were cut as previously described (39,40). The isolated pieces of tubules were incubated on glass slides in 30 μl of medium supplemented with 1 mM ethynyl uridine (EU) at 34°C for 10 h in a highly humidified atmosphere containing 5% CO_2_. Spermatogenic cells were spread out of the cultured seminiferous tubules to monolayers using the squash technique (39,40), snap-frozen in liquid nitrogen, and fixed in 96% EtOH for 3 min. The nascent RNA was visualized using the Click-iT RNA Alexa Fluor 488 Imaging Kit (Molecular Probes, Invitrogen, C10329). Mounting was done using ProLong Diamond Antifade Mountant with DAPI (P36962, Life Technologies). 3i CSU-W1 Spinning disk (objective 40×, 63× or 100×) microscope was used for obtaining images. Acquired images were processed with ImageJ software version 1.8.0 (National Institute of Health, USA) and Adobe Photoshop.

### RNA extraction and detection of small RNAs

RNA was extracted from 24 dpp testes, enriched fractions of pachytene spermatocytes and round spermatids or isolated CBs with the Trisure reagent (Bioline) using standard protocols. Isolated RNA was analyzed using a NanoDrop (Thermo Scientific) and Bioanalyzer (Agilent). For the RNA profile of *Smg6-*cKO and control 24 dpp testes and CBs, the isolated RNA was separated in 10%–15% denaturing urea-polyacrylamide or 1–2% agarose gels, post-stained with SYBR Gold (Invitrogen), and visualized using Chemidoc Imaging (BioRad).

### Germ cell RNA sequencing and analysis

Three biological replicate samples from isolated round spermatids and spermatocytes from adult *Smg6-*cKO and control mice were submitted for RNA sequencing (Finnish Functional Genomics Centre, Turku Bioscience). Libraries were constructed with Illumina TruSeq Stranded mRNA polyA library preparation kit was performed with HiSeq3000 (read length 2 × 75 bp) sequencing system (Illumina, San Diego, CA, USA).

- DE analysis of genes, transposable elements, and piRNA precursors.

For gene-level DE analysis, reads were trimmed off adapter contents using cutadapt (v2.8) and mapped to the mouse genome (Ensembl: Grcm38) using STAR (v2.7.3a). Then, reads were assigned and counted using featureCounts (v2.0.0) against reference gtf file (Ensembl: Grcm38) in paired-end mode. First, raw read counts were filtered in order to keep only genes with 10 or more counts in at least three individual samples among six samples from a given cell type (3 × control and 3 × cKO). For transposable elements, reads were assigned and counted using TEtranscripts in reverse stranded mode (v2.2.1) (41) against reference genic and repeats gtf files (Ensembl: Grcm38). For piRNA precursor transcripts, reads were assigned and counted against the gtf file containing the 214 piRNA precursors (20) using featureCounts. Raw count reads were filtered to keep only genes with at least 10 reads across all samples *(Smg6-*cKO and control). Raw count reads were normalized and differential expression calculated using DESeq2 in R (v4.1.3). For transcript-level DE analysis, the procedure was similar than for gene-level except raw read counts were filtered in order to keep only transcripts with 20 or more counts in at least three individual samples. GO plots were generated using clusterProfiler. Expression clustering was based on normalized counts extracted from each samples using DESeq2. The genes were filtered according to differential expression analysis (DEA) and further normalized counts were scaled and averaged to finally use hclust() function in R for hierarchial clustering.

- Analysis of NMD-inducing features and stability

For analysis of NMD-inducing features, sequences were obtained using the UCSC Table Browser. To identify putative NMD features, we used a custom program developed by the laboratory that was previously published (42,43). Only Ensembl-defined transcripts harboring both 5′UTR and 3′UTR regions were considered for analysis. To find downstream exon junctions (dEJs), exon junction positions for each transcript were identified and dEJs were defined as EJs ≥50 nt from the PTC. The 5′ UTR sequences identified through the annotation process were used to scan for upstream open reading frames (uORFs) that contained particular nucleotides from the Kozak consensus sequence critical for initiating translation. In particular, we only considered uORFs ≥ 30 nt long that had a purine at the −3 position or a guanine at the +1 position (relative to the A in the AUG initiation codon [+1]). To reduce the probability of identifying uORFs that can re-initiate translation (and thus escape NMD), one additional criterion is that the uORF must not contain the main open reading frame. To infer the RNA stability, we used the REMBRANDTS program (44) following the tutorial (https://github.com/csglab/REMBRANDTS).

- Analysis of 3′UTRs

Transcripts were assembled using Cufflinks v2.2.1 for all samples individually. Cuffmerge was used to merge transcripts assemblies for all samples (control + *Smg6*-cKO). 3′UTR genomic locations were retained from cuffmerge output. A new gtf file was produced containing 3′UTR locations from assembled transcripts. Subsequently, a differential expression analysis was run using Cuffdiff in order to identify lowly expressed 3′UTR transcripts and filter merged transcripts from *Smg6*-cKO and control in the next step. In parallel, Cuffmerge was used to merge transcripts assemblies from control and *Smg6*-cKO samples separately. Merged transcripts from *Smg6*-cKO and control were trimmed to keep only 3′UTR locations and transcripts ≥1 FPKM from the previous step.

- Transcriptome comparison between *Smg6-*cKO and *Piwil1*-KO

The datasets for *Piwil1*-KO early round spermatids and late spermatocytes (GSE42004), *Piwil1-*KO pachytene spermatocytes and round spermatids (GSE64138) were downloaded from the NCBI GEO database. Reads were trimmed off adapter contents and low-quality bases were cut using trimmomatic (v0.39). The clean reads were mapped to the mouse genome (Ensembl: Mus_musculus.GRCm38.101) using STAR (v2.7.1a). Then, the reads were assigned and counted using featureCounts in R after mapping. Raw reads were filtered to keep genes with at least 10 reads found in the replicate samples. Raw reads were normalized and differential expression calculated using DESeq2. The piRNA targets were predicted using GTBuster without filtering ‘–distance-from-canonical-cut-site’ (https://github.com/weng-lab/GTBuster) and NCBI-BLAST. The piRNA species in round spermatids with normalized read counts ≥ 1 were kept. piRNA target sites were predicted at the transcript-level, and the potential piRNA targeted transcripts were then combined to genes according to their locations. The putative piRNA targets were identified based on two rules: (i) perfect pairing with the seed sequence at g2–g7 of the piRNA molecule, and (ii) varying number of additional base pairing (8, 10, 12 or 14 matches) after the seed sequence at g8–g21.

### Germ cell small RNA sequencing and analysis

The same spermatocyte and round spermatid samples used for RNA sequencing were subjected to small-RNA-seq using QIAseq miRNA library preparation kit and HiSeq2500 Rapid run sequencing platform (1 × 75 bp). SPORTS1.1 (45) was used to map small RNA reads successively rsRNA, miRNA, and tsRNA sequences extracted from mm10 UCSC genome files originating from rRNAdb, miRBase (v.22), and GtRNAdb (v.2.0) using SPORTS default settings. Using a pre-compiled Perl script from SPORTS1.1, the original locations of all sequences were identified and analyzed whether they originated from 5′ end, 3′ end or 3′ CCA end of tRNA. Then, reads mapping to rsRNA, miRNA, and tsRNA sequences were extracted from SPORTS output text file using R. Repeats from repeatMasker and piRNA precursor locations (20) were mapped to the mouse genome (UCSC: mm10) using HISAT2 (v2.1.0); then, reads were assigned and counted using featureCounts (v2.0.0) against reference gtf files. Raw read counts were filtered to keep only genes with at least one occurrence found per sample. FPM (fragment per million) was calculated after raw counts normalization using SPORTS output in R. Raw read counts were normalized and differential expression calculated using DESeq2.

### Chromatoid body RNA sequencing and analysis

Three *Smg6-*cKO and four control CB RNA samples were submitted for total RNA sequencing without ribosomal RNA removal (Novogene). Total RNA libraries were prepared by NEBNext® Ultra™ Directional RNA Library Prep Kit without fragmentation. Sequencing was performed with NovaSeq6000 (PE150) platform (Illumina). Gene and transcript level DE analysis, as well as the analysis for NMD-inducing features were performed as for germ cell samples.

### RT-qPCR

RNA was extracted from isolated germ cells using TRIzol (Thermo Fisher Scientific), following manufacturers’ protocols. After DNase I treatment (AMPD1, Sigma) one microgram of extracted RNA was reversed transcribed using sensiFAST cDNA synthesis Kit (BIO-65054, Meridian bioscience). RT-qPCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories, catalog no. 1725270), and expression data were normalized to housekeeping genes (Supplementary Table S7). Data was analyzed using JMP Pro and GraphPad Prism 9.

### Statistical analysis

Statistical analysis was performed in R 4.1.3 or GraphPad Prism 9.0.0.

## RESULTS

### SMG6 is regulated during spermatogenesis and specifically localizes to the CB

Our previous identification of SMG6 as a highly-enriched CB component (15) prompted us to further characterize its expression and function in male germ cells. We first examined SMG6 expression in different mouse tissues. Consistent with past studies showing that NMD factors are ubiquitously expressed (46), SMG6 was detected in all studied adult mouse tissues, though at a surprisingly low level in the kidney, and at a particularly prominent level in the testis (Figure 1A). In the juvenile mice during the first wave of spermatogenesis, at time points reflecting the appearance of specific spermatogenic cells, SMG6 is expressed at low level at postnatal week 1, when only somatic cells and spermatogonia are present, and at week 2, when spermatogonia have transitioned into spermatocytes. SMG6 expression increases at week 3, when spermatocytes convert into round spermatids, and further increases at week 4 and thereafter (Figure 1B, C). Immunohistochemistry confirmed SMG6 expression in round spermatids and demonstrated that SMG6 is primarily found in the cytoplasm (Figure 1D).

**Figure 1.**
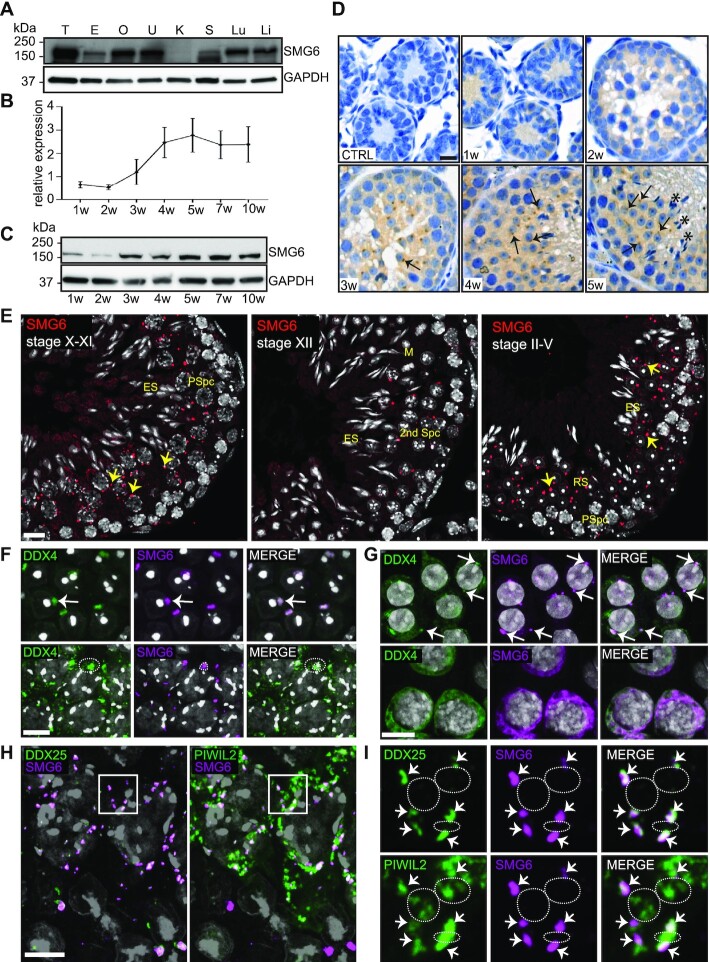
SMG6 localizes to the CB in round spermatids. (**A**) Western blotting of different tissues using anti-SMG6 antibody with anti-GAPDH as loading control. T, testis; E, epididymis; O, ovary; U, uterus; K, kidney; S, spleen; Lu, lung; Li, liver. (**B**) Relative expression of SMG6 during the first wave of spermatogenesis. Testis samples were collected from juvenile mice at different time points (1, 2, 3, 4 and 5 weeks) and adult mice (7 and 10 weeks). Two independent sample sets were included. Anti-SMG6 western blots were quantified with ImageJ software using anti-GAPDH for normalization. Error bars represent mean ± standard deviation (SD). (**C**) Representative western blot image of (B). (**D**) Immunohistochemistry of testis sections from 1, 2, 3, 4 and 5 weeks (w) old mice using anti-SMG6 antibody or no primary antibody (CTRL). Arrows point at selected examples of cytoplasmic SMG6 signal in round spermatids. Asterisks: elongating spermatid bundles. Scale bar: 5 μm. (**E**) IF of testis sections using anti-SMG6 antibody (red). PSpc, pachytene spermatocyte; RS, round spermatid; ES, elongating spermatid; M, meiotic metaphase plate; 2nd Spc, secondary spermatocyte. Arrows point at selected cytoplasmic granules. Scale bar: 10 μm. (**F**) Co-IF of SMG6 (magenta) and DDX4 (green) in round spermatids (upper panel, white arrow) and in late pachytene spermatocytes (lower panel, dashed circle). Scale bar: 10 μm. (**G**) Co-localization of SMG6 (magenta) with DDX4 (green) in human round spermatids (upper panel) and spermatocytes (lower panel). Arrows point at selected CBs. Scale bar: 10 μm. (**H**) SMG6 co-localizes with DDX25 and PIWIL2 to CB precursors in late pachytene spermatocytes (stage XI). SMG6 in magenta, DDX25 (left panel) and PIWIL2 (right panel) in green. Confocal 4-channel imaging was used to detect all three specific antibodies and DAPI in the same slides and artificial colors to each channel rendered afterwards using Adobe Photoshop. Scale bar: 10 μm. (**I**) The area indicated by a white box in panel H with higher magnification. Upper panel: co-localization of SMG6 with CB-specific DDX25. Lower panel: partial co-localization of SMG6 with PIWIL2. Co-localization points are marked by arrows. White dashed lines indicate examples of PIWIL2-positive (but DDX25- and SMG6- negative) IMCs. See also Supplementary Figure S1.

A detailed stage-specific immunofluorescence (IF) analysis demonstrated that SMG6 is first detectable at stage X–XI of the seminiferous epithelial cycle, with several cytoplasmic granules staining positive for SMG6 in late pachytene spermatocytes (Figure 1E). After the first meiotic division (stage XII tubules), secondary spermatocytes contain 1–3 cytoplasmic SMG6-positive granules, which condense into a single large granule in early round spermatids (stage II–V tubules), a finding consistent with the condensation of the CB at this stage (13). SMG6-positive granules remain in the cytoplasm of round spermatids during their subsequent steps of their differentiation (Figure 1E, Supplementary Figure S1). The SMG6 signal diminishes when spermatids begin to elongate (stage X–XI) and no signal is detected in condensed elongating spermatids (stage II–V) (Figure 1E, Supplementary Figure S1).

By co-localizing SMG6 with the well-established germ granule marker, DEAD box polypeptide 4 (DDX4), we confirmed the SMG6 positive foci represent CBs both in mouse (Figure 1F) and human round spermatids (Figure 1G), the latter demonstrating conservation. To study whether SMG6 also localizes to the IMC (13) we turned our attention to spermatocytes which contain both germ granule types. While both the CB and the IMC contain DDX4 (47), SMG6 only co-localized to some DDX4-positive cytoplasmic granules in late spermatocytes (Figure 1F, lower panel). Co-localization analysis with antibodies against DDX25, an ATP-dependent RNA helicase that localizes to CB precursors but not to the IMC, and PIWIL2, which localizes to both germ granule types (13), revealed that SMG6 signal overlapped with the DDX25/PIWIL2-positive CB precursors but not with PIWIL2-positive and DDX25-negative IMC (Figure. 1H,I, Supplementary Figure S1). Together, this data indicates that SMG6 is a CB loyal component from the early formation of CB precursors in pachytene spermatocytes to the fully mature CB in round spermatids.

### The localization and interactome of SMG6 and SMG7 in round spermatids differ

To address specificity, we examined whether other NMD factors are associated with the CB. We previously showed, using mass spectrometry, that purified CBs are not only enriched in SMG6, but also UPF1 and SMG1, as well as EJC components (15). IF analysis confirmed the CB-associated localization of SMG1 and UPF1 (Supplementary Figure S2A, B), and revealed another CB-associated NMD factor – UPF3B (Supplementary Figure S2C). Interestingly, unlike the other studied NMD factors (Supplementary Figure 2A–C), SMG7 exhibited diffuse distribution in the cytoplasm of germ cells (Figure 2A, Supplementary Figure S2D), with no specific enrichment to the CB. We used a DDX4-immunoprecipitation (IP)-based CB-isolation protocol developed by our group (16) to confirm the presence of SMG6, but not SMG7, in the CB fraction (Figure 2B). We also defined the SMG6 and SMG7 interactomes in the testis using IP followed by mass spectrometry. We identified 65 and 84 SMG6- and SMG7-interacting proteins, respectively, using a threshold of at least 1 peptide hit in at least two replicate IPs, with only 21 overlapping proteins (Figure 2C, Supplementary Figure S2E, Supplementary Table S1A). Among the SMG7-specific interacting proteins was SMG5, SMG7’s well established binding partner (33), as well as many ubiquitination pathway-associated proteins. The SMG6-interacting proteins included many CB-associated proteins, such as EIF4A3, EWSR1, TDRD3 and PCBP2 (Supplementary Table S1). Our results suggest that the SMG6- and SMG7-mediated NMD degradation pathways localize to different subcellular sites and act with different subsets of proteins in the male germline.

**Figure 2.**
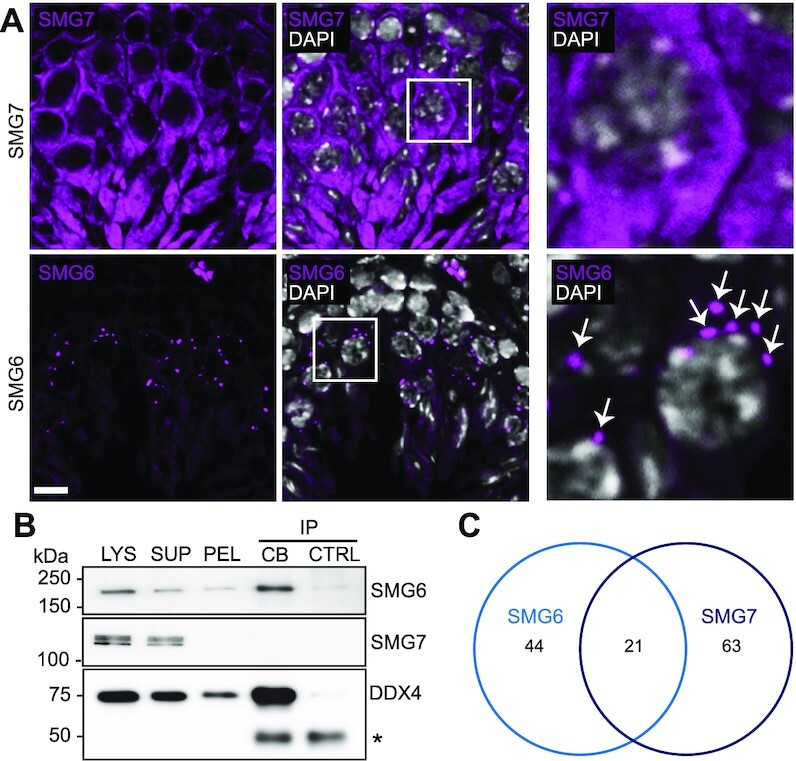
Characterization of SMG6 and SMG7 during spermatogenesis. (**A**) IF of adult mouse testis sections with either anti-SMG6 or anti-SMG7 antibody (both in magenta). Scale bar: 10 μm. The areas indicated by white boxes are shown in higher magnification in the right panel. White arrows indicate perinuclear SMG6-positive granules in spermatocytes. (**B**) Western blotting of isolated CBs using anti-SMG6 and anti-SMG7 antibodies. LYS, lysate of cross-linked cells; SUP, supernatant after low-speed centrifugation; PEL, CB-containing pellet fraction; CB-IP, CBs isolated by anti-DDX4 IP; CTRL, control IP using rabbit IgG. Anti-DDX4 Western blotting confirms the successful CB isolation. IgG heavy chain is indicated with an asterisk. Cross-linking causes a very weak background precipitation of SMG6 and DDX4 in the control IgG IP. (**C**) Venn diagram showing the unique SMG6 (44), unique SMG7 (63) and shared (21) interaction partners identified in the mass spectrometry analysis. See also Supplementary Figure S2 and Supplementary Table S1.

### *Smg6-*cKO male mice are infertile and lack spermatozoa

To elucidate the physiological role of SMG6 during postnatal spermatogenesis, we generated a germ cell-specific *Smg6* conditional knockout (cKO) mouse line: *Smg6-*cKO. To achieve this, we first created a mouse line harboring loxP sites on either side of *Smg6* exon 9 (Figure 3A). To delete *Smg6* exon 9 specifically in early postnatal spermatogonia, we crossed these *Smg6*-floxed mice with a transgenic mouse line expressing the Cre recombinase under the control of the Neurogenin 3 (*Ngn3*)-promoter (Figure 3A,B) (35). 

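Smg6 spans 74925823 to 75164448 on the plus strand of chromosome 11 (GRCm38, ENSMUSG00000038290). Its annotated transcript ENSMUST00000045281 has 19 exons and 5848 nt. Exon 9 of that transcript lies at 74981852 to 74981913, is 62 nt long, is entirely coding and leaves a remainder of 2 nt when divided by 3. Another annotated transcript, ENSMUST00000130145, carries the nonsense-mediated decay biotype, has 17 exons and 4078 nt and lacks exon 9. Reads per exon were not analysed here, and the counts used were per gene and per transcript. They were scaled with TMM and compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes or transcripts of the comparison.

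Normalized Smg6 gene counts were 8318 ± 217 in cKO spermatocytes and 7156 ± 1705 in control spermatocytes (mean ± SD, n = 3 libraries each), a log2 fold change of 0.22 (SE 0.17, adjusted p = 0.36) that stayed between 0.03 and 0.36 as each library was left out. In round spermatids they were 7814 ± 266 and 7856 ± 1922 (n = 3 each; log2 fold change -0.01, SE 0.16, adjusted p = 0.97), with a range from -0.20 to 0.12 over the libraries left out. Isolated CBs gave 1652 ± 194 in cKO (n = 3) and 1686 ± 78.3 in control (n = 4), a log2 fold change of -0.03 (SE 0.16, adjusted p = 0.91), and 1 control CB library held 1802 against 1631 to 1659 in the other three. ENSMUST00000045281 changed by 0.21 in spermatocytes, 0.04 in round spermatids and 0.15 in CBs (adjusted p = 0.42, 0.84 and 0.51). ENSMUST00000130145 changed by 0.26, 0.19 and -0.16 (adjusted p = 0.24, 0.28 and 0.46). Scaling by library size alone gave Smg6 a log2 fold change of 0.62 in round spermatids while it moved the median of all genes from 0.11 to 0.73.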

Successful deletion of exon 9 from *Smg6* mRNA was confirmed using RNA-seq data of isolated germ cells (Supplementary Figure S2F). The other exons were normally expressed. Immunohistochemistry and Western blot analysis showed dramatically reduced level of the full-length SMG6 protein in *Smg6*-cKO testes (Figure 3C, D, Supplementary Figure S2G). A weak SMG6 band in the *Smg6-*cKO testis extract was detected (Figure 3D), likely due to SMG6 expression by CRE-negative cells, e.g. testicular somatic cells.

**Figure 3.**
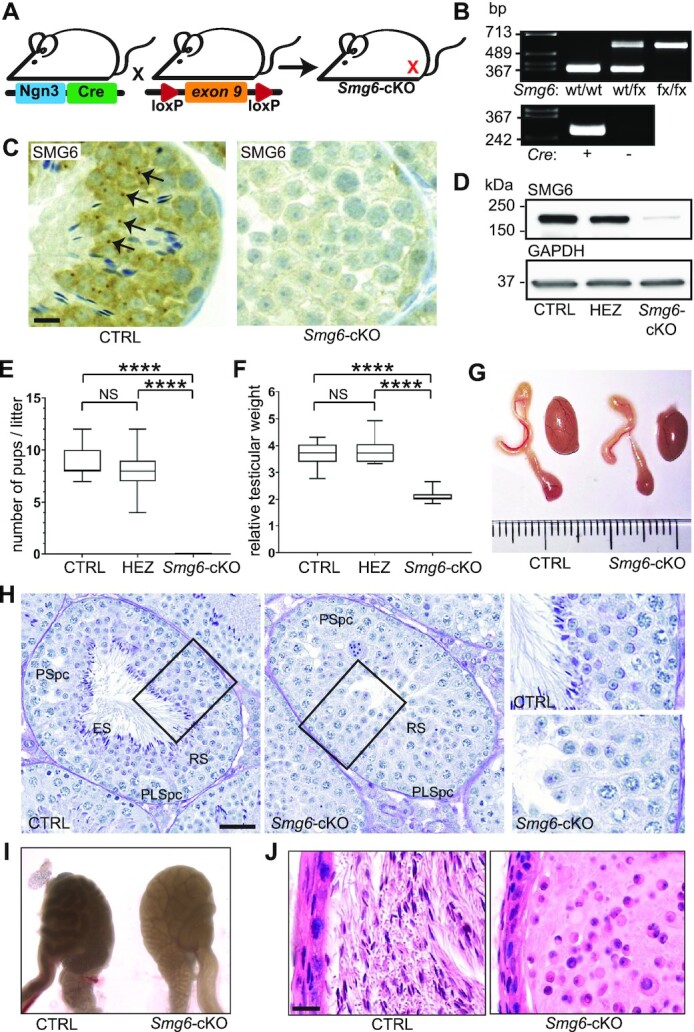
Germ cell-specific *Smg6-*cKO male mice are infertile. (**A**) To generate male germ cell-specific conditional *Smg6-*cKO mice, *Ngn3Cre* expressing mice were crossed with mice containing floxed exon 9 of *Smg6* gene. (**B**) Representative genotyping result of the floxed *Smg6* allele and transgenic *Ngn3Cre* construct. wt/wt, wild type; wt/fx, one floxed *Smg6* allele; fx/fx, two floxed *Smg6* alleles. (**C**) Validation of the knockout model by immunohistochemistry using anti-SMG6 antibody. SMG6-positive granules (indicated by black arrows) are not detectable in the *Smg6*-cKO testes. CTRL: *Smg6(fx/wt);Ngn3Cre*–, *Smg6-*cKO: *Smg6(fx/fx);Ngn3Cre+*. Scale bar: 10 μm. (**D**) Validation of the *Smg6* knockout by full testis western blotting with anti-SMG6 antibody. Anti-GAPDH antibody was used for normalization. HEZ: *Smg6(fx/wt);Ngn3Cre+ *. (**E**) Fertility analysis of CTRL (*Smg6(fx/wt);Ngn3Cre-*), HEZ (*Smg6(fx/wt);Ngn3Cre+*), and *Smg6-*cKO (*Smg6(fx/fx);Ngn3Cre+*) male mice. (**F**) Testicular size of CTRL (*n* = 9), HEZ (*n* = 8) and *Smg6-*cKO (*n* = 9) mice. Testicular weights were normalized to body weights. For (E) and (F), one way ANOVA with Tukeys's multiple comparisons test was used, ****P < 0.0001, NS = non-significant, mean ± SD indicated. **(G)** Representative macroscopic image of control and *Smg6-*cKO testis and epididymis. (**H**) Bouin-fixed paraffin-embedded testis sections stained with Periodic acid–Schiff (PAS). A representative example at the stage VII-VIII of the seminiferous epithelial cycle is shown. PLSpc, preleptotene spermatocyte; PSpc, pachytene spermatocyte; RS, round spermatid; ES, elongating spermatid. Scale bar: 50 μm. Areas indicated by black boxes are shown in higher magnification on the right. (**I**) CTRL and *Smg6-*cKO cauda epididymides under transillumination microscope. (**J**) Hematoxylin-eosin (HE) staining of PFA-fixed paraffin-embedded cauda epididymis sections. Scale bar: 20 μm. See also Supplementary Figures S2 and S3, and Supplementary Table S2.

Breeding trials revealed that *Smg6-*cKO males produced no pups, even with prolonged co-caging with wt females (Figure 3E). In contrast, *Smg6-*cKO heterozygous males generated a comparable number of pups—with expected Mendelian ratios—when bred with wt females (Figure 3E). The testicular weight of *Smg6-*cKO males was significantly reduced compared to control mice (Figure 3F,G, Supplementary Table S2). *Smg6-*cKO heterozygotes had normal testicular weight (Figure 3F), consistent with their normal fertility (Figure 3E). A detailed histological examination showed that all 12 different stages of the seminiferous epithelial cycle (2) were identifiable in *Smg6-*cKO testes. However, the cellular composition of the epithelium was severely disrupted across these stages (Figure 3H, Supplementary Figure S3A). We detected spermatogonia, spermatocytes, and round spermatids in *Smg6-*cKO testis cross-sections, but no elongating spermatids or mature spermatozoa were observed (Figure 3H, Supplementary Figure S3A), suggesting that *Smg6-*cKO round spermatids failed to progress to form elongating spermatids. Consequently, no spermatozoa were detected in the *Smg6*-cKO epididymis; histological analysis of abnormally translucent epididymides of *Smg6-*cKO mice (Figure 3I) revealed a complete absence of mature spermatozoa in the cauda epididymis (Figure 3J) and other epididymal compartments that otherwise appeared histologically normal (Supplementary Figure S3B).

### Germ cell loss of SMG6 leads to spermatogenic arrest in haploid round spermatids

To precisely elucidate the spermatogenic defect caused by the deletion of *Smg6*, we quantified specific testicular cell types in *Smg6-*cKO mice. *Smg6-*cKO testes had a dramatic reduction in round spermatids and only a modest reduction in pachytene spermatocytes, indicative of a round spermatid defect that initiates in spermatocytes (Figure 4A). As evidence for specificity, the number of undifferentiated spermatogonia (SOX3^+^ cells) and Sertoli cells (SOX9^+^ cells) was not significantly changed (Figure 4A, Supplementary Figure S4A, B). To elucidate what steps of round spermatid differentiation are most impacted by *Smg6* deletion, we examined acrosome biogenesis. We found that step 2–3 round spermatids, which have immature acrosomal granule, are present in *Smg6-*cKO mice (Figure 4B; stage II–III). However, we failed to find normal step 7–8 round spermatids, which are characterized by further developed acrosomes that spread over the nuclear envelope (Figure 4B; stage VII–VIII). At these stages, *Smg6-*cKO round spermatids had severe structural abnormalities, including acrosome fragmentation as detected by electron microscopy (Figure 4B: EM, Supplementary Figure S4C). No acrosomal staining was detected in stages IX–X, reflecting loss of spermatids as they transition from the round to the elongating phase (Figure 4B).

**Figure 4.**
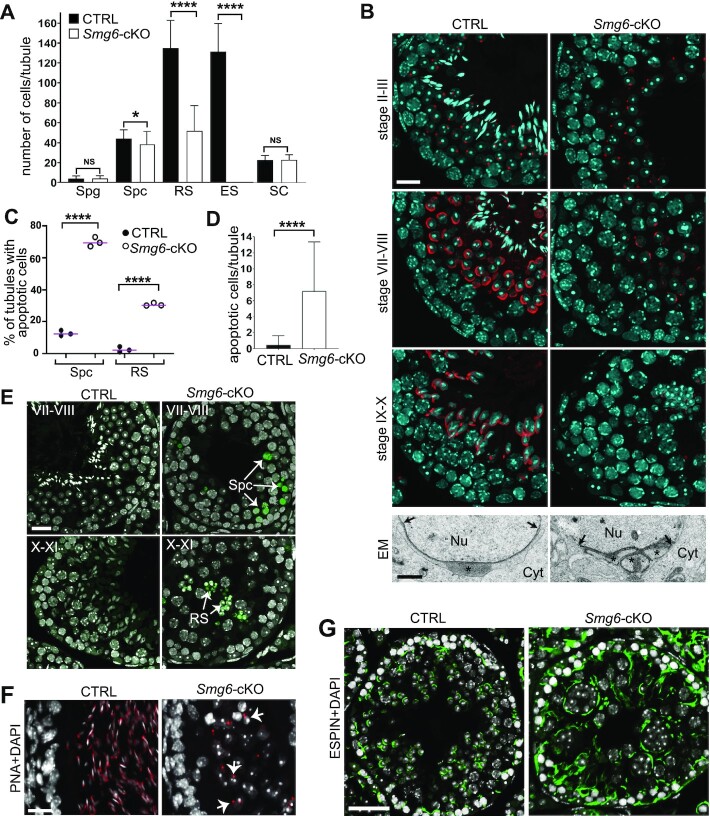
Spermatogenesis is arrested at round spermatid stage in *Smg6-*cKO mice. (**A**) Quantification of different cell types in CTRL and *Smg6-*cKO seminiferous epithelium. Quantified cell types included SOX3-positive spermatogonia (Spg), γH2AX-stained sex body-positive spermatocytes (Spc), round spermatids (RS) and elongating spermatids (ES) that were recognized on the basis of nuclear morphology and their position in the epithelium, and SOX9-positive Sertoli cells (SC). Cells were counted from a minimum of 70 tubules across three biological replicates per genotype. Error bars represent mean ± SD, and p-value from Mann-Whitney U-test, *P < 0.05, ****P < 0.0001, NS = non-significant. (**B**) PFA-fixed testis sections were stained with Rhodamine-conjugated PNA (red) to visualize acrosome and DAPI (blue) to visualize chromatin. Scale bar: 20 μm. The lower panel shows electron microscopy of the acrosomal region of round spermatids in control and *Smg6-*cKO mice. Nu, nucleus; Cyt, cytoplasm. Stars indicate the acrosome, which is fragmented into three separate granules in cKO. Arrows indicate the borders of the acrosomal region. Scale bar: 1 μm. (**C**) The percentage of tubules containing at least one apoptotic spermatocyte or round spermatids in a whole testis cross-section. At least 90 tubule cross-sections from each of the 3 CTRL and 3 *Smg6*-cKO mice were analyzed. Two-sided Fisher's exact test was used to demonstrate a significant association between CTRL and *Smg6*-cKO mice with the percentage of tubules with apoptotic cells, ****P-value < 0.0001. (**D**) Quantification of apoptotic cells per seminiferous tubule cross-section in CTRL and *Smg6-*cKO testes. Error bars represent mean ± SD, and *P*-value from Mann–Whitney *U*-test, ****P < 0.0001. (**E**) Representative TUNEL staining images of apoptotic spermatocytes (upper panel, stage VII-VIII) and round spermatids (lower panel, stage X–XI) on *Smg6-*cKO testis sections, together with matched stages from control testes without apoptotic cells. Scale bar: 20 μm. (**F**) PFA-fixed epididymides of control and *Smg6-*cKO mice were stained with PNA (red) and DAPI (white). Selected round spermatids with positive acrosome staining indicated by white arrows. Scale bar: 20 μm. (**G**) Testis sections were immunostained with anti-ESPIN antibody (green) to visualize apical ectoplasmic specializations at stage VIII-IX of the seminiferous epithelial cycle. Scale bar: 50 μm. See also Supplementary Figure S4.

To determine whether apoptosis is responsible for the loss of germ cells in *Smg6-*cKO mice, we performed TUNEL analysis. This analysis showed that the percentage of tubules containing at least one apoptotic spermatocyte was >5-fold increased (from 13% in control to 70% in *Smg6-*cKO) and the percentage of tubules with at least one apoptotic round spermatid was 10-fold increased (from 3% to 31%) in *Smg6-*cKO mice (Figure 4C). Furthermore the overall number of apoptotic spermatocytes and round spermatids per tubule was dramatically increased (average 0.5 ± 1.1 in control versus 7.2 ± 6.1 in *Smg6-*cKO) (Figure 4D, E). During normal spermatogenesis, apoptotic spermatocytes are often observed at two ‘checkpoint stages’: mid-pachytene checkpoint at stage IV (48) and meiotic metaphase checkpoint at stage XII of the seminiferous tubule cycle (49). In *Smg6-*cKO testes, spermatocytes exhibited elevated apoptosis at these stages as well as those stages that normally have no apoptosis (Supplementary Figure S4D). Furthermore, while spermatid apoptosis at any stage is a rare event in wt testes, in *Smg6-*cKO apoptotic spermatids were frequently detected throughout the seminiferous epithelial cycle (Supplementary Figure S4D).

In addition to a dramatic increase in apoptotic germ cells in *Smg6-*cKO testes, we observed extensive sloughing of germ cells from the epithelium, as shown by the presence of round spermatid-appearing cells positive for acrosomal staining in the cauda epididymal lumen (Figure 4F). With ESPIN antibody that detects apical ectoplasmic specialization (50,51), we showed that these junctions between germ cells and Sertoli cells appear disorganized in *Smg6-*cKO testes (Figure 4G). This suggests that spermatids are prematurely released to the lumen due to their defective anchoring to the epithelium. Together, these results indicate that the loss of functional SMG6 in male germ cells results in disrupted haploid germ cell progression, widespread germ-cell apoptosis, and premature release of spermatids from the seminiferous epithelium. It remains to be determined whether the dramatic defect in haploid cell differentiation in *Smg6-*cKO mice originates from loss of SMG6 function in round spermatids, or is instead due to downstream effects of loss of SMG6 in meiotic cells.

### SMG6 loss causes transcriptome misregulation in spermatocytes and round spermatids

Given that SMG6 is a critical component of the NMD pathway, this predicts that mRNAs targeted for decay by NMD would be dysregulated. To address this, we performed RNA sequencing (RNA-seq) on pachytene spermatocytes and round spermatids, both of which express high levels of SMG6 (Figure 1B-E). 

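Polyadenylated RNA of both fractions, isolated from adult mice, was sequenced as stranded paired reads in 3 cKO and 3 control libraries per cell type. The deposited tables hold the authors' counts from alignments to GRCm38. Gene counts were taken here from their table of genes and transposable element subfamilies, in which genes carry UCSC symbols, and transcript counts from a table in which a read pair matching several transcripts is shared equally among them. The gene table that the paper's own gene analysis used was not analysed here. Libraries held 38129415 to 48729915 counts on genes and elements (median 45451519) in cKO and 42225335 to 49940226 (45525588) in control spermatocytes, and 42623615 to 46441591 (42894779) in cKO and 42353207 to 47609016 (44454702) in control round spermatids. Transcript counts were 36891449 to 46754571 (43700898), 40460549 to 48168278 (43821414), 41058662 to 45491938 (41428430) and 40908632 to 45978584 (42908282) in the same order. Of the 110379 transcripts in the table, 108309 (98.1%) were found in GENCODE vM21.

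Counts were rounded to whole numbers, scaled with TMM and compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment, each fit holding only the libraries compared. Genes entered a fit with 10 or more counts in at least 3 libraries and transcripts with 20 or more. A gene or transcript was called with a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.05, the paper's thresholds. Normalized counts are counts divided by the scaled size of the library relative to the mean size, and are given as mean ± SD. Counts of libraries of one group differed by more than the sampling noise, with a chi-square per degree of freedom of 15.1 to 82.3, while their Spearman correlations across genes were 0.975 or higher. In simulated data with these depths and spreads, 84.4% of genes given a log2 fold change of 2 in spermatocytes and 87.0% in round spermatids had an adjusted p of at most 0.05, and for transcripts the shares were 92.5% and 96.0%. Only 199 and 200 genes were changed there, while 12718 of 17492 genes had such an adjusted p in the real round spermatids. The shares need not hold where most genes change.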

The purity of the cell fractions isolated by BSA-gradient velocity sedimentation (38), evaluated based on their DAPI staining, was ∼75% for pachytene spermatocytes and ∼80% for round spermatids (Supplementary Figure S5A). Differential expression (DE) analysis identified 808 and 1392 up- and down-regulated genes, respectively, in *Smg6-*cKO versus control spermatocytes, and 2971 and 3121 up- and down-regulated genes in round spermatids (Log2FC ≥ 1.5 or ≤–1.5, *P*_adj_ ≤ 0.05) (Figure 5A, B, Supplementary Table S3A, B). 

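Of 17321 genes tested in spermatocytes, 4879 had an adjusted p of at most 0.05, and 591 were called higher and 884 lower in cKO. Single libraries carried much of this count. Without cKO spermatocyte library 1 the calls were 321 higher and 329 lower, without control library 3 they were 330 and 490, and without cKO library 3 there were 342 higher. In round spermatids 12718 of 17492 genes had an adjusted p of at most 0.05, and 2597 were called higher and 2021 lower. Leaving out each round spermatid library in turn kept the calls between 1984 and 2587 higher and between 1822 and 2139 lower. The scaling moved this split most. With library size only, 4991 genes were higher and 1080 lower in round spermatids, so that the share called higher rose from 56.2% to 82.2%, and the median log2 fold change of all genes tested rose from 0.11 to 0.73. DESeq2 called 2303 higher and 2160 lower.

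The genes below were picked by size of change among called genes with a mean normalized count of at least 100 and no overlap between the groups. Without any effect 10% of genes would show no overlap with 3 libraries per group, and the two-sided exact permutation p can then be no smaller than 0.10. In spermatocytes the highest were Cyp2c44 (1447 ± 221 in cKO, 100.5 ± 30.3 in control; log2 fold change 3.85, SE 0.26, adjusted p = 0.00037), Lipi (3.70, adjusted p = 0.00039) and Serpina3n (3.69, adjusted p = 0.00023). The lowest were Art1 (11.4 ± 12.2 and 309 ± 68.5; -4.72, SE 0.69, adjusted p = 0.0056), the erythroid gene Alas2 (-3.96, adjusted p = 0.0015) and 1700009J07Rik (-3.93, adjusted p = 0.0095, and 0.052 in 1 of the fits that left out a library).

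In round spermatids they were Snhg12 (1442 ± 157 and 26.5 ± 6.31; log2 fold change 5.75, SE 0.20, adjusted p = 2.8e-07), Serpina3n (5.02, SE 1.03, adjusted p = 0.0026, from 4.29 to 7.23 over the libraries left out) and Gm16973 (4.80, adjusted p = 6.5e-08), against Tmod4 (4.65 ± 3.55 and 331 ± 119; -6.10, SE 0.54, adjusted p = 2.7e-05), 1700012A03Rik (-5.55, adjusted p = 2.3e-07) and 1700009J07Rik (-5.54, adjusted p = 5.3e-07). Snhg12 is the host gene of small nucleolar RNAs, and 11 of the other 14 genes named Snhg or Gas5 also had positive fold changes in round spermatids. These p values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

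At the level of transcripts 1066 were called higher and 2045 lower of 57631 tested in spermatocytes, and 6035 higher and 5871 lower of 57133 in round spermatids. Without cKO spermatocyte library 3 the higher transcripts numbered 564, without cKO library 1 they were 627 and the lower ones 881, and without control library 3 the lower ones were 1021. Without cKO round spermatid library 1 or 3 the higher transcripts there numbered 3555 or 3760. With library size only the round spermatid calls were 12327 and 3380, a share called higher of 78.5% against 50.7%, and the median of all transcripts tested rose from 0.06 to 0.59. The largest changes among transcripts that met the same criteria were ENSMUST00000026211 of Cyp2c23 (3.89) and ENSMUST00000143605 of Itpr3os (-4.73) in spermatocytes and ENSMUST00000137343 of Snhg12 (5.92) and the Itpr3os transcript (-5.99) in round spermatids.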

The upregulated genes are candidates to encode NMD target RNAs given that loss of SMG6 is expected to compromise NMD and lead to the upregulation of its targets. Most of the upregulated genes (88% in round spermatids) were protein-coding mRNAs; the rest corresponded to pseudogenes and other types of non-coding RNAs (Supplementary Table S3A, B). 

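Matching the symbols of called genes to GENCODE gave a biotype to 2494 of those higher in cKO round spermatids, and 2377 of these (95.3%) were protein-coding. Among all matched genes tested in round spermatids the share was 91.5%, and among the genes lower in cKO it was 79.5%. When transcript counts were summed per gene, which brings in more genes, 89.2% of 3032 higher genes were protein-coding. In spermatocytes 529 of 571 matched higher genes (92.6%) were protein-coding, against 570 of 716 (79.6%) when transcript counts were summed per gene.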

The misregulation of selected mRNAs was validated by RT-qPCR (Supplementary Figure S5B). 

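The RT-qPCR data were not analysed here. In the gene counts, Fos (chromosome 12, 85473890 to 85477273, plus strand) rose from 386 ± 72.9 in control to 4433 ± 2766 in cKO round spermatids (mean ± SD, n = 3 each), a log2 fold change of 3.52 (SE 0.43, adjusted p = 0.00017) that ranged from 2.95 to 3.89 as each library was left out. Lpxn (chromosome 19, 12796193 to 12833807, plus strand) rose from 1037 ± 165 to 6174 ± 172 (2.57, SE 0.12, adjusted p = 7.7e-07). Fkbpl (chromosome 17, 34644764 to 34646324, plus strand) fell from 9648 ± 842 to 3364 ± 234 (-1.52, SE 0.09, adjusted p = 2.6e-06), and the range from -1.60 to -1.40 crossed the threshold of 1.5. For each of the 3 genes the cKO and control values did not overlap, which 10% of genes would show without any effect.

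In spermatocytes the changes were smaller. Fos counts were 3678 ± 948 in cKO and 1553 ± 794 in control (log2 fold change 1.24, SE 0.37, adjusted p = 0.045), Lpxn counts 6988 ± 400 and 3908 ± 531 (0.84, SE 0.11, adjusted p = 0.0043), and Fkbpl counts 3317 ± 412 and 4782 ± 833 (-0.53, SE 0.15, adjusted p = 0.038). With 1 library left out, the adjusted p reached 0.13 for Fos and 0.12 for Fkbpl. The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment over all genes.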

Using a program that infers relative RNA stability based on pre-mRNA and steady-state mRNA levels (44), we found that 35% of the upregulated genes (with sufficient reads to be scored by the stability program) encode RNAs stabilized in both round spermatids (773/2214) and spermatocytes (166/475) (Supplementary Table S3D, E).

**Figure 5.**
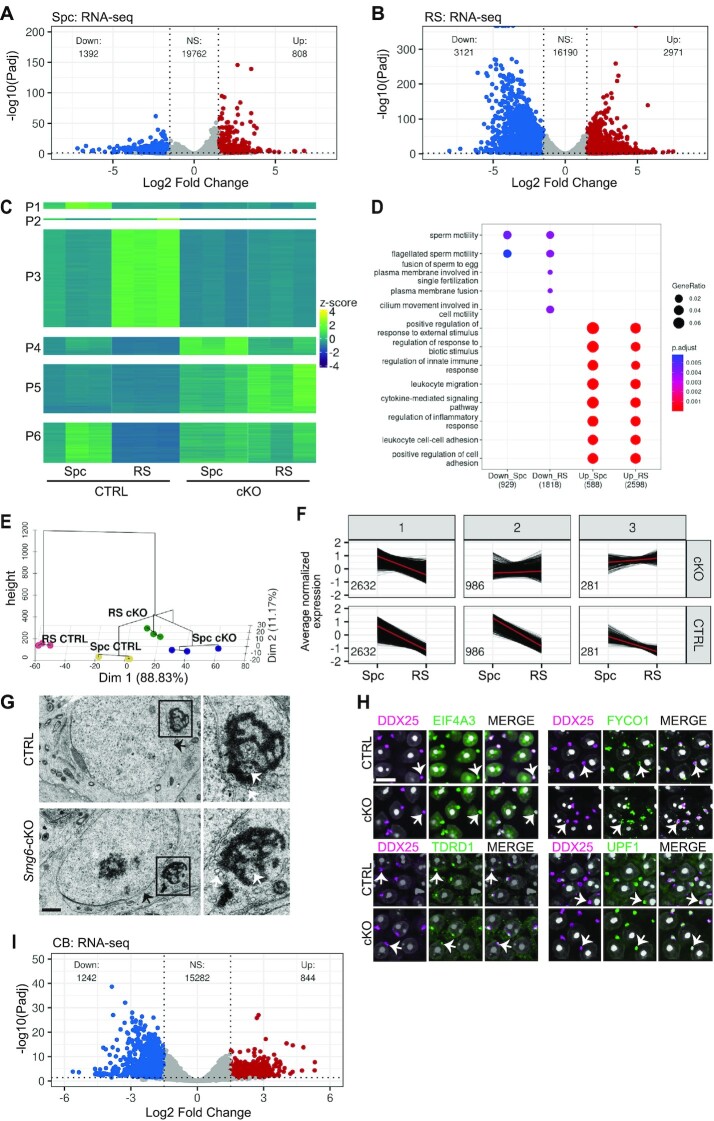
Deletion of *Smg6* induces transcriptome imbalance in germ cells. Volcano plots show differential expression of genes in spermatocytes (**A**) and round spermatids (**B**). (**C**) Heat-map visualizes the six expression patterns (P1-P6) after clustering according to the differential gene expression in CTRL Spc, CTRL RS, *Smg6-*cKO Spc and *Smg6-*cKO RS. (**D**) Biological Process GO term enrichment for down- and upregulated genes in *Smg6-*cKO versus CTRL Spc and RS. Top Biological Processes were selected for visualization based on adjusted *P*-values (gradient scale with red indicating the most significant value). GeneRatio: the amount of genes associated with the GO term divided by the total number of genes. Count: the number of genes associated to the GO term illustrated by a dot with a proportional size according to the number of associated genes found in our gene list. Plots were generated in R using clusterProfiler (v3.18.1). (**E**) Distribution and clustering of each group against each other (Spc CTRL, Spc cKO, RS CTRL, RS cKO) on a PCA plot, combined with a dendrogram using FactoMineR (v.2.4) in R. (**F**) Genes downregulated in CTRL RS versus Spc were partitioned into three expression patterns (1-3) according to their expression in *Smg6*-cKO germ cells. The number of differentially expressed genes for each expression pattern is indicated inside each panel. (**G**) Electron microscopy of the CB in CTRL and *Smg6-*cKO round spermatids. Scale bar: 1 μm. The CB indicated with black box is shown in higher magnification on the right panel. Black arrows indicate the nuclear membrane, white arrows indicate small vesicles located near or within the lobes of the CB. (**H**) PFA-fixed paraffin-embedded testis section were co-immunostained with anti-DDX25 (magenta) together with anti-EIF4A3, anti-FYCO1, anti-UPF1 or anti-TDRD1 (green). DAPI stains nuclei (white). White arrows indicate one selected CB in each figure. Scale bar: 10 μm. (**I**) Volcano plot to demonstrate differential expression of genes in CBs. See also Supplementary Figure S5 and Supplementary Tables S1 and S3.

We partitioned the genes based on their expression patterns, and revealed that some genes were mis-regulated in both spermatocytes and round spermatids, while some were affected only in one cell type (Figure 5C). 

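With both thresholds applied in each cell type, 16846 genes tested in spermatocytes and in round spermatids were sorted by their calls in cKO against control. Lower calls were made for 350 genes in spermatocytes only, 481 in both and 1424 in round spermatids only. Higher calls were made for 106 genes in spermatocytes only, 445 in both and 1930 in round spermatids only. The 350 genes with a lower call in spermatocytes only include 86 that were called higher in round spermatids, and 0 genes showed the reverse. Of the genes higher in cKO spermatocytes 80.8% were also higher in round spermatids, and of the lower ones 57.9% were also lower there. The log2 fold changes of the 2 cell types had a Spearman correlation of 0.61 across genes, which are not independent replicates.

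Sorting by calls does not show that an effect differs between the cell types, so the interaction of genotype and cell type was tested over all 12 libraries. Of 18171 genes, 7834 had an interaction with an adjusted p of at most 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these 3459 were more positive and 4375 more negative in round spermatids, and 1462 and 516 of them had an interaction past 1.5 in size. Leaving out the libraries numbered 3 brought the count to 2672, leaving out those numbered 2 to 4135 and those numbered 1 to 5811. Among 4063 genes with an adjusted p of at most 0.05 in each cell type, 339 changed in opposite directions.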

The six expression groups (P1–P6) included genes downregulated only in *Smg6-*cKO spermatocytes (P1; 212 genes), round spermatids (P3; 3073 genes) or both (P2; 60 genes), as well as genes upregulated in *Smg6-*cKO spermatocytes (P4; 571 genes), round spermatids (P6; 1254 genes) or both (P5: 1542 genes) (Figure 5C). GO analysis showed that the genes downregulated and upregulated in *Smg6*-cKO germ cells were associated with different biological processes (Figure 5D). 

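A list of 10 late spermatid genes (Prm1, Prm2, Tnp1, Tnp2, Odf1, Akap4, Gapdhs, Oaz3, Smcp and Spata18) had a median log2 fold change of -3.96 in cKO round spermatids, and all 10 had an adjusted p of at most 0.05 both over the list alone and over all genes. Prm1 fell from 145538 ± 30164 in control to 4359 ± 1420 in cKO (mean ± SD, n = 3 each; log2 fold change -5.06, adjusted p = 2.7e-06) and Prm2 changed by -5.36 (adjusted p = 7.5e-07). Tnp1 and Tnp2 changed by -4.73 and -4.47. Acrv1, Spaca1, Pgk2 and 7 more spermatid genes had a median of -1.69, with 10 of 10 at an adjusted p of at most 0.05.

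Spermatocyte fractions also held counts on the late spermatid genes, 0.428% to 0.838% of all counts in control libraries and 0.0498% to 0.156% in cKO, where 2.36% to 2.92% and 0.230% to 0.247% were found in round spermatids. Their median log2 fold change in spermatocytes was -2.25, and 10 of 10 were lower (adjusted p of at most 0.05 over the list alone and over all genes). Prm1 was 23481 ± 11944 in control and 1864 ± 1314 in cKO spermatocytes (log2 fold change -3.66, adjusted p = 0.014). The genes of the spermatid list had a median of -0.74, with 6 of 10 at an adjusted p of at most 0.05 over the list alone and 2 over all genes. Adjusted p values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

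As whole lists, camera with an inter-gene correlation of 0.01 gave the late spermatid list an adjusted p of 2.6e-26 in round spermatids and 1.9e-07 in spermatocytes, and the spermatid list 1.9e-13 and 0.012 (over 32 lists and comparisons, Benjamini-Hochberg). The rotation test fry, which keeps the correlation among genes of the libraries at hand, gave 2.1e-04, 0.042, 2.1e-04 and 0.11. Of the other germ cell lists, spermatocyte genes had medians of 0.57 in round spermatids (camera 0.35, fry 0.0039; 11 of 12 genes at an adjusted p of at most 0.05 over the list alone and over all genes) and 0.12 in spermatocytes (camera 0.48, fry 0.14; 3 of 12 in each way). These genes went both ways, with 7 higher and 4 lower in round spermatids and 2 higher and 1 lower in spermatocytes. Piwil1, a member of the spermatocyte list, changed by 0.75 in round spermatids (adjusted p = 0.020, up to 0.072 with a library left out) and by 0.11 in spermatocytes (adjusted p = 0.48). Spermatogonial genes had medians of 0.71 (camera 0.37, fry 0.10; 6 of 8 in each way, 5 higher and 1 lower) and 0.18 (camera 0.49, fry 0.37; 0 of 8).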

Downregulated genes were significantly associated with functions related to fertilization and processes connected to the late steps of haploid differentiation such as flagellum biogenesis (Figure 5D). Many of these genes may be downregulated as a secondary consequence of arrested spermatogenesis. 

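Gene lists of testicular somatic cells were tested as sets. Of 14 macrophage genes (among them Csf1r, Cd68, Cd163, Mrc1, C1qa and Adgre1), 12 were higher in cKO spermatocytes, with a median log2 fold change of 1.72 (camera adjusted p = 1.5e-04, fry 0.034), and 13 in cKO round spermatids, with a median of 3.60 (camera 6.3e-05, fry 0.0050). Over the list alone 12 of 14 had an adjusted p of at most 0.05 in spermatocytes and 14 of 14 in round spermatids, the same numbers as over all genes. Of these, 10 were higher and 2 lower in spermatocytes, and 13 higher and 1 lower in round spermatids. Csf1r was 222 ± 48.5 in control and 2331 ± 708 in cKO round spermatids (mean ± SD, n = 3 each; log2 fold change 3.39) and changed by 2.00 in spermatocytes. Mrc1 changed by -1.21 in spermatocytes and 2.91 in round spermatids.

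Leydig cell genes had a median of 1.56 in spermatocytes (camera 0.0022, fry 0.10; 8 of 10 with an adjusted p of at most 0.05 over the list alone, 4 over all genes) and 4.16 in round spermatids (camera 0.10, fry 0.10; 9 of 9 in each way). Their values varied between cKO round spermatid libraries. Insl3 was 85.4 ± 25.7 in control and 1812 ± 2034 in cKO (log2 fold change 4.40), and Cyp17a1 was 114 ± 15.2 in control and ranged from 225 to 3664 in cKO. Sertoli cell genes had a median of -1.92 in spermatocytes (camera 3.3e-07, fry 0.046; 11 of 12 in each way), where 0 of 12 were higher, and 1.29 in round spermatids (camera 0.12, fry 0.077; 11 of the 11 tested over the list alone, 10 over all genes). Erythroid genes had medians of 0.17 and 2.73 (camera 0.27 and 0.11, fry 0.11 and 0.046; 1 of 4 and 4 of 5 in each way), peritubular myoid genes 0.20 and 0.11 (camera 0.71 and 0.76, fry 0.63 and 0.046; 2 and 4 of 8) and endothelial genes 0.15 and 0.12 (camera 0.95 and 0.84, fry 0.88 and 0.032; 2 and 3 of 7). In round spermatids the direction under fry was lower for the peritubular myoid and endothelial lists. Of their genes at that adjusted p, 2 peritubular myoid ones were higher and 2 lower, and 1 endothelial one was higher and 2 lower. The adjusted p values cover 32 lists and comparisons with Benjamini-Hochberg, and those of genes come from edgeR's quasi-likelihood test.

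Of the lists that camera called in spermatocytes and round spermatids, the macrophage list in each, the Sertoli and late spermatid lists in spermatocytes and both spermatid lists in round spermatids also had a fry adjusted p of at most 0.05, while the Leydig and spermatid lists in spermatocytes had not. The number of somatic lists that camera called higher, 4 over all comparisons with CBs included, went from 4 to 7 as each library was left out, with 7 reached without cKO round spermatid library 2.

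**Figure D1:**
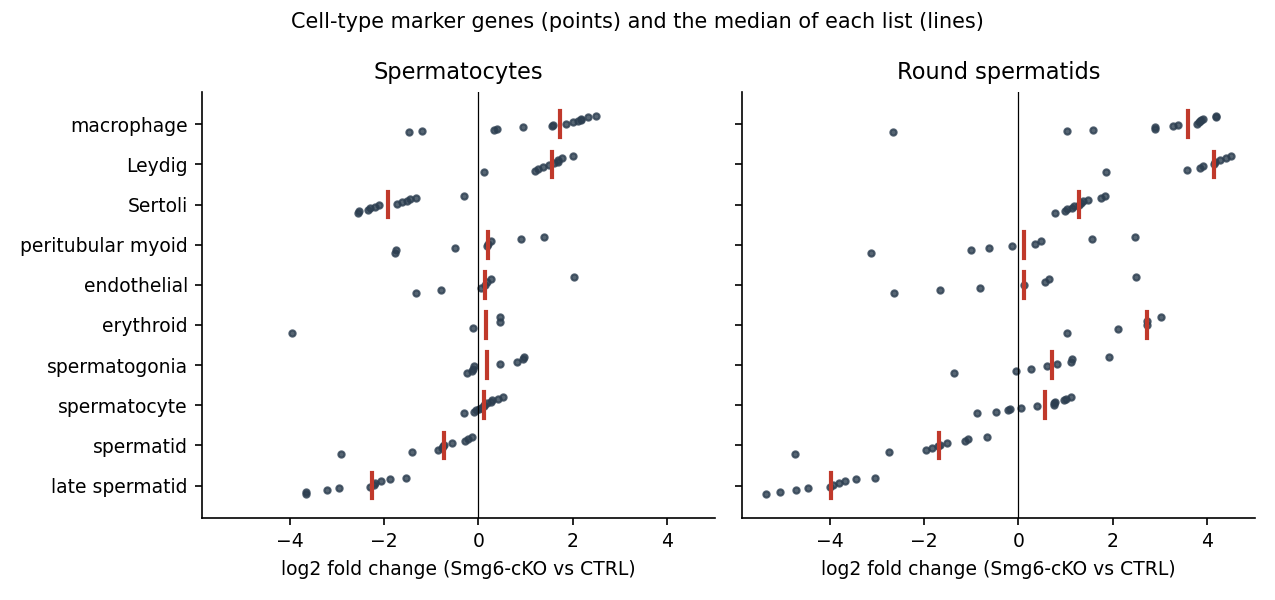
Log2 fold change of the genes of each marker list in cKO against control, spermatocytes on the left and round spermatids on the right. Each point is 1 gene and the red line is the median of the list.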

Upregulated genes were significantly enriched for biological processes not specifically linked to spermatogenesis, such as immune functions.

### The meiotic-to-postmeiotic transition program requires SMG6

Given that the expression of SMG6 peaks during the meiotic-to-postmeiotic transition (Figure 1F–I, Supplementary Figure S1) and that loss of SMG6 leads to strong defects in postmeiotic cells (Figure 3 and 4, Supplementary Figure S3), we considered the possibility that SMG6 might have a role in the gene program responsible for the meiotic-to-postmeiotic transition. 

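Euclidean distances between the 12 transcriptomes were computed on log2 counts per library size, scaled with TMM. The mean distance of cKO round spermatid libraries was 159.4 to control spermatocytes, 195.9 to control round spermatids and 134.7 to cKO spermatocytes. Control spermatocytes and control round spermatids lay 193.1 apart, cKO and control spermatocytes 133.0, cKO spermatocytes and control round spermatids 243.2, and libraries of one group 72.1 to 81.6. The distance of cKO round spermatids to control spermatocytes relative to control round spermatids was 0.813, and the 3 cKO round spermatid libraries gave 0.771, 0.923 and 0.762. Of the alternatives the 500 genes with the highest variance moved this ratio most, to 0.691. It stayed between 0.746 and 0.857 as all libraries of 1 number were left out. Ward, complete and average linkage, over all genes and over those 500, each split the 3 control round spermatid libraries from the other nine first.

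**Figure D2:**
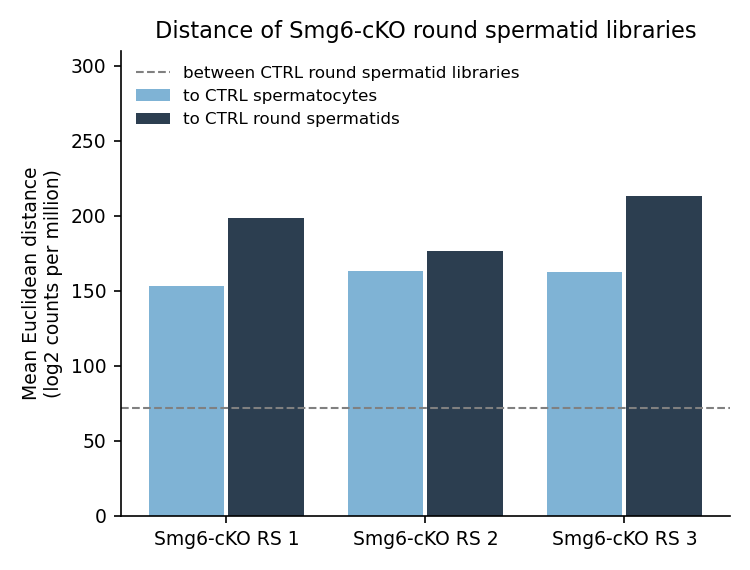
Mean distance of each cKO round spermatid library to the control spermatocyte and control round spermatid libraries. The dashed line is the mean distance between control round spermatid libraries.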

Hierarchical clustering of the transcriptomes of *Smg6-*cKO and control spermatocytes (meiotic cells) and round spermatids (haploid postmeiotic cells) revealed that *Smg6-*cKO round spermatids clustered remarkably closely with control spermatocytes, suggesting that the loss of SMG6 greatly impedes the spermatocyte-to-round spermatid molecular progression program (Figure 5E). In further agreement, the number of differentially expressed genes in round spermatids compared to spermatocytes (log_2_FC ≥ 1.5 or ≤–1.5, *P*_adj_ ≤ 0.05) was much lower in *Smg6-*cKO (797 up and 1117 down) than in control (4411 up and 3899 down) mice (Supplementary Table S3F,G).

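Between round spermatids and spermatocytes of control mice, 2895 genes were called higher and 2901 lower in round spermatids (17046 tested; 12944 with an adjusted p of at most 0.05). In cKO mice 579 were higher and 671 lower (17709 tested; 8038 with an adjusted p of at most 0.05). As each library was left out, the control calls stayed between 2364 and 3233 higher and between 2332 and 2913 lower, and the cKO calls ranged from 477 to 1181 higher, the latter without cKO spermatocyte library 2, and from 453 to 758 lower. Under library size only the control calls were 1130 higher and 4363 lower and the cKO calls 740 and 482, and the shares called higher went from 49.9% to 20.6% and from 46.3% to 60.6%. The median of all genes tested moved from -0.08 to -0.54 in control and from 0.01 to 0.16 in cKO.

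The highest genes under the criteria of size, count and no overlap were the globin genes Hba-a1 (log2 fold change 4.20, adjusted p = 9.1e-05) and Hbb-bs (3.71, adjusted p = 0.00029) in control and Hbb-bs (6.84, adjusted p = 0.00042) and Hba-a1 (6.45, adjusted p = 0.00031) in cKO, all of them in the erythroid list. The lowest in control were the Leydig gene Hsd17b3 (-5.91, adjusted p = 0.00011), Klk1b21 (-5.29, adjusted p = 0.00020) and Bhmt (-5.29, adjusted p = 0.00068), and in cKO Klk1b27 (-3.49, adjusted p = 0.016, up to 0.075 with a library left out), Klk1b21 (-3.39, adjusted p = 0.010, up to 0.055) and 4930581F22Rik (-3.38, adjusted p = 0.00038). These are edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment.

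The paper places the cKO round spermatids by the clustering of whole transcriptomes and by the number of genes that change between the 2 cell types, and from both it proposes that loss of SMG6 greatly impedes the passage from spermatocyte to round spermatid. Both steps rest on the same 12 libraries.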

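Of the 2901 genes called lower in control round spermatids than in control spermatocytes, 2855 were also tested between the cell types of cKO mice. There 1474 (51.6%) were lower with an adjusted p of at most 0.05, 1331 (46.6%) had no such change and 50 (1.75%) were higher (edgeR quasi-likelihood test, Benjamini-Hochberg). The share not lowered was 48.4% (95% interval 46.5% to 50.2%, counting error only). Their median log2 fold change was -2.13 in control and -0.75 in cKO, and 2163 of them (75.8%) were below 0 in cKO. The share not lowered was 65.9% without the libraries numbered 1 and 47.7% without those numbered 3. When lowering in cKO also required a log2 fold change of -1.5 or less, 526 genes were lowered and the share not lowered was 81.6%. It was 47.9% with DESeq2 and 55.7% with library size only.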

Clustering of the genes normally downregulated during the meiotic-to-postmeiotic transition (3899 genes) based on their expression in *Smg6*-cKO germ cells revealed that only a small portion was downregulated in *Smg6-*cKO rounds spermatids (Figure 5F, group 1), with the remaining genes either remained unchanged (group 2) or upregulated (group 3). GO term analysis showed that the genes that resisted downregulation in *Smg6-*cKO postmeiotic cells (groups 2 + 3) were associated with a diverse set of processes; e.g. transport, cell growth, and signaling (Supplementary Figure S5C). In contrast, the processes required for meiotic progression (e.g. chromosome segregation) appeared to be SMG6-independent since they were enriched in non-affected group 1 genes. Together, these results suggest that SMG6 promotes the degradation of a large set of meiotically expressed genes during the postmeiotic germ cell development, therefore contributing to the initiation of the haploid differentiation program.

### SMG6 influences the RNA composition of the CB

The enrichment of SMG6 and many other NMD factors in the CB (Supplementary Figure S2) suggests that the CB participates in SMG6-dependent NMD during the meiotic-to-postmeiotic transition. We thus investigated the effects of loss of SMG6 on the CB. Despite the reduced number of round spermatids and the halt in progression of those left in *Smg6*-cKO testes, the CBs in the remaining round spermatids appeared morphologically normal as assessed by electron microscopy. The network of dense material with interstices of irregular shapes and sizes intermingled with small vesicles was observed close to the nuclear membrane both in both *Smg6-*cKO and in the control (Figure 5G). Furthermore, well-established CB proteins (DDX25, EIF4A3, UPF1, FYCO1 and TDRD1) were readily detected in the *Smg6-*cKO CBs (Figure 5H), allowing us to purify *Smg6-*cKO CBs (16) for mass spectrometry (Supplementary Figure S5D). The integrity of the isolated CBs was verified by immunoblotting the CB extracts with an antibody against FYCO1, which localizes to CB-associated vesicles and thus co-precipitates with intact CBs (53) (Supplementary Figure S5D). *Smg6-*cKO CBs accumulated all the expected main CB components identified in our earlier study (15), including DDX4, DDX25, the PIWI proteins PIWIL1 and PIWIL2, and several Tudor domain-containing proteins (Supplementary Table S1B). Furthermore, the accumulation of RNA into the *Smg6-*cKO CB (15) was not measurably affected as, just like in the control, the nucleotide analog 5-ethynyl uridine (EU) labeled the *Smg6-*cKO CBs after a 10 h incubation in seminiferous tubule cultures (Supplementary Figure S5E).

Because the loss of functional SMG6 did not measurably disrupt CB formation, morphology, RNA import, or protein composition, we were able to study whether loss of SMG6 affects the RNA composition of the CB. 

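Total RNA of CBs, isolated by immunoprecipitation of DDX4 and sequenced without removal of rRNA, gave 3 cKO libraries with 3965541 to 8030314 counts on genes and transposable elements (median 5570158) and 4 control libraries with 7243210 to 16699210 (median 10196048.5). The rRNA gene Rn45s took 36.5% to 52.7% of the gene counts, and elements took 25.5% to 38.8% of all counts against 3.88% to 5.96% in the spermatocyte and round spermatid libraries. Spearman correlations between libraries of one group were 0.898 to 0.981 across genes, and their counts differed by more than the sampling noise (chi-square per degree of freedom 9.89 to 43.0). The control libraries carry 2 forms of name, and a test of the 2 forms against each other, 2 libraries each, found 0 of 13367 genes with an adjusted p of at most 0.05. With so few libraries this test does not exclude a difference between the forms. Genes were compared with edgeR's quasi-likelihood test on TMM-scaled counts with Benjamini-Hochberg adjustment, and were called with a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.05. In simulated data with these depths, where 196 of 13761 genes were changed, 91.8% of genes given a log2 fold change of 2 had such an adjusted p.

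Of 14051 genes tested, 5136 had an adjusted p of at most 0.05, and 800 were called higher and 792 lower in cKO CBs. Without the cKO library with the fewest counts 468 were higher, and without the cKO library of middle size 950 were higher and 1106 lower. Library size only gave 639 higher and 1012 lower, a share called higher of 38.7% against 50.3%, and moved the median of all genes tested from 0.07 to -0.08. Genes of at least 100 counts with the largest called changes and no overlap between the groups were Bhmt (log2 fold change 3.61, adjusted p = 0.00026), the Leydig gene Insl3 (3.47, adjusted p = 0.00078) and Anp32b (3534 ± 3161 in cKO, 365 ± 171 in control, mean ± SD; 3.28, SE 0.49, adjusted p = 0.00033), against Prm1 (213 ± 17.5 and 2958 ± 1081; -3.80, SE 0.30, adjusted p = 1.7e-05), 1700012A03Rik (-3.72, adjusted p = 1.7e-05) and Fscn3 (-3.71, adjusted p = 0.00014). Chance alone gives no overlap of 3 and 4 libraries in 2 of 35 splits, and the smallest two-sided exact permutation p is 0.029. Anp32b ranged from 2.27 to 3.72 as each library was left out, and 1 control library held 617 against 240.4 to 303 in the other three.

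Late spermatid genes had a median log2 fold change of -2.70 in CBs (camera adjusted p = 1.2e-21, fry 0.0031; 10 of 10 with an adjusted p of at most 0.05 over the list alone and over all genes), spermatid genes -1.27 (camera 6.5e-09, fry 2.1e-04; 10 of 10 over the list alone, 9 over all genes), Leydig genes 2.40 (camera 3.5e-04, fry 0.10; 9 of 9 in each way), macrophage genes 1.17 (camera 0.49, fry 0.30; 4 of 6) and Sertoli genes 0.89 (camera 0.25, fry 0.046; 2 of 7). Of the 4 macrophage genes at that adjusted p, 3 were higher and 1 lower. Protein-coding genes made up 95.0% of 777 higher genes matched to GENCODE.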

Using high-throughput sequencing of isolated CBs from *Smg6-*cKO and control mice, we identified 844 significantly upregulated and 1242 downregulated genes (log_2_FC ≥ 1.5 or ≤–1.5, *P*_adj_ ≤ 0.05) in *Smg6-*cKO CBs (Figure 5I, Supplementary Table S3C). Given that the CB is primarily found in round spermatids, we compared mis-regulated genes in the CB and round spermatids. We found that the majority of both the upregulated (63% [532/844]) and the downregulated (79% [981/1242]) genes in the CB were also up- or downregulated in round spermatids, respectively (Supplementary Figure S5F). Thus, there is a clear overlap between the transcriptome changes in the *Smg6*-cKO CBs and round spermatids, suggesting that the CB has a central role in the SMG6-dependent transcriptome regulation. 

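Among genes tested in CBs and in round spermatids, 518 of the 776 called higher in cKO CBs (66.8%) were also called higher in cKO round spermatids, where 9.74% of all 13865 genes tested in both were. Of the 784 called lower, 674 (86.0%) were also lower in round spermatids, against 11.9% of all genes. The odds ratios were 29.6 and 75.7, and the Fisher's exact p was in each case below what can be computed and is given as 1e-300. Genes are not independent replicates, so this p counts genes and not mice. Library size only changed the shares most, to 88.7% for the higher and 60.0% for the lower genes. As each CB library was left out they ranged from 54.4% to 72.2% and from 78.6% to 88.7%. The CB and round spermatid comparisons share no library.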

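Across the 4453 genes with an adjusted p of at most 0.05 in both comparisons, log2 fold changes in CBs and in round spermatids had a Spearman correlation of 0.90 and a Pearson correlation of 0.91. Of these genes 96.5% changed in the same direction, 1929 higher and 2367 lower in both, while 115 and 42 went in opposite directions. Across all 13865 genes tested in both the Spearman correlation was 0.74, and as each CB library was left out the correlation of the significant genes stayed between 0.88 and 0.91. The paper reports the overlap of called genes beside a Spearman correlation of these fold changes. From the overlap it proposes that the CB is central to the regulation that depends on SMG6, and it also draws on NMD factors enriched in the CB. Late spermatid genes (median -2.70 in CBs, -3.96 in round spermatids) and Leydig genes (2.40 and 4.16) moved alike in both. How much of the agreement comes from such a shared change in cells was not tested. The CB and round spermatid libraries come from different library preparations, so their levels were not compared with each other, only the cKO effect in each.

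**Figure D3:**
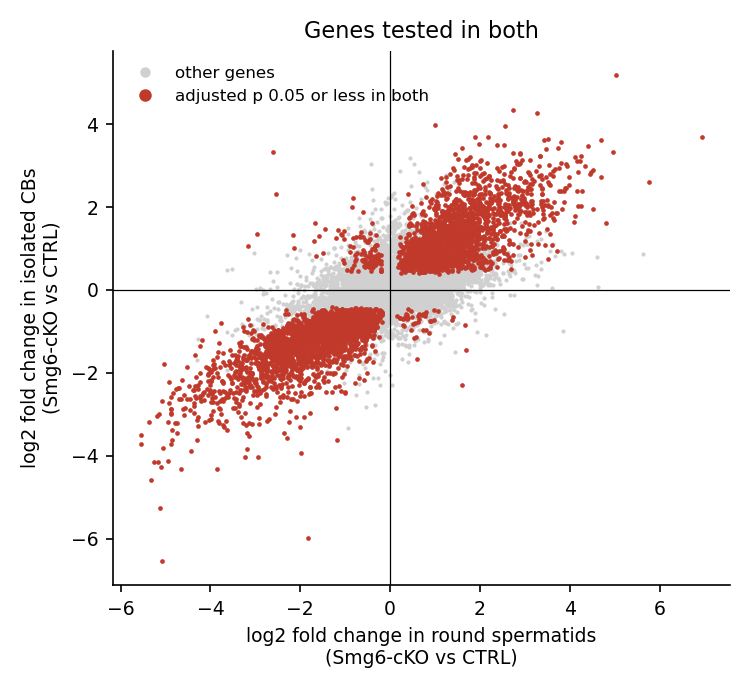
Log2 fold change in cKO against control in round spermatids and in CBs for the genes tested in both. Each point is 1 gene, in red where the adjusted p was 0.05 or less in both.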

Of note, the CB and round spermatid datasets were generated using different library preparation pipelines and thus the overlap detected by our analysis may be an underestimate.

### Loss of SMG6 perturbs NMD and causes accumulation of transcripts with long 3′UTRs

NMD target RNAs can be tissue-specific (46) and are differentially regulated by different NMD factors (54). To address how the SMG6 target mRNAs we identified in the mouse germline correspond to NMD targets identified in other contexts, we looked for overlap with previously reported NMD target RNAs defined in a variety of mouse cell types and cell lines using different approaches, as compiled by Tan *et al.* from previous studies (43). The analysis revealed that 8% (49 of 587) and 17% (444 of 2621) of the protein-coding genes that are upregulated (log_2_FC ≥ 1.5, *P*_adj_ ≤ 0.05) in *Smg6-*cKO spermatocytes and round spermatids, respectively, are previously identified putative NMD target mRNAs (Supplementary Table S3A,B). Furthermore, 20% (143 of 717) of the protein-coding genes upregulated in *Smg6-*cKO CBs are encoded by previously identified putative NMD target genes defined by Tan *et al.* (43) (Supplementary Table S3C). Because the list of putative NMD target RNAs we used may include many false positives because they were identified only on the basis of only being upregulated (not necessarily stabilized) in NMD-deficient contexts (43), we did overlap analysis with 202 high-confidence targets genes that have been experimentally validated as encoding NMD target RNAs (34,42,61–63,43,46,55–60). This revealed that 38 of these 202 high-confidence NMD target genes were upregulated in *Smg6-*cKO round spermatids, and 16 were upregulated in *Smg6*-cKO CBs (Supplementary Table S3B,C), confirming that NMD is defective in *Smg6-*cKO germ cells. The relatively modest overlap raises the possibility that male germ cells have many novel NMD target mRNAs.

Several different ‘features’ in mRNA are known to target them for decay by NMD (33). To determine which of these might target mRNAs for decay in male germ cells, we examined the three most well-established NMD-inducing features: (i) an exon-exon junction downstream of the stop codon (dEJ), (ii) a short open reading frame upstream of the main ORF (uORF) and (iii) a long 3′ untranslated region (3′UTR) (33). 

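Exon junctions downstream of the stop codon (dEJ) and uORFs were derived from GENCODE vM21 and the GRCm38 sequence by the rules of the study for each feature, dEJs over all tested transcripts with a 3'UTR and uORFs over all with a 5'UTR, and shares were compared with Fisher's exact test, two-sided. Transcripts of one gene are not independent. A read pair matching several transcripts was shared equally among them, so a dEJ transcript can carry the change of its gene's other transcripts. The shares can therefore miss a rise of dEJ transcripts alone. In round spermatids 10.1% of transcripts higher in cKO, 9.94% of lower and 13.5% of other tested transcripts had a dEJ. Fisher's exact p was 1.3e-07 for higher against all that were not higher, in the direction of fewer dEJs, and 0.84 for higher against lower. The shares with a uORF were 25.7%, 36.5% and 28.5% (Fisher's exact p = 1.6e-06, again fewer). In spermatocytes 10.6% of higher, 7.46% of lower and 13.3% of other transcripts had a dEJ, with p = 0.080 against all not higher and p = 0.027 for higher against lower by Fisher's exact test, and 25.8%, 34.1% and 28.8% had a uORF (Fisher's exact p = 0.085). CBs gave 6.13%, 8.18% and 11.5% for dEJs and 22.5%, 37.2% and 29.4% for uORFs (Fisher's exact p = 0.00047 and 0.00092). Leaving out 1 library moved the dEJ share of higher transcripts to at most 11.5% in round spermatids (without cKO library 3) and at most 14.7% in spermatocytes (without cKO library 3). Over transcripts with both UTRs only, to which the study limits itself, a setting chosen after the data were seen, the round spermatid shares of higher, lower and other transcripts were 8.07%, 8.23% and 10.4% for dEJs (Fisher's exact p = 5.7e-05 for higher against all not higher) and 25.5%, 35.0% and 27.0% for uORFs (Fisher's exact p = 0.0038), and in spermatocytes 8.28%, 5.89% and 10.3% (Fisher's exact p = 0.16) and 25.9%, 33.2% and 27.3% (Fisher's exact p = 0.40). With 1 transcript counted per gene the round spermatid shares were 3.38% of higher, 3.86% of lower and 3.49% of other transcripts (Fisher's exact p = 0.79 for higher against all not higher), so the lower share among higher transcripts was not seen on that basis.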

We did not observe increased frequency of dEJs or uORFs in upregulated transcripts relative to either downregulated or unregulated transcripts in either spermatocytes or round spermatids (Supplementary Figure S5G, Supplementary Table S4A, B), suggesting that neither of these features commonly elicits SMG6-dependent NMD in these germ cell stages. However, the third feature – a long 3′UTR – was enriched in upregulated transcripts (32%) compared to downregulated or unregulated transcripts (19% and 27%, respectively) in *Smg6-*cKO round spermatids, but not in spermatocytes (Supplementary Figure S5G). 

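A 3'UTR of 1500 nt or more was found in 33.4% of transcripts higher in cKO round spermatids (1283 of 3844), 20.5% of lower transcripts (599 of 2917) and 28.0% of the others (Fisher's exact p = 3.6e-15 for higher against all not higher, two-sided). In spermatocytes the shares were 27.1%, 28.1% and 28.1% (Fisher's exact p = 0.62). Leaving out each spermatocyte library in turn gave 22.4% to 29.4% for the higher transcripts, the ends being reached without cKO libraries 1 and 2. In CBs they were 29.4%, 15.6% and 31.4% (Fisher's exact p = 0.63), so higher transcripts differed there from the lower ones and not from the unchanged ones. The difference between the cell types was not tested.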

We also examined NMD-inducing features frequency in transcripts that *resist* downregulation in *Smg6-*cKO postmeiotic cells (transcripts for the group 2 and 3 genes in Figure 5F). Remarkably, 41% of them contained long 3′UTRs (Supplementary Table S4D, E), providing further evidence that a long 3′UTR is a key feature targeting mRNAs for decay in round spermatids. 

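Of the genes called lower in control round spermatids than in control spermatocytes, those not lowered between the cell types in cKO mice had 1642 tested transcripts from 935 genes, and 652 of these transcripts (39.7%) had a 3'UTR of 1500 nt or more. The genes that were lowered in cKO as well had 2362 transcripts from 1152 genes, and 760 (32.2%) had such a 3'UTR (Fisher's exact p = 1.1e-06, two-sided). Median 3'UTR lengths were 1197 and 907.5 nt. Among all tested transcripts 28.0% had a long 3'UTR. With 1 transcript per gene the shares were 46.4% and 40.1% (Fisher's exact p = 0.0039), and 35.9% among all tested genes. The paper takes the share of long 3'UTRs among the transcripts that stay up in cKO round spermatids as further evidence that this feature targets mRNAs for decay. Part of the difference from all tested transcripts was present in the lowered genes too.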

The high frequency of long 3′UTRs in such mRNAs also suggests that NMD is directly responsible for the downregulation of many transcripts during the meiotic-to-postmeiotic transition.

To further examine whether long 3′UTRs elicits NMD in round spermatids, we segregated transcripts into three groups according to their 3′UTR length (short: <350 nt, medium: 350–1500 nt, long: >1500 nt). 

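Transcripts with an adjusted p of at most 0.05 in round spermatids (edgeR quasi-likelihood test, Benjamini-Hochberg) and an annotated 3'UTR numbered 23605, of which 6650 had a 3'UTR over 1500 nt, 7262 one under 350 nt and 9693 one between. Their median log2 fold changes in cKO against control were 0.63 for long, -0.47 for short and 0.56 for medium 3'UTRs. Resampling 100000 times across transcripts gave a permutation p of 1e-05 for long against short, two-sided, the smallest possible. Scaling by library size only made the medians 1.12, 0.64 and 1.03, so the short class changed sign while the order stayed. Over all 30653 tested transcripts they were 0.33, -0.20 and 0.23.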

Plotting them against their expression in *Smg6-*cKO vs. control round spermatids revealed that the median log2FC values of the long and medium 3′UTR groups (0.48 and 0.29, respectively) were significantly higher than that of the short 3′UTR group (–0.74) (Figure 6A). This correlation between 3′UTR length and steady-state RNA levels was observed only in *Smg6*-cKO round spermatids but not in spermatocytes (Figure 6A). 

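In spermatocytes 9327 transcripts had an adjusted p of at most 0.05, with median log2 fold changes of -0.34 for long (2608), 0.36 for medium (3871) and 0.35 for short 3'UTRs (2848). The permutation p was 1e-05 for long against short, the smallest possible, and 0.73 for medium against short (two-sided, 100000 resamples across transcripts). Signs were nearly balanced within the classes, with 46.2% of long and 54.1% of short transcripts higher. Over all 30482 tested transcripts the medians were -0.05, 0.01 and -0.02, a difference of long minus short of -0.02 against -0.69 among the significant ones. The medians also depended on single choices. DESeq2 gave -0.42, -0.27 and -0.39 (permutation p = 0.29 for long against short), leaving out cKO library 1 brought the long class to 0.43, and leaving out control library 2 brought the short class to -0.35. The difference between long and short ranged from -1.04 without cKO library 3 to -0.08 without control library 2.

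**Figure D4:**
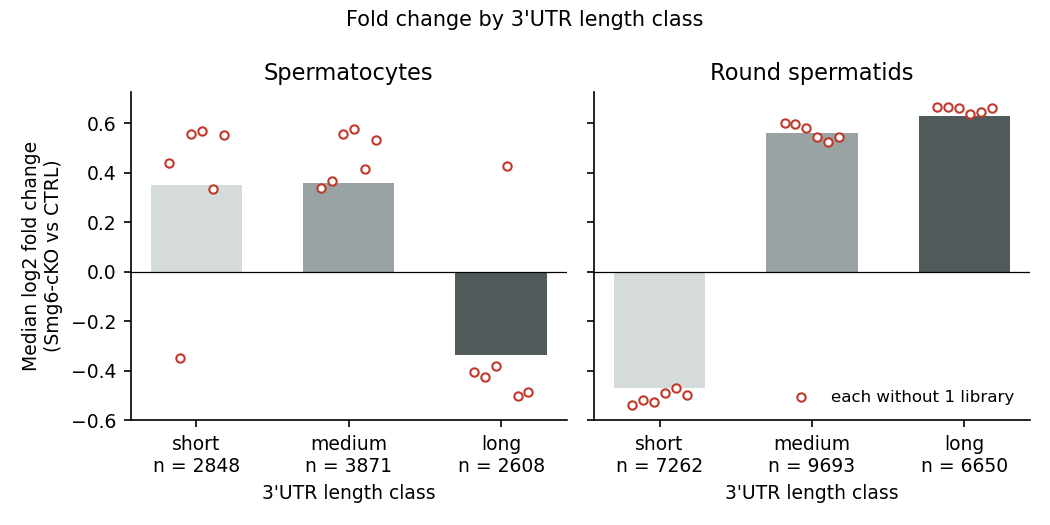
Median log2 fold change of significant transcripts by 3'UTR class in spermatocytes (left) and round spermatids (right). Open circles show the medians with each library left out in turn.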

There was also a striking difference in 3′UTR length between up- and downregulated transcripts in round spermatids, but not spermatocytes (Figure 6B). 

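The median 3'UTR was 944 nt for transcripts called higher in cKO round spermatids (n = 3844), 413 nt for those called lower (n = 2917) and 720 nt for the others, a ratio of higher to lower of 2.29 (permutation p = 1e-05, the smallest of 100000 resamples across transcripts). It stayed between 2.25 and 2.81 as each library was left out. In spermatocytes the medians were 714 nt (n = 621), 702 nt (n = 1233) and 717 nt, a ratio of 1.02 (permutation p = 0.77, two-sided). This ratio was 0.638 without cKO library 1 and 1.21 without control library 2, and 0.945 with 1 transcript per gene.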

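CB libraries held 3941423 to 6678578 transcript counts in cKO (median 4208605) and 6818516 to 12404875 in control (median 7487589.5). Of 30623 transcripts tested, 680 were called higher and 1454 lower in cKO (log2 fold change of at least 1.5 in size, adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg). Without the cKO library with the fewest counts 328 were higher, and without the control library with the most 410 were. Library size only gave calls of 316 and 2935, a share called higher of 9.72% against 31.9%, and the median of all transcripts tested moved from 0.05 to -0.36. Transcripts with a called change, at least 100 counts and no overlap between the groups included ENSMUST00000199646 of Gm21168 (5.02) and ENSMUST00000023144 of Prm1 (-3.67). The median 3'UTR was 847.5 nt for higher (n = 408) and 276 nt for lower transcripts (n = 807), a ratio of 3.07 (permutation p = 1e-05, the smallest of 100000 resamples across transcripts), and 840 nt for transcripts that were not called. The ratio lay between 2.75 and 3.16 as each library was left out. By 3'UTR class, the 6842 transcripts with an adjusted p of at most 0.05 had median log2 fold changes of 0.54 for long, 0.62 for medium and -0.81 for short 3'UTRs.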

The 3′UTR length bias was also observed in the CB; the median 3′UTR length of upregulated transcripts in *Smg6-*cKO CBs was >3 times longer than downregulated transcripts (Figure 6B, Supplementary Table S4C). As an independent approach, we also analyzed 3′UTR lengths of transcripts assembled from our own datasets using the Cufflinks program, instead of relying on UTR information from other databases (as we did above). This analysis confirmed our finding that the median 3′UTR length is significantly increased in up- versus down-regulated transcripts in both round spermatids and CBs (Figure 6C). Together, these results strongly suggest that a NMD-inducing feature that commonly elicits RNA decay in round spermatids is a long 3′UTRs. Furthermore, our data raise the possibility that the CB is a specific site in round spermatids where long 3′UTR-mediated RNA decay occurs.

**Figure 6.**
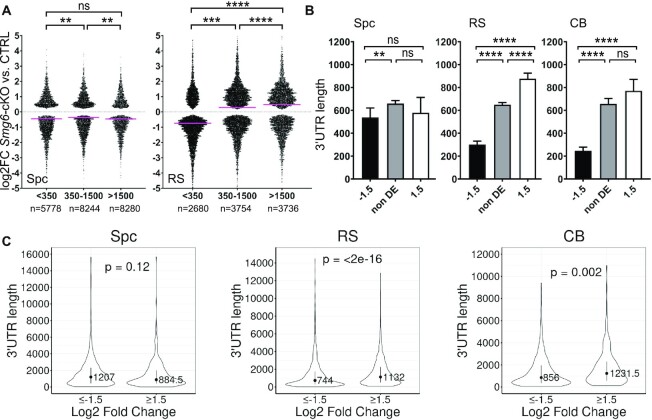
*Smg6* deletion affects the 3′UTR length distribution. (**A**) Swarm plot showing the distribution of fold change of transcripts in *Smg6*-cKO vs. CTRL for the significantly differentially expressed transcripts (y-axis; log2 fold change values) by 3′ UTR length (x-axis; length given in nucleotides). Transcripts were divided into three groups on the basis of their 3′UTR length: transcripts containing 3′UTR longer than 1500 nt, between 350 and 1500 nt, and shorter than 350 nt. Kruskal–Wallis test with Dunn's multiple comparisons was used to determine the significance values between groups (indicated with * above groups). Median values are indicated by pink lines (Spc > 1500: –0.4589, Spc 350–1500: –0.3597 and Spc < 350: –0.4494, RS > 1500: 0.4809, RS 350–1500: 0.2879 and RS < 350: –0.7401). (**B**) The length of 3′UTRs were plotted for downregulated (log_2_FC ≤ –1.5), non-differentially expressed (non DE, log_2_FC between –1.5 and 1.5) and upregulated (log_2_FC ≥ 1.5) transcripts in *Smg6*-cKO spermatocytes, round spermatids and CBs. A Kruskal-Wallis test and a Dunn post-hoc test was used to determine the difference between the median values of the groups (significance indicated with * above groups). Error bars represent median with 95% CI. (**C**) Violin plots showing the 3′UTR length for Cufflink-assembled DE transcripts (log_2_FC ≥ 1.5 and ≤ –1.5) in spermatocytes, round spermatids and CBs. Error bars represent median ± IQR, *P*-values from Wilcoxon-test. See also Supplementary Figure S5 and Supplementary Tables S4.

### SMG6 and PIWIL1 co-localize and interact in male germ cells

Given that the CB is not only enriched for NMD pathway components but also piRNA pathway components, we considered the possibility that these two pathways are functionally connected. As support, the temporal expression and localization pattern of PIWIL1—the main pachytene piRNA-binding protein in round spermatids—is almost identical to that of the NMD factor SMG6 (Figure 1, Supplementary Figure S1 and Supplementary Figure S6). Like SMG6, PIWIL1 predominantly co-localizes with DDX25 in both CB precursors and mature CBs (Supplementary Figure S6A). Second, SMG6 and PIWIL1 form complexes in the mouse testes, as shown by co-IP analysis (Figure 7A). Their interaction appears to be at least partially mediated by RNA since RNase treatment weakened the signal (Figure 7A). The localization of PIWIL1 to the CB in round spermatids was not affected by the absence of SMG6 (Supplementary Figure S6B). SMG6 also retained enrichment in the CB in *Piwil1*-KO testes (64) (Supplementary Figure S6B). Therefore, their interaction is not required for the targeting of SMG6 and PIWIL1 to the CB. Further supporting a functional connection between SMG6 and PIWIL1, the testes defects in *Smg6-*cKO and *Piwil1-*KO mice were almost identical. In both knockout models, spermatogenesis is arrested at the round spermatid phase (Figure 7B, Supplementary Figure S6C, D) (64). In both knockout mice, round spermatids are detectable at stages I-VIII of the seminiferous epithelial cycle, but spermatids disappear from seminiferous epithelia at stage IX, the stage at which round spermatids transition to elongating spermatids (Figure 7B, Supplementary Figure S6C, D).

**Figure 7.**
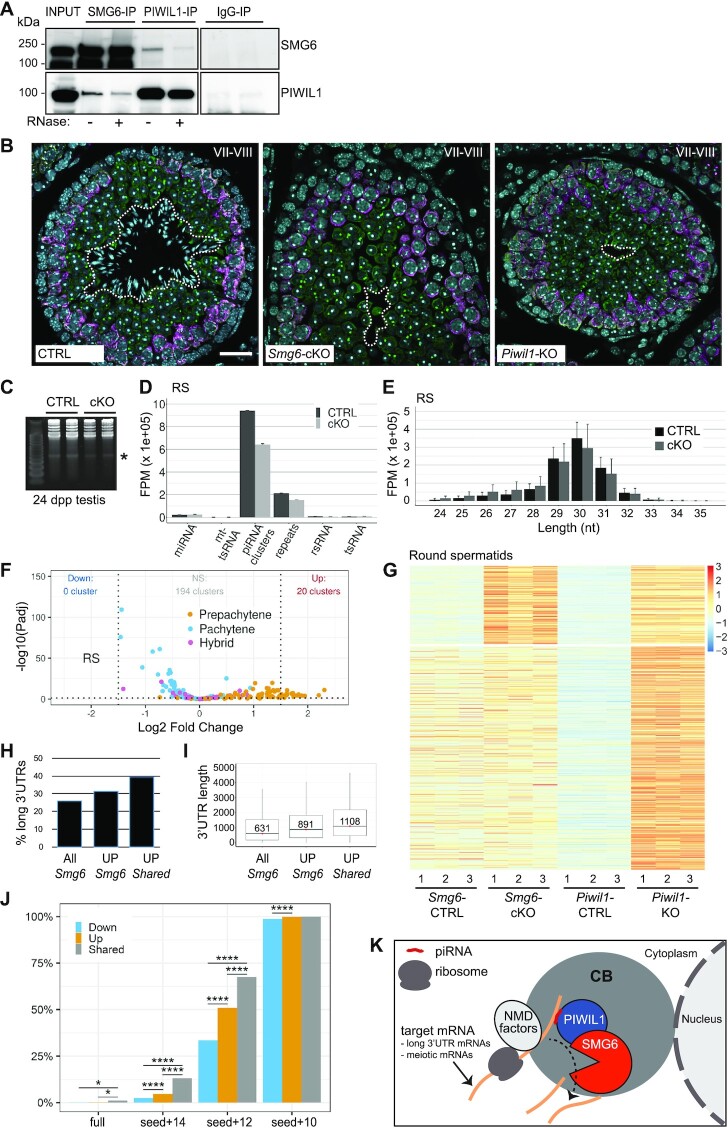
Interplay of SMG6 with the piRNA pathway. (**A**) Co-IP of SMG6 and PIWIL1 from mouse testis with or without RNase treatment (+/−), followed by western blotting with antibodies against SMG6 and PIWIL1. Rabbit IgG was used as a negative control for IP. (**B**) IF of PFA-fixed paraffin embedded testis sections from control (CTRL), *Smg6-*cKO and *Piwil1-*KO mice. Antibodies against DDX4 (green) and PIWIL2 (magenta) were used to visualize the layers of PIWIL2-positive pachytene spermatocytes and DDX4-positive CB-containing round spermatids at stage VII–VIII. DAPI stains the nuclei. Dashed white line indicates the border between the layers of round spermatids and elongating spermatids. Scale bar: 25 μm. (**C**) Visualization of piRNAs in 24 dpp *Smg6-*cKO testes. Total RNA from CTRL and *Smg6-*cKO testes was run into a denaturating 15% polyacrylamide gel and stained with SYBRCold. piRNA band (around 30 nucleotides) is indicated. (**D**) Distribution of small-RNA-seq reads in genomic regions corresponding to miRNAs, mitochondrial tsRNAs (mt-tsRNA), piRNA clusters, repeats, ribosomal RNAs (rsRNA), and tsRNAs in control and *Smg6-*cKO round spermatids. Error bars represent mean ± SD of three biological replicates. (**E**) Size distribution of piRNA-mapping reads in round spermatids. Raw counts were normalized in FPM. Error bars represent mean ± SD of three biological replicates. FPM values for (D) and (E) were calculated using a robust median ratio method using DESeq2 v1.30.0. (**F**) Differential expression of piRNA clusters (small-RNA-seq) in round spermatids. piRNA clusters are divided into pre-pachytene (84 clusters), hybrid (30 clusters), and pachytene (100 clusters) according to their abundance in juvenile testes from 10.5 to 17.5 dp (20). (**G**) Heatmap showing all genes upregulated in *Piwil1-*KO round spermatids clustered according to their expression pattern in *Smg6-*cKO germ cells. *Piwil1-*KO transcriptome data was downloaded from NCBI GEO database (GSE42004). (**H**) The proportion (%) of long 3′UTR-containing transcripts (3′UTR > 1500 nt) among all significant transcripts (All *Smg6*, 25.9% of 22302 transcripts; Padj ≤ 0.05), transcripts upregulated in *Smg6-*cKO round spermatids (UP *Smg6*, 31.4% of 5771 transcripts; *P*_adj_ ≤ 0.05, log_2_FC ≥ 1), and transcripts upregulated in both *Smg6-*cKO and *Piwil1-*KO round spermatids (UP *Shared*, 39.3% of 244 transcripts). (**I**) Box plots show the median values of 3′UTR length with the first and third quartiles for the same transcripts, whiskers show the range within 1.5 IQR (interquartile range). Outliers were removed for better visualization. (**J**) Percentage of genes with piRNA targeting sequenced among genes that are downregulated (Down) or upregulated (Up) in *Smg6*-cKO round spermatids, or upregulated in both *Smg6*-cKO and *Piwil1*-KO round spermatids (Shared). Pairing rules in target recognition: full = piRNA fully complementary to target mRNA, seed + 14, 12 or 10 = piRNA seed region fully complementary to target RNA plus additional 14, 12 or 10 nucleotide matches after the seed region. **P < 0.01; ****P < 0.0001, Fisher's exact test. (**K**) Model. NMD-recognized SMG6 target mRNAs are transported to the CB. piRNA-bound PIWIL1 participates in the recognition of SMG6-dependent NMD targets. See also Supplementary Figures S6 and S7, and Supplementary Tables S5 and S6.

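In the transcript counts used here, 28.2% of 23605 transcripts with an adjusted p of at most 0.05 in round spermatids had a 3'UTR over 1500 nt, and 32.8% of the 7155 that were at least 2-fold higher in cKO (edgeR quasi-likelihood test, Benjamini-Hochberg; Fisher's exact p = 6.7e-25 for these against the remaining significant transcripts). Their median 3'UTR lengths were 717 and 935 nt. With DESeq2 the shares were 28.5% and 33.0%. The Piwil1-KO data were not analysed here.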

### Pre-pachytene piRNA clusters are upregulated in *Smg6*-cKO rounds spermatids

To further address the potential functional co-operation of SMG6 with the piRNA pathway, we first examined whether loss of SMG6 affects the piRNA production. Gel electrophoresis analysis of *Smg6*-cKO and control testes RNA showed that pachytene piRNAs are present in *Smg6*-cKO testes (Figure 7C). 

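Small RNA libraries numbered 5 of cKO and 5 of control spermatocytes and 3 of cKO and 3 of control round spermatids. The tests count each library as a separate sample, while the legend of Supplementary Figure S7 gives 3 biological replicates for small RNA of spermatocytes, so the 5 libraries of a group need not be 5 separate samples. The authors' tables give read counts per miRNA and per tRNA fragment, and counts per piRNA cluster and per repeat in which shared reads are fractions. Libraries held 6133780 to 7393855 counts over these tables (median 6836786) in cKO and 7193456 to 8886861 (7761456) in control spermatocytes, and 6530430 to 7851674 (6780847) in cKO and 7175429 to 15559750 (8081747) in control round spermatids. Clusters with at least 1 count in every library, and miRNAs and tRNA fragments with 10 or more counts in at least 3 libraries, were compared with edgeR's quasi-likelihood test, two-sided, with TMM over the items of each kind and Benjamini-Hochberg adjustment. In simulated data with these depths, 100% of clusters and 95.0% of miRNAs given a log2 fold change of 2 had an adjusted p of at most 0.05. Each simulation changed 20 clusters or 20 miRNAs, fewer than differed in the real data. Cluster counts of libraries of one group differed by more than the sampling noise (chi-square per degree of freedom 6.08 to 585).

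Of 270 miRNAs tested in spermatocytes 140 had an adjusted p of at most 0.05 (74 higher, 66 lower in cKO), and of 256 in round spermatids 110 had (64 higher, 46 lower). Single libraries mattered in round spermatids, where 137 had without the cKO library with the fewest counts, 59 without the cKO library of middle size, and 52, 57 and 58 without each control library in turn. In spermatocytes the count stayed between 115 and 171. With library size only, the round spermatid miRNAs past a log2 fold change of 1.5 went from 45 higher and 6 lower to 77 and 0, and the median of all miRNAs tested moved from 0.05 to 0.66. The miRNAs with the largest changes at 100 or more counts and no overlap between groups were miR-146a-5p (3.94, adjusted p = 0.0036), miR-23a-3p (2.75, adjusted p = 0.0018) and miR-143-3p (2.34, adjusted p = 0.00026) against miR-138-5p (-3.23, adjusted p = 8.6e-05), miR-1981-5p (-2.63, adjusted p = 0.00046) and miR-547-3p (-2.57, adjusted p = 0.0012) in spermatocytes. In 1 cKO spermatocyte library miR-146a-5p was 1398 against 68.1 to 253 in the other four, and its log2 fold change went from 2.40 to 4.59 as each library was left out. In the same library miR-1981-5p was 108 against 21.8 to 44.2. In round spermatids they were miR-223-3p (3.26, adjusted p = 0.0097), miR-146a-5p (3.23, adjusted p = 0.012, up to 0.055 with a library left out) and miR-10b-5p (2.67, adjusted p = 0.00033) against miR-184-3p (-2.03, adjusted p = 0.00015), miR-34c-5p (-1.49, adjusted p = 3.9e-06) and miR-15b-5p (-1.42, adjusted p = 0.00087).

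Of tRNA fragments, 19 of 181 tested in spermatocytes (7 higher, 12 lower) and 41 of 158 in round spermatids (22 higher, 19 lower) had an adjusted p of at most 0.05. The spermatocyte count was 10 without the control library of middle size, and the round spermatid count was 69 without the cKO library with the fewest counts. Scaled by library size only, 73 round spermatid fragments had such a p, those past 1.5 went from 13 higher and 10 lower to 27 and 2, and the median moved from -0.01 to 0.54. The largest changes that met the criteria were Gly-CCC (2.04, adjusted p = 5.7e-05) and Leu-AAG_5_end (-1.14, adjusted p = 0.0021) in spermatocytes and Ala-AGC_5_end (1.77, adjusted p = 0.00091), Glu-TTC_CCA_end (-3.10, adjusted p = 3.3e-07), Asp-GTC_5_end (-2.23, adjusted p = 4.8e-06) and Glu-CTC_5_end (-2.03, adjusted p = 4.8e-06) in round spermatids.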

To study the effects of *Smg6* deletion on piRNA population in more detail, we performed small-RNA-seq analysis. The majority of reads mapped to the previously identified 214 piRNA clusters (20) in both *Smg6-*cKO and control round spermatids (Figure 7D) and spermatocytes (Supplementary Figure S7A). 

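In round spermatids the clusters took 77.7 ± 0.22% of the small RNA counts in cKO and 79.5 ± 0.06% in control (mean ± SD, n = 3 each; two-sided exact permutation p = 0.10, the smallest possible; 0.14 after adjustment over 10 shares). In spermatocytes they took 78.5 ± 0.57% and 78.9 ± 0.18% (n = 5 each; exact permutation p = 0.095, smallest possible 0.0079, adjusted 0.14). The largest share besides clusters was that of repeats, 18.3 ± 0.21% in cKO and 17.5 ± 0.15% in control spermatocytes (exact permutation p = 0.0079, adjusted 0.079) and 18.3% and 18.0% in round spermatids (exact permutation p = 0.80). Repeats overlap clusters, and with repeats left out of the total the cluster share of cKO spermatocytes was 96.1%. The shares of miRNAs were 2.33% and 2.84% in spermatocytes and 2.98% and 1.95% in round spermatids, and those of tRNA fragments 0.866% and 0.696%, and 1.03% and 0.540%. A cKO spermatocyte library stood apart, with 3.31% miRNA against 1.96% to 2.19% in the other four.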

The size distribution of piRNAs was not affected in *Smg6*-cKO germ cells (Figure 7E, Supplementary Figure S7B), suggesting that there are no defects in the processing of mature piRNAs.

To determine whether the expression of particular piRNA clusters is affected in *Smg6*-cKO germ cells, we mapped the small-RNA-seq reads separately to piRNA clusters classified according to their temporal expression patterns during spermatogenesis: ‘pre-pachytene’ (84 clusters, expressed already at 10.5 dpp), ‘pachytene’ (100 clusters, expression emerges at 12.5 dpp), and ‘hybrid’ (30 clusters, this class shares expression characteristics with both pre-pachytene and pachytene clusters) (20). Analysis of these three classes of piRNAs revealed a selective effect of the *Smg6* deletion on the pre-pachytene piRNA clusters, which tended to be more abundantly expressed in *Smg6*-cKO germ cells (Supplementary Figure S7C). In total, 20 pre-pachytene piRNA clusters were significantly upregulated in *Smg6*-cKO round spermatids (log_2_FC ≥ 1.5, *P*_adj_ ≤ 0.05) (Figure 7F, Supplementary Figure S7D, Supplementary Table S5). 

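Of the 214 clusters, 18 were called higher and 0 lower in cKO round spermatids (log2 fold change of at least 1.5 in size and adjusted p of at most 0.05, edgeR quasi-likelihood test with TMM over clusters, Benjamini-Hochberg). At an adjusted p of at most 0.05 alone there were 164 (85 higher, 79 lower), and 166 at an unadjusted p below 0.05. Their classes were not analysed here. Without the cKO library with the fewest counts 31 were called higher, and the other libraries left out gave 13 or more. The scaling mattered more. With library size only 41 clusters were higher, with all small RNA counts as library size 34, and with miRNA counts as library size 6 were higher and 3 lower, with medians of all clusters tested of 0.05 with TMM, 0.33 and -0.29. When at least 100 counts were required in every library, 1 was called.

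The called clusters had a median count of 46.1 against 4370.2 for the others, 15 of the 18 were below 100, and together they held 0.0164% of the cluster counts. The highest with a mean count of at least 100 and no overlap between the groups were pi-Trim71 (181 ± 50.4 in cKO, 33.8 ± 4.33 in control, mean ± SD, n = 3 each; log2 fold change 2.41, SE 0.26, adjusted p = 1.2e-04, range 2.21 to 2.59 over libraries left out), pi-Bend4 (198 ± 73.5 and 59.2 ± 5.28; 1.76, SE 0.30, adjusted p = 0.0012) and pi-Hif1an (226 ± 43.2 and 79.5 ± 10.1; 1.53, SE 0.20, adjusted p = 3.1e-04). Of these pi-Trim71 stayed called under every scaling. In spermatocytes 0 clusters were called higher and 0 lower, with 151 at an adjusted p of at most 0.05 (86 higher, 65 lower) and 156 at an unadjusted p below 0.05, and 2 were called higher with library size only and with all small RNA counts, and 25 with miRNA counts. Cluster medians there moved from 0.11 to 0.38 and 0.70. Whether the effect differs between the cell types was not tested for clusters.

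**Figure D5:**
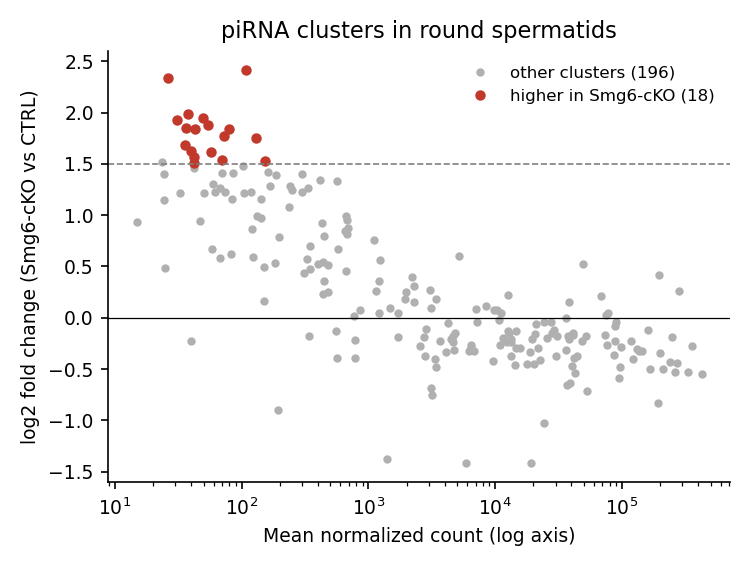
Log2 fold change of each piRNA cluster in cKO against control round spermatids by its mean count. Called clusters are marked.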

We also examined piRNA precursor levels from our long-RNA-seq datasets. 

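Precursor counts, in which multi-mapped read pairs are fractions, came from the long RNA libraries and were scaled with TMM over the precursors with at least 10 counts in total. Libraries held 1371673 to 1846534 of them (median 1783003) in cKO and 1252512 to 1851687 (1593818) in control spermatocytes, 605801 to 733397 (690309) and 424895 to 447350 (427721) in round spermatids, and 242461 to 572701 (488913) and 342037 to 1788044 (733176.5) in CBs. In spermatocytes 0 were called higher and 1 lower in cKO (74 with an adjusted p of at most 0.05, 97 at an unadjusted p below 0.05), in round spermatids 7 higher and 10 lower (115 of 213 with an adjusted p of at most 0.05), and in CBs 6 higher and 0 lower (32 with an adjusted p of at most 0.05, 62 unadjusted). As each library was left out the lower precursors of spermatocytes numbered 0 to 3, the latter without control library 3, and the higher precursors of CBs numbered 0 without the cKO library with the fewest counts. Using the scaled library sizes of the gene table called 20 higher and 4 lower in round spermatids, a share of 83.3% against 41.2%, and moved the median of all precursors there from 0.12 to 0.50.

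In round spermatids pi-Luzp1 (log2 fold change -2.85, adjusted p = 2.2e-07), pi-Asb1 (-2.17, adjusted p = 1.3e-06) and pi-Uhrf1bp1 (-2.09, adjusted p = 2.1e-06) were lowest and pi-Zfp346 (1.83, adjusted p = 2.8e-06) and pi-Pou6f1 (1.74, adjusted p = 8.3e-05) among the highest. Of the other precursors that the paper labels, pi-Ctdsp2 changed by -1.80, pi-Lpp by -1.74, pi-Lsmd1 by -1.66, pi-Tfcp2l1 by -1.62, pi-Socs7 by -1.51, pi-Hist1h1a by -1.49 and pi-Igsf9b by -1.48. pi-Ssh1 changed by -1.62 in spermatocytes (adjusted p = 0.019, up to 0.080 with a library left out), 1.08 in round spermatids (adjusted p = 0.010) and 1.79 in CBs (adjusted p = 0.0093, up to 0.062). In CBs pi-Mllt6 (1.83, adjusted p = 0.0057) and pi-Tet3 (1.60, adjusted p = 0.0056) were also called. All are edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment.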

While this showed misregulation of some piRNA precursors (Supplementary Figure S7E, F, Supplementary Table S6A–C), there was no correlation between the altered expression of precursors vs. mature piRNAs in *Smg6*-cKO germ cells (Supplementary Figure S7G, H). Thus, the changed levels of mature piRNAs in *Smg6-*cKO is unlikely to be explained by a piRNA processing defect.

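Across clusters, the log2 fold changes of precursors and of mature piRNAs had a Spearman correlation of -0.11 in spermatocytes (214 clusters, permutation p = 0.10) and 0.099 in round spermatids (213 clusters, permutation p = 0.15), both two-sided with 100000 resamples. Pearson correlations were -0.10 and 0.11. Clusters are not independent replicates, and the long and small RNA libraries are different libraries. Among clusters with at least 100 counts the Spearman correlations were -0.13 (161 clusters) and 0.0027 (158 clusters). Leaving out long RNA libraries by number gave -0.22 to -0.06 in spermatocytes and -0.0035 to 0.19 in round spermatids, with permutation p values of 0.00098 without those numbered 3 in spermatocytes and 0.0050 without those numbered 1 in round spermatids. The paper sets precursor changes beside piRNA changes and, finding them unrelated, proposes that altered processing of precursors does not account for the piRNA levels. Processing intermediates were not analysed here.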

### SMG6 and PIWIL1 regulate partially overlapping set of genes

Next, we examined whether *Smg6* deletion causes misregulation of transcripts known to be targeted by the piRNA pathway. We first determined the expression of transposable elements in *Smg6*-cKO germ cells. 

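Subfamilies of transposable elements were fitted with the genes of the same libraries, on counts that the authors' tool shares among elements. Of 1079 subfamilies tested in spermatocytes 3 were called higher and 5 lower in cKO (47 with an adjusted p of at most 0.05), of 1085 in round spermatids 5 and 38 (469 with an adjusted p of at most 0.05, 439 of them lower), and of 1104 in CBs 6 and 6 (109 with an adjusted p of at most 0.05). Without cKO spermatocyte library 1 the lower subfamilies there numbered 2, and without cKO round spermatid library 3 they numbered 23 in round spermatids. In CBs the higher ones were 2 without the cKO library with the fewest counts and 14 without the one with the most, and the lower ones 20 without the one of middle size. TMM over elements alone gave 12 higher and 10 lower in round spermatids, a share higher of 54.5% against 11.6%, and moved the median of all subfamilies from -0.43 to 0.03. In CBs the same scaling moved the median from -0.27 to -0.01 and left 2 lower.

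MLTR13 was highest in spermatocytes (log2 fold change 2.33, adjusted p = 0.00048) and in round spermatids (2.00, adjusted p = 8.4e-06), where RLTR13A3 (1.65, adjusted p = 3.6e-05) and RLTR13B3 (1.53, adjusted p = 0.00019) followed. Lowest were Kanga1a in both (-2.02, adjusted p = 0.0063, and -2.81, adjusted p = 8.7e-06), ERVB4_1-I_MM-int in spermatocytes (-1.87, adjusted p = 0.033, up to 0.11 with a library left out) and MER58D (-2.31, adjusted p = 1.1e-05) and L1MEf (-2.16, adjusted p = 1.7e-06) in round spermatids. In CBs the satellite GSAT_MM rose from 331 ± 110 in control (n = 4) to 3656 ± 2258 in cKO (n = 3, mean ± SD; 3.46, adjusted p = 2.0e-05), IAPEY5_I-int and IAPEY4_I-int rose by 1.83 and 1.80 (adjusted p = 0.0016 and 0.0013), and RLTR9E fell by 5.97 (SE 1.40, adjusted p = 0.0051) with 25021 ± 38775 in control and a range from -6.38 to -3.86 over the libraries left out. The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment.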

We found some misregulated transposable elements in *Smg6*-cKO spermatocytes, rounds spermatids and CBs, but no indications of major defects in transposon silencing (Supplementary Table S6D–F). We next assessed potential shared mRNA targets by comparing the *Smg6-*cKO and *Piwil1-*KO round spermatid transcriptomes, the latter of which we reprocessed using available datasets in public repositories. Although it is not clear if piRNAs are involved in the regulation of RNAs that are altered in *Piwil1*-KO, PIWIL1 is the main piRNA-binding protein in round spermatids (17,21), and the transcriptome defects are likely to reflect the defects in the piRNA pathway. We focused our analysis on genes that are upregulated as a consequence of either SMG6 or PIWIL1 deletion. Differential expression analysis identified 997 and 1282 significantly upregulated genes in *Piwil1-*KO round spermatids (*P*_adj_ ≤ 0.05, log_2_FC ≥ 1) in two independent datasets (GSE42004 and GSE64138, respectively). One-fourth of these *Piwil1-*KO upregulated genes were also upregulated in *Smg6-*cKO round spermatids (259/997 genes for GSE42004 and 311/1282 genes for GSE64138; Figure 7G shows the data for GSE42004). The overlap between *Piwil1*-KO upregulated genes (997) and *Smg6*-cKO upregulated genes (4812) was statistically significant (p = 4.9e-05, using Fisher's exact test with genomic background being all 23 024 genes detectably expressed in *Smg6*-cKO and *Piwil1*-KO round spermatids).

Given that long 3′UTRs are known to trigger NMD (33) and our evidence that this particular NMD-inducing feature is a major signal triggering NMD in round spermatids (Figure 6, Supplementary Figure S5), we next assessed whether this feature is shared with PIWIL1. In particular, we examined whether this NMD-inducing feature is enriched in transcripts regulated by *both* SMG6 and PIWIL1 (i.e. upregulated in both *Smg6*-cKO and *Piwil1*-KO round spermatids). We found that such ‘shared transcripts’ were not only enriched for long 3'UTRs, but they had a greater proportion of long 3′UTRs than did *Smg6-*cKO round spermatid upregulated transcripts (Figure 7H). Furthermore, the median length of 3′UTR was longer in these shared upregulated transcripts vs. upregulated transcripts in *Smg6-*cKO round spermatids (Figure 7I). Together, this data indicates that PIWIL1 participates with SMG6 in regulating transcripts with long 3′UTRs.

### piRNA targeting sites are enriched in SMG6-PIWIL1-regulated genes

To further examine whether SMG6 and the piRNA pathway collaborate, we determined whether SMG6-regulated RNAs are predicted to be targeted by piRNAs. We used different criteria for piRNA target identification: (i) full complementary between piRNA and its target RNA, or (ii) full complementarity in the seed region at g2–g7 plus 14, 12, 10 or 8 additional matches at g8–g21 after the seed region. We then analyzed these predicted piRNA-targeting sites in genes differentially expressed in *Smg6*-cKO round spermatids. Using stringent criteria (seed + 14 or 12 matches), we found the proportion of predicted piRNA targets among genes upregulated in *Smg6*-cKO round spermatids (*P*_adj_ ≤ 0.05, log_2_FC ≥ 1) was higher than for downregulated genes (4.7% versus 2.5% for seed + 14, and 51% versus 34% for seed + 12). Importantly, the proportion of predicted piRNA-targeted genes was dramatically higher for genes that were upregulated in *both Smg6*-cKO and *Piwil1*-KO round spermatids (13% for seed + 14, and 68% for seed + 12) (Figure 7J). Together, these computational data support the notion that the piRNA pathway participates in SMG6-mediated RNA regulation.

## DISCUSSION

The CB was first identified as a cytoplasmic body in germ cells over 100 years ago (65). The CB has since been shown to house many RNA regulatory proteins and a broad range of different RNA species, but its precise function in these cells has remained unclear (13,15). In this study, we began to fill these gaps in our knowledge by uncovering the functions of a highly CB-enriched factor—the endonuclease SMG6. We demonstrated that loss of SMG6 in spermatocytes and round spermatids leads to a complete block in spermatogenesis. Transcriptome profiling identified three main classes of misregulated transcripts that are candidates to be responsible. Class I mRNAs are transcribed from genes normally silenced when spermatocytes transition to form round spermatids. Class II RNAs are targeted for decay by NMD, which is consistent with the fact that SMG6 is the sole endonuclease in the NMD pathway (33). Class III mRNAs are also regulated by the piRNA pathway component PIWIL1, indicating a potential collaboration between SMG6 and piRNA pathway in developing germ cells. Of note, these three classes of SMG6-regulated RNAs have some overlap. For example, we found that many misregulated spermatocyte mRNAs (class I) are also NMD targets (class II). Together, our results support a model in which the CB serves as a central site for both SMG6 and PIWIL1 function, and highlight the CB as a subcellular platform that facilitates compartmentalization and coordination of RNA regulatory pathways in the male germline (Figure 7K).

Our discovery that loss of SMG6 causes pronounced defects in the gene expression program associated with the meiotic-to-postmeiotic transition is consistent with our finding that SMG6 expression peaks in late spermatocytes and round spermatids. Most notable was that over thousand meiotically-expressed genes failed to be downregulated after completion of meiosis in *Smg6*-cKO round spermatids, a defect which we speculate contributes to the failure of round spermatids to undergo differentiation. Interestingly, many of these meiotic mRNAs appear to be NMD target mRNAs, raising the possibility that NMD has a direct role in the spermatocyte-to-spermatid transition. Many of the genes resisting downregulation in *Smg6-*cKO round spermatids encode proteins involved in processes not expected to be associated with spermatogenesis, such as wound healing, gliogenesis, and osteoclast differentiation. The failure to eliminate transcripts that do not have a clear functional role in spermatogenesis raises the intriguing possibility that SMG6, and by implication, NMD, is critical for destabilizing mRNAs synthesized as a result of the ‘leaky transcription’ known to occur in spermatocytes (6,10). If these mRNAs are not destabilized, their gene products could initiate a differentiation program incompatible with the spermatid differentiation program, leading to abnormal haploid differentiation and germ cell death, as we observed to be the case in *Smg6-*cKO mice.

Our data indicates that long 3′UTRs drive SMG6-dependent NMD in developing germ cells. One line of evidence for this was the accumulation of long (>1500 nt) 3′UTR-harboring transcripts in *Smg6-*cKO round spermatids. In addition, the median 3′UTR length of transcripts upregulated in *Smg6-*cKO round spermatids was much longer than that of downregulated and non-regulated transcripts. Consistent with these findings, conditional loss of the NMD factor, UPF2, in male germ cells in mice was also found to upregulate transcripts with long 3′UTRs (66). Similarly, loss of the CB-scaffolding protein, TDRD6, was shown to preferentially upregulate long 3′UTR-containing transcripts (relative to those with medium or short 3′UTRs) in round spermatids (67). This upregulation of long 3′UTR transcripts in *Tdrd6*-null round spermatids may be a consequence of disrupted NMD in the CB, as the central NMD factor, UPF1, is no longer detectable in the CB of *Tdrd6*-null round spermatids (67). Interestingly, it is well established that spermatocytes and spermatids tend to have transcripts with shorter 3′UTRs compared to somatic cells (68,69). While this has been attributed to germ cell-specific early polyadenylation site usage (70), an alternative explanation is that mRNAs harboring long 3′ UTRs are more strongly degraded by NMD in germ cells than in somatic cells, thereby allowing a selective accumulation of mRNAs with short 3′ UTRs.

The best-established signal that elicits NMD in somatic cells is a translation termination codon followed by at least one downstream exon-exon junction (dEJ) (28). Intriguingly, meiotic and postmeiotic germ cells have been reported to inefficiently (or not) recognize this NMD-inducing signal (66,67,71). Consistent with this, we failed to observe an enrichment for dEJ-containing transcripts among upregulated transcripts (vs. downregulated or unregulated transcripts) in *Smg6-*cKO germ cells. However, we found that *Smg6-*cKO germ cells *do* upregulate many dEJ-containing transcripts, including well-known NMD substrates; *e.g. Rassf1*, *Ptch1*, *Slc38a6*, *Usp22*, *HnrnpI*, *Wdr8*2 and *Tsr2*. This suggests that SMG6 *does* degrade mRNAs marked with a dEJ in male germ cells (72,73). However, male germ cells may recognize this NMD-inducing feature less efficiently than do somatic cells.

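In the gene counts of round spermatids, Rassf1 (chromosome 9, 107551555 to 107562267, plus strand) rose from 1078 ± 156 in control to 8683 ± 158 in cKO (mean ± SD, n = 3 each; log2 fold change 3.01, SE 0.11, adjusted p = 3.3e-07). Ptch1 (chromosome 13, 63508328 to 63573598, minus strand) rose from 17.5 ± 5.63 to 101.5 ± 52.5 (2.53, SE 0.51, adjusted p = 0.0024), Slc38a6 (chromosome 12, 73286779 to 73354049, plus strand) from 205 ± 6.52 to 702 ± 221 (1.78, SE 0.22, adjusted p = 0.00018) and Hnrnpl (chromosome 7, 28808541 to 28822266, plus strand) from 1297 ± 153 to 3852 ± 479 (1.57, SE 0.12, adjusted p = 1.3e-05). Below the threshold of 1.5 were Usp22 (chromosome 11, 61151785 to 61175055, minus strand; 222 ± 30.2 to 623 ± 126; 1.49, SE 0.19, adjusted p = 0.00021), Tsr2 (chromosome X, 151087094 to 151096543, minus strand; 64.7 ± 28.1 to 163 ± 28.2; 1.33, SE 0.34, adjusted p = 0.0077) and Wdr82 (chromosome 9, 106170928 to 106191139, plus strand; 585 ± 25.1 to 1407 ± 90.0; 1.27, SE 0.10, adjusted p = 1.4e-05). Libraries of the 2 groups did not overlap for any of the 7 genes, which 10% of genes would show without any effect. Of the fits with a library left out, some took Usp22 (1.38 to 1.67) and Tsr2 (1.04 to 1.68) past 1.5, and Hnrnpl (1.50 to 1.71) stayed past it in all.

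In spermatocytes Rassf1 changed by 1.07, Slc38a6 by 0.68 and Hnrnpl by 0.59 (adjusted p = 0.0056, 0.012 and 0.0097), Ptch1 by 0.40, Usp22 by -0.77, Wdr82 by -0.06 and Tsr2 by -0.14 (adjusted p = 0.46, 0.11, 0.79 and 0.78). In CBs Ptch1 rose from 12.7 ± 6.47 in control (n = 4) to 85.0 ± 54.8 in cKO (n = 3; adjusted p = 0.0010), Tsr2 changed by 1.45, Rassf1 by 1.19, Usp22 by 0.97 and Hnrnpl by 0.60 (adjusted p = 0.027, 0.00023, 0.017 and 0.017), and Slc38a6 and Wdr82 by -0.03 and -0.19 (adjusted p = 0.94 and 0.50). In control mice all 7 were lower in round spermatids than in spermatocytes, from -2.93 for Ptch1 and -2.74 for Hnrnpl to -0.98 for Tsr2 (adjusted p = 0.054 for the last). Of the NMD factor genes, Upf1 (2.12, adjusted p = 1.1e-06), Upf2 (1.19, adjusted p = 2.9e-06) and Smg1 (0.82, adjusted p = 1.7e-05) were higher and Upf3a (-0.90, adjusted p = 7.7e-05) and Upf3b (-0.27, adjusted p = 0.028) lower in cKO round spermatids, and Smg5 changed by -0.15 (adjusted p = 0.058). Tests of genes are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment. The paper argues from transcripts with a dEJ that are raised in cKO germ cells, and proposes that SMG6 degrades mRNAs so marked. The gene counts given here do not separate transcripts with a dEJ from those without.

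**Figure D6:**
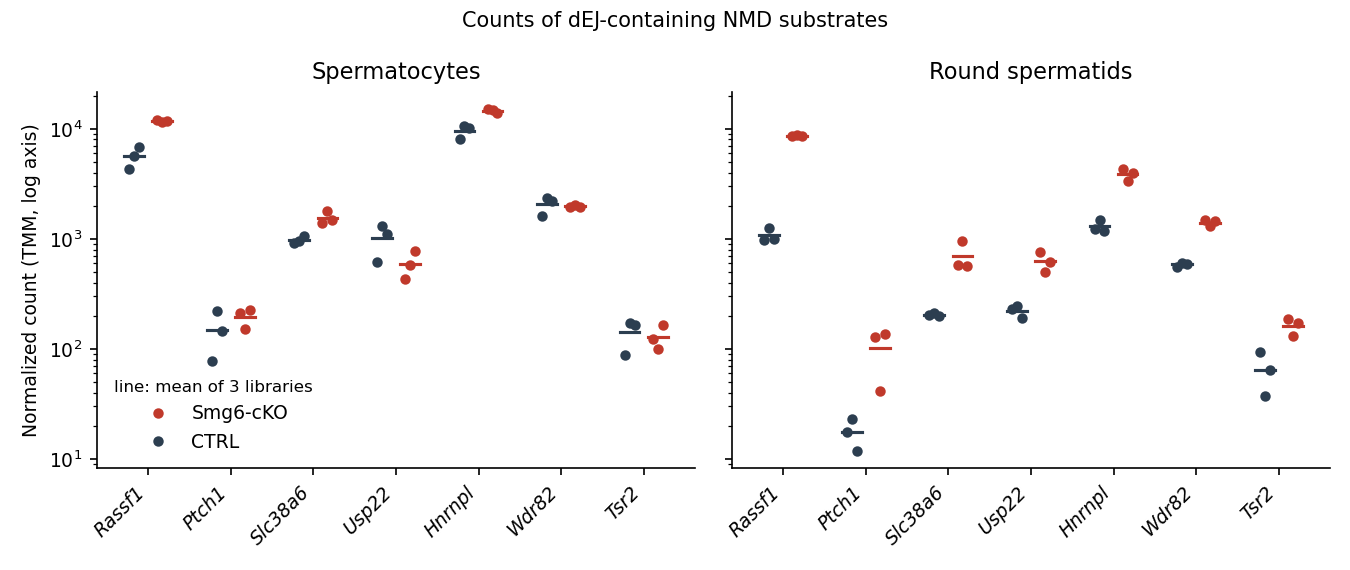
Normalized counts of the 7 genes in each cKO and control library, spermatocytes on the left and round spermatids on the right. Lines are means of 3 libraries.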

Our results support a role for the CB as an important subcellular platform for the SMG6 function, but whether SMG6-dependent NMD occurs in the CB remains unclear. In support of the CB being an active site of NMD, many NMD factors in addition to SMG6 are highly enriched in the CB (Figure 1, Supplementary Figs. S1 and S2) (15,66,67). The CB has indeed been shown to be associated with translation, a process essential to trigger the NMD pathway (29,30,43,74). The CB contains ribosomal proteins and ribosomal RNAs, based on high-throughput analyses (15). Polysome-like structures have been observed in CB isolated from rat spermatids (75), and inhibition of protein synthesis dramatically increases the size of the CB in *Xenopus laevis* (76). Finally, the CB has a close physical association with the endoplasmic reticulum, where secreted and cell-surface proteins are translated (53,77). However, other evidence suggests that the CB harbors many translationally repressed mRNAs (16) that are predicted to escape NMD. Thus, the CB may instead be a ‘NMD refuge’ – a site for sequestering NMD factors away from the cytosol to confer NMD-dependent regulation.

The co-compartmentalization of NMD and pachytene piRNA pathway components in the same subcellular structure in germ cells is intriguing. The co-localization of these components in the CB has the potential to enable close communication between these two pathways, thereby raising the possibility of their functional co-operation. In principal, the CB could be a site of piRNA biogenesis, but this seems unlikely given that the main piRNA biogenesis factors associate with mitochondria membranes and mainly localize to the IMC, not the CB (13). In further support, our results showed that the overall production of piRNAs was not compromised by the loss of SMG6. Instead, we found that SMG6 loss causes misregulation of mature piRNAs from several pre-pachytene piRNA clusters. The mechanism responsible for this SMG6-dependent regulation of a subset of piRNAs remains to be determined.

The CB has been suggested to function as a site of piRNA-targeted transcriptome regulation on the basis of its harboring piRNAs, piRNA-binding PIWI proteins and a wide range of mRNAs and non-coding RNAs (13,15). However, there is no direct mechanistic evidence for this function. If indeed the CB functions in this manner, our results suggest that SMG6 may participate in this post-transcriptional program to promote spermatid differentiation. In support, we showed that SMG6 and PIWIL1 interact and are both required for progression through the same step of spermatogenesis. Furthermore, we found that SMG6 and PIWIL1 regulate a shared set of genes in germ cells at the same stage of development. Given that SMG6 is an endonuclease (52), it is plausible that SMG6 directly degrades many of these mRNAs.

We favor a model in which piRNA-bound PIWIL1 participates in the recognition of SMG6-dependent NMD targets (Figure 7K). This model is based on the studies in *Drosophila* showing that PIWI-loaded piRNAs can act as adhesive mRNA traps and use partial base-pairing to bind mRNAs in a relatively non-sequence-specific manner to capture mRNAs in the *Drosophila* germ plasm (78). We suggest that a similar scenario takes place in mouse round spermatids, with PIWIL1-bound piRNAs functioning in the recruitment of SMG6-regulated mRNAs. To support this model, we found that piRNA targeting sites were enriched among the mRNAs encoded by genes upregulated in *Smg6*-cKO round spermatids compared to downregulated genes, and they were even more enriched in mRNAs encoded by genes upregulated in both *Smg6*-cKO and *Piwil1*-KO germ cells. piRNA-targeted cleavage by PIWIL1 alone was shown to be intrinsically slow, and PIWIL1 requires an auxiliary factor GTSF1 that potentiates the cleavage (79). GTSF1 is not found in the CB proteome (Supplementary Table S1B), which could, according to our model, direct the piRNA-targeted RNAs to SMG6 cleavage instead of PIWIL1 cleavage. Given that NMD depends on translation (29–31), it is an interesting possibility that piRNA/SMG6 target recognition takes place at ribosomes. PIWIL1 and piRNAs have indeed been shown to associate with ribosomes (80), and it was reported that a subset of PIWIL1-bound piRNAs functions in translational control (25). SMG6 and PIWIL1 could therefore interact during translation termination when NMD targets are first recognized. Based on all these findings, our model suggests an intimate relationship between the CB, translation, NMD and piRNA pathway (Figure 7K), which enables their collaboration to promote haploid germ cell differentiation.

## DATA AVAILABILITY

RNA-seq data are deposited in Gene Expression Omnibus (GEO) under accession number GSE182518. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037090.

## Supplementary Material

gkac900_Supplemental_Files Click here for additional data file.

# Supplementary material for: SMG6 localizes to the chromatoid body and shapes the male germ cell transcriptome to drive spermatogenesis
**Source:** Nucleic Acids Res. 2022 Oct 19;50(20):11470–91. doi: 10.1093/nar/gkac900
**Supplement:** gkac900_Supplemental_Files

## **SUPPLEMENTARY DATA**

### **SMG6 localizes to the chromatoid body and shapes the male germ cell transcriptome to drive spermatogenesis**

Tiina Lehtiniemi<sup>1</sup>, Matthieu Bourgery<sup>1</sup>, Lin Ma<sup>1</sup>, Ammar Ahmedani<sup>1</sup>, Margareeta Mäkelä<sup>1</sup>, Juho Asteljoki<sup>1</sup>, Opeyemi Olotu<sup>1</sup>, Samuli Laasanen<sup>1</sup>, Fu-Ping Zhang<sup>1,2,3</sup>, Kun Tan<sup>4</sup>, Jennifer N. Chousal<sup>4</sup>, Dana Burow<sup>4</sup>, Satu Koskinen<sup>5</sup>, Asta Laiho<sup>5</sup>, Laura L. Elo<sup>1,5</sup>, Frédéric Chalmel<sup>6</sup>, Miles F. Wilkinson<sup>4, 7</sup> and Noora Kotaja<sup>1, #</sup>

<sup>6</sup> Univ Rennes, Inserm, EHESP, Irset (Institut de recherche en santé, environnement et travail) - UMR\_S 1085, F-35000, Rennes, France

### **Supplementary Figures S1-S7**

Supplementary Figure S1

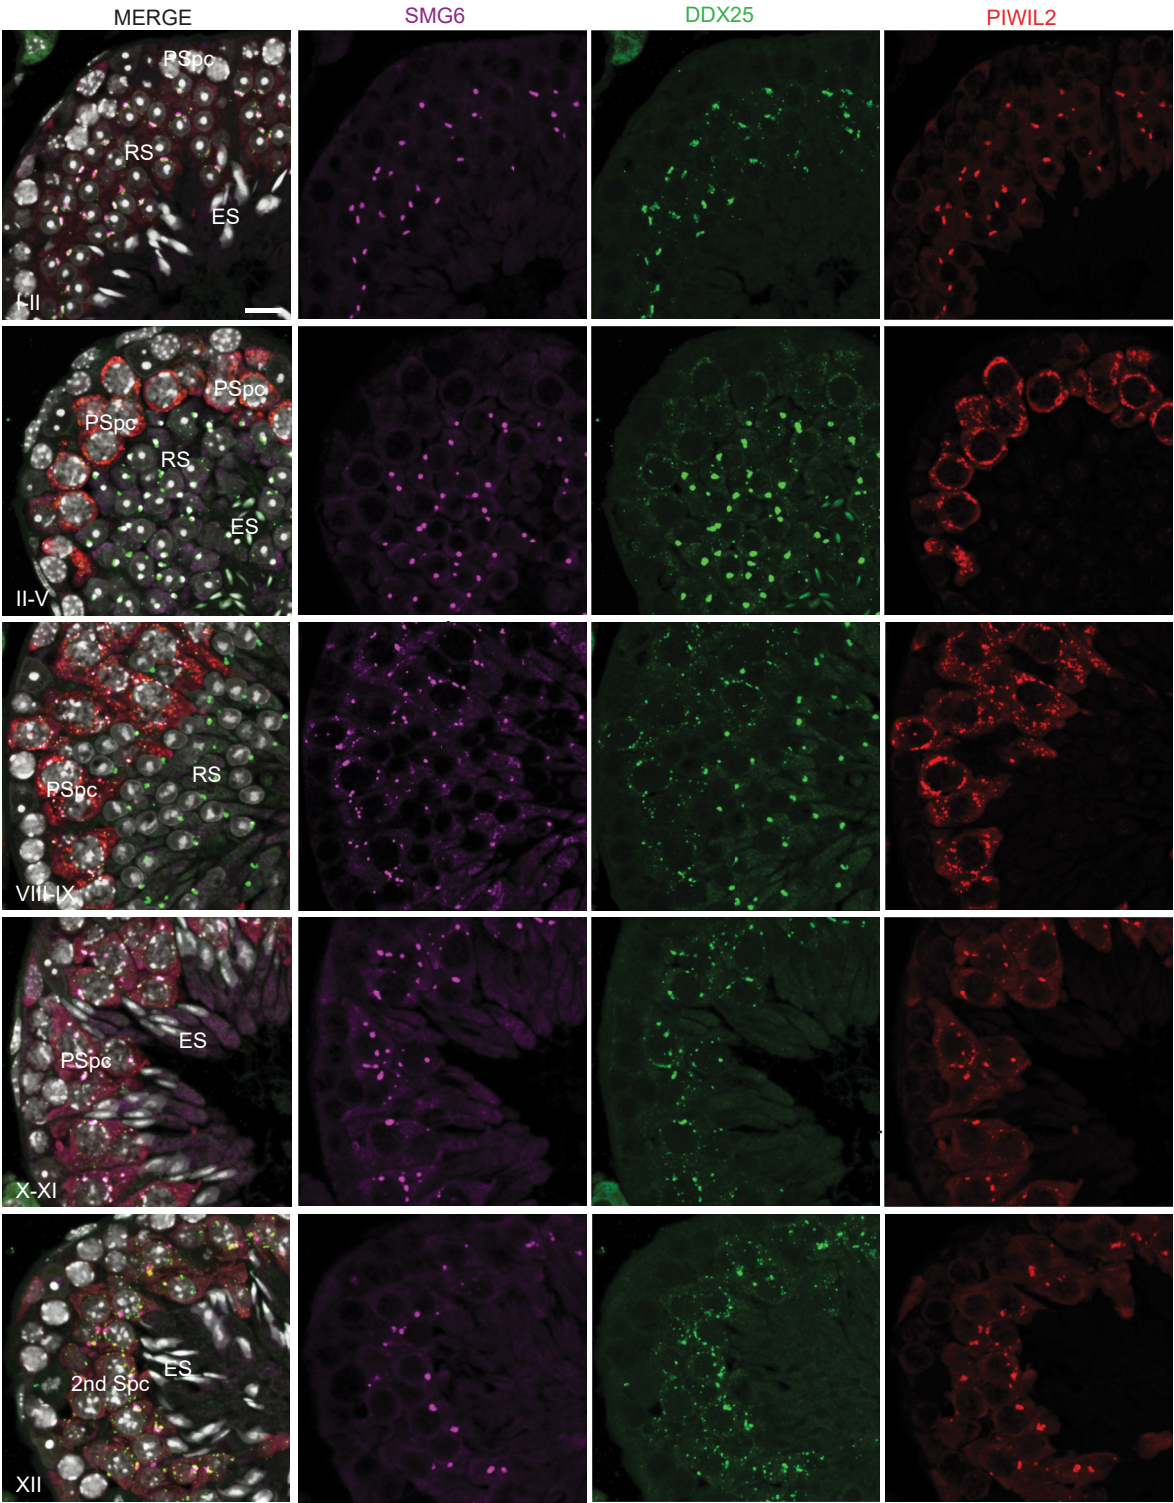

**Supplementary Figure S1. Co-localization of SMG6 with DDX25 and PIWIL2.** PFA-fixed paraffin-embedded testis sections were immunostained with SMG6 (magenta), DDX25 (green) and PIWIL2 (red) antibodies. PIWIL2-positive IMC is prominent in the cytoplasm of early and mid-pachytene spermatocytes (PSpc, stages II-V and VIII-IX). DDX25/PIWIL2-positive CB precursors appear in stage VIII-IX pachytene spermatocytes, and the IMC begins disintegrating. Secondary spermatocytes (2nd Spc, stage XII) contain 1-4 CB fragments, and after meiosis, they fuse to one single CB in round spermatids (RS, stages I-II). PIWIL2 is present only in early CBs at stages I-II. DDX25 labels the CB during all steps of round spermatid differentiation (stages I-II, II-V, IX) and finally disappears in elongating spermatids (ES). Scale bar: 10  $\mu$ m.

Supplementary Figure S2

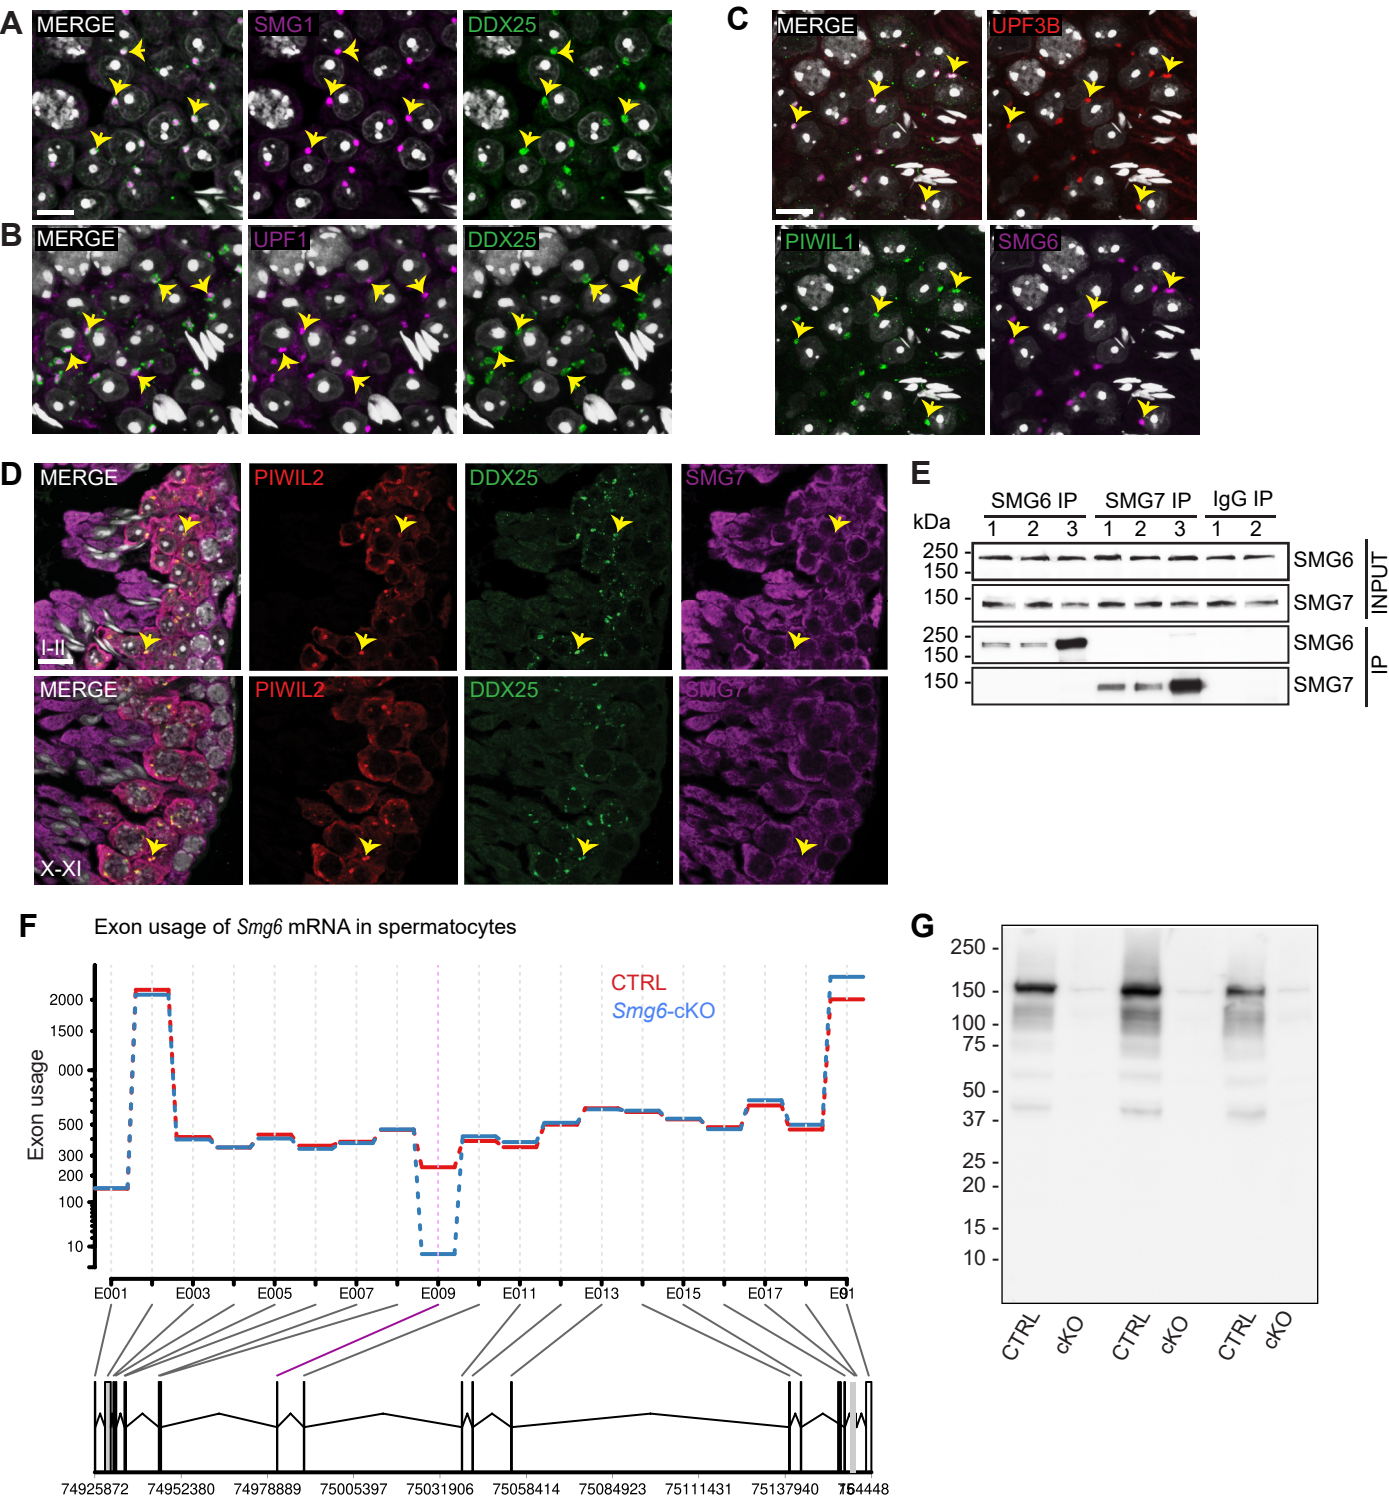

**Supplementary Figure S2. Localization of NMD factors during spermatogenesis.** (A) SMG1 (magenta) and (B) UPF1 (magenta) localize to the CB, visualized by the CB-marker DDX25 (green). Scale bar: 10  $\mu$ m. (C) UPF3B (red) together with SMG6 (magenta) localize to the CB, visualized by the CB-marker PIWIL1 (green). Scale bar: 10  $\mu$ m. (D) SMG7 localization pattern during spermatogenesis at two different stages of the seminiferous epithelial cycle (stages I-II and X-XI). Testis sections were immunostained with SMG7 antibody (magenta) combined with PIWIL2 (red) and DDX25 (green) antibodies. Scale bar: 10  $\mu$ m. (E) Western blot validation of the three replicate anti-SMG6 and anti-SMG7 IP samples (1-3) used in the mass spectrometry analysis. Control IP was done using rabbit IgG. (F) Exon usage analysis of *Smg6* gene in CTRL and *Smg6*-cKO mice using RNA-seq data from spermatocytes. The analysis was done by DEXSeq. (G) Three control testes and three *Smg6*-cKO testes samples all from different animals were immunoblotted with SMG6 antibody. For all 6 biological samples the whole Western blot membrane is shown.

Supplementary Figure S3

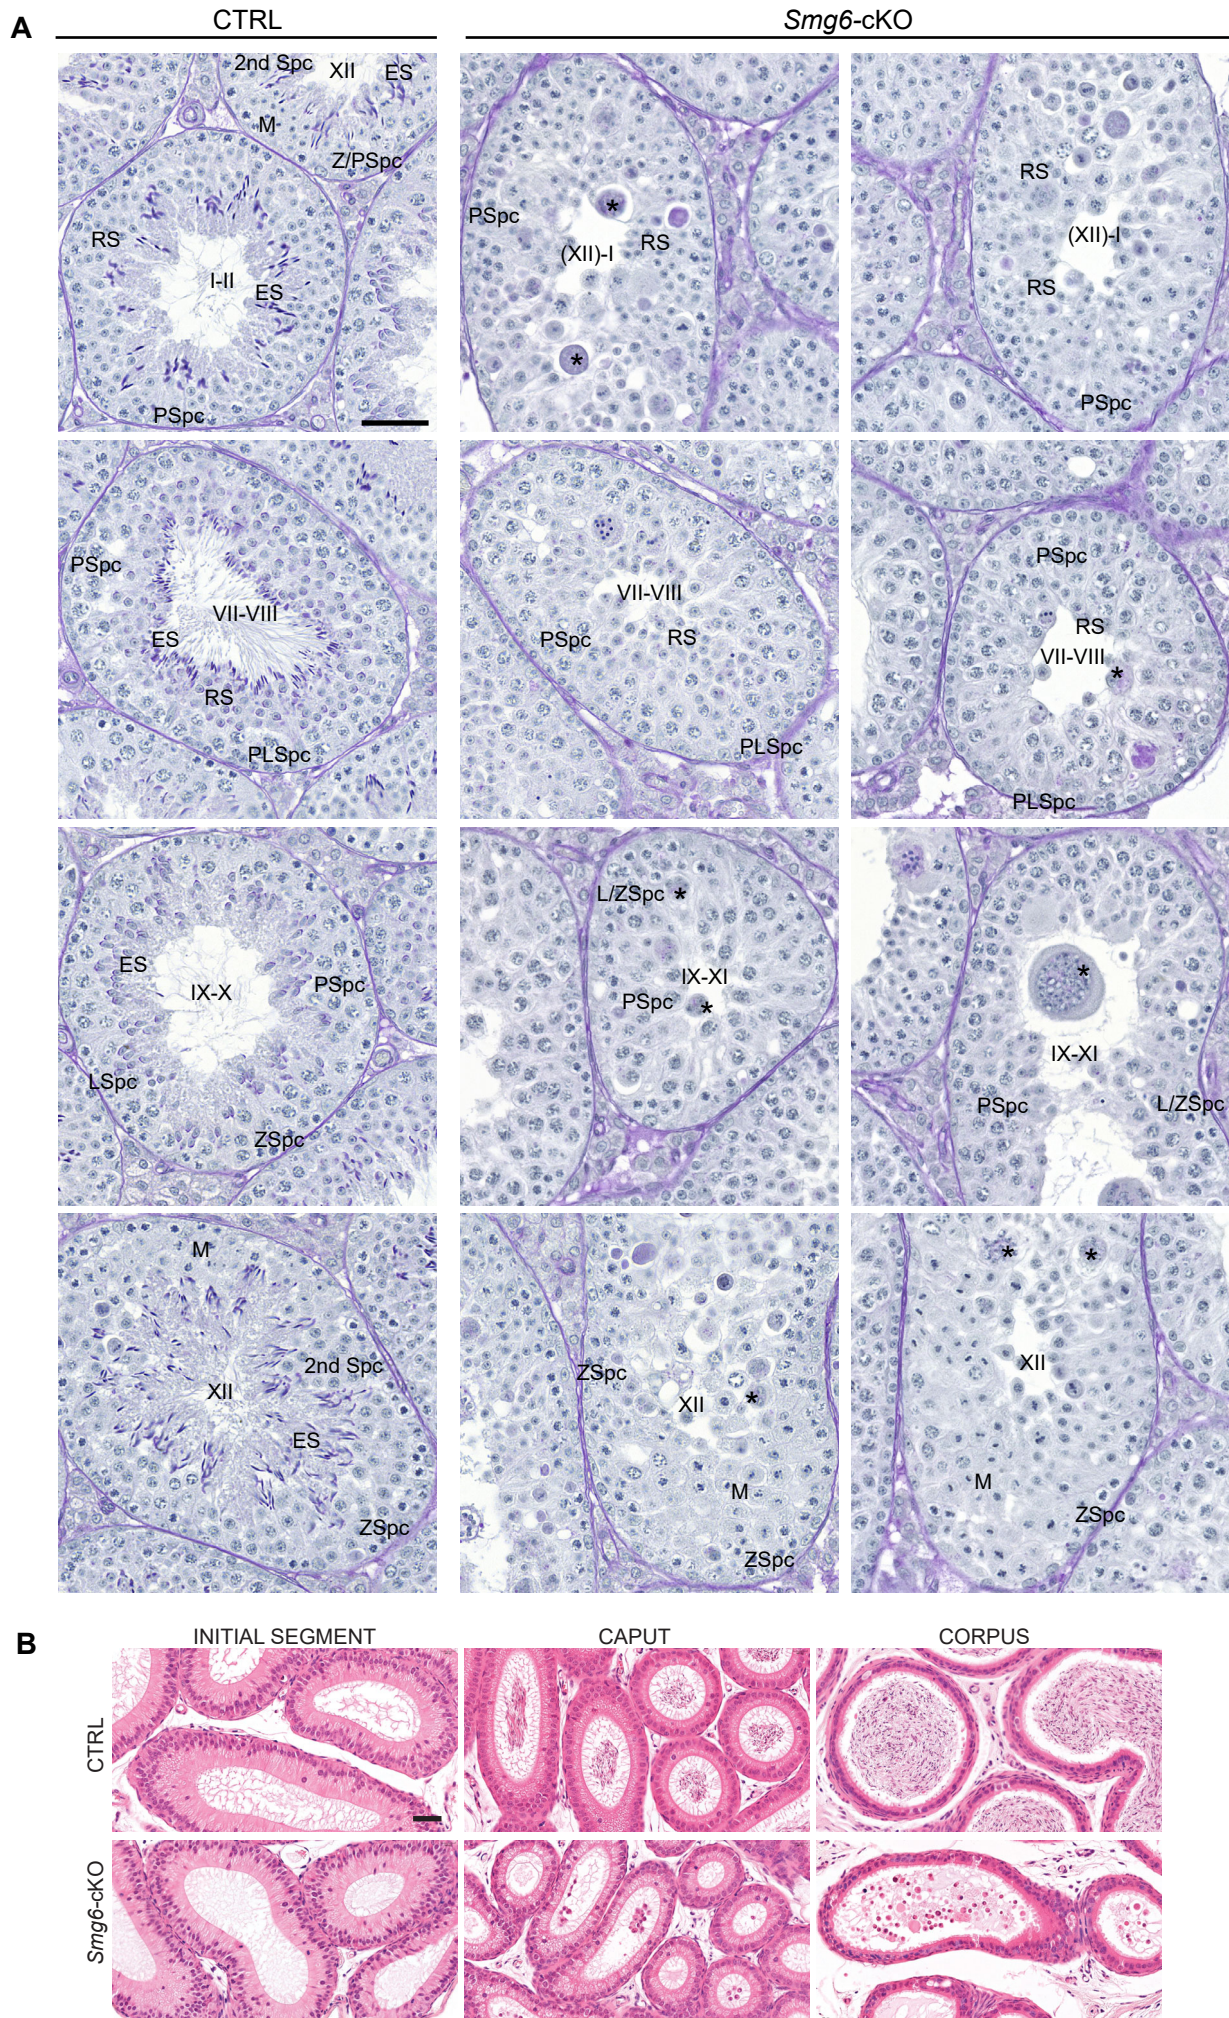

**Supplementary Figure S3. Reproductive phenotype of *Smg6*-cKO mice.** (A) Bouin-fixed testes sections were stained with PAS staining. Representative images of four different stages of the seminiferous epithelial cycle are shown (stages I-II, VII-VIII, IX-XI and XII). PLSpc, preleptotene spermatocyte; LSpC, leptotene spermatocyte; ZSpC, zygotene spermatocyte; PSpC, pachytene spermatocyte; 2nd Spc, secondary spermatocyte; M, meiotic metaphase plate; RS, round spermatid; ES, elongating spermatid. Asterisks indicate multinucleated round spermatids. Scale bar: 50  $\mu$ m. (B) PFA-fixed paraffin-embedded epididymides of CTRL and *Smg6*-cKO mice were stained with hematoxylin and eosin. Representative images were taken from the initial segment, caput and corpus epididymides. Scale bar: 10  $\mu$ m.

Supplementary Figure S4

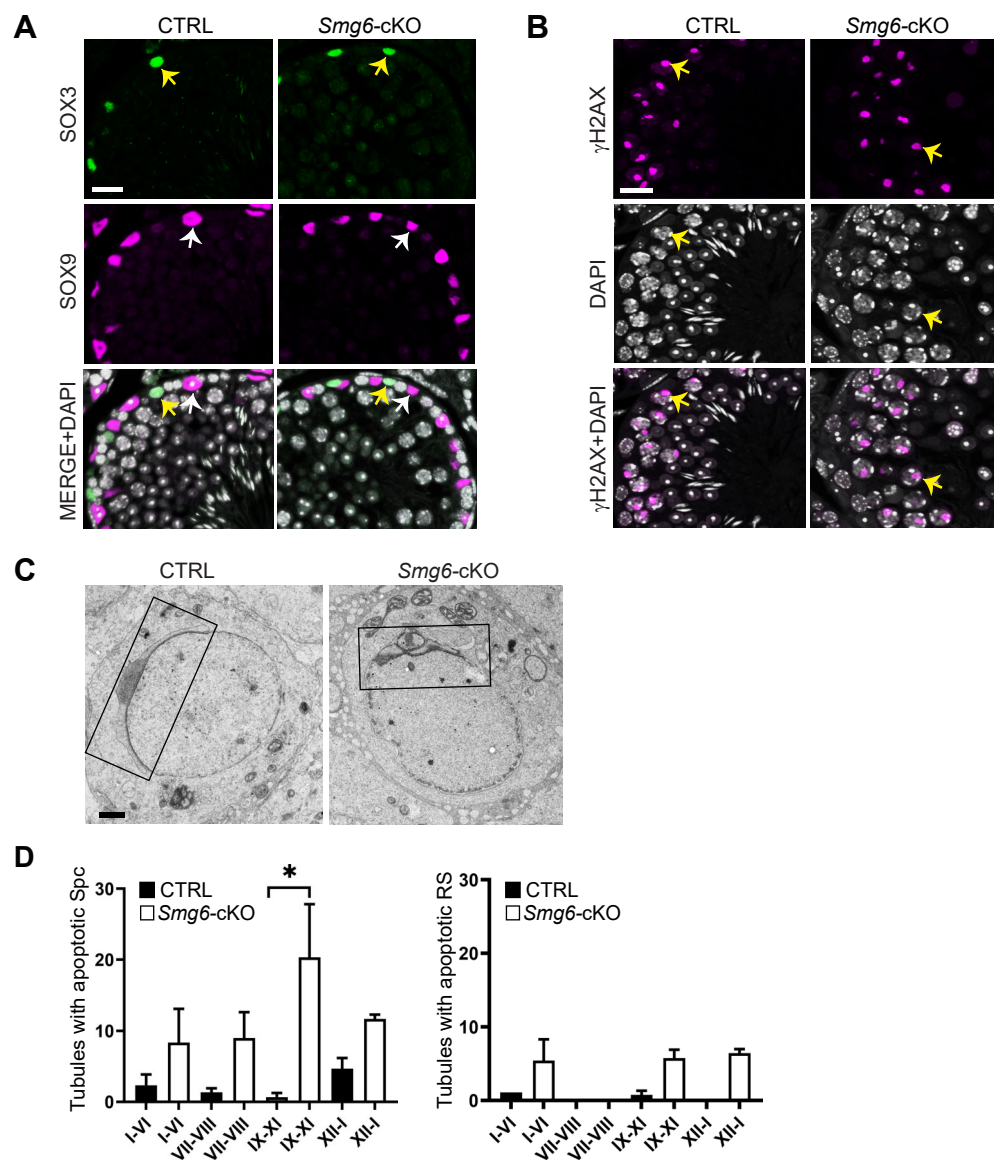

**Supplementary Figure S4. Spermatogenic phenotype of *Smg6*-cKO mice.** (A) Representative image (stage VII-VIII) of the IF analysis of PFA-fixed paraffin-embedded testis sections with spermatogonia marker anti-SOX3 (green) and Sertoli cell marker anti-SOX9 (magenta). DAPI stains nuclei (white). Yellow and white arrows indicate selected spermatogonia and Sertoli cells, respectively. Scale bar: 20  $\mu$ m. (B) Representative image (stage II-III) of the IF analysis of PFA-fixed paraffin-embedded testis sections with anti- $\gamma$ H2AX (magenta). Yellow arrows indicate selected sex bodies. Scale bar: 20  $\mu$ m. (C) Electron microscopy of round spermatids in control and *Smg6*-cKO testis sections. The acrosomal region inside black squares are shown in higher magnifications in Figure 4B. Scale bar: 1  $\mu$ m. (D) Tubules with apoptotic spermatocytes (left) or round spermatids (right) were counted and categorized based on their stage in the seminiferous epithelial cycle (I-VI, VII-VIII, IX-XI, XII-I). Three biological replicates were analyzed from CTRL and *Smg6*-cKO mice, and Kruskal-Wallis test with Dunn's multiple comparisons was used to determine the significance values between groups. Error bars represent mean $\pm$ SD of three biological replicates, \*P<0.05.

## Supplementary Figure S5

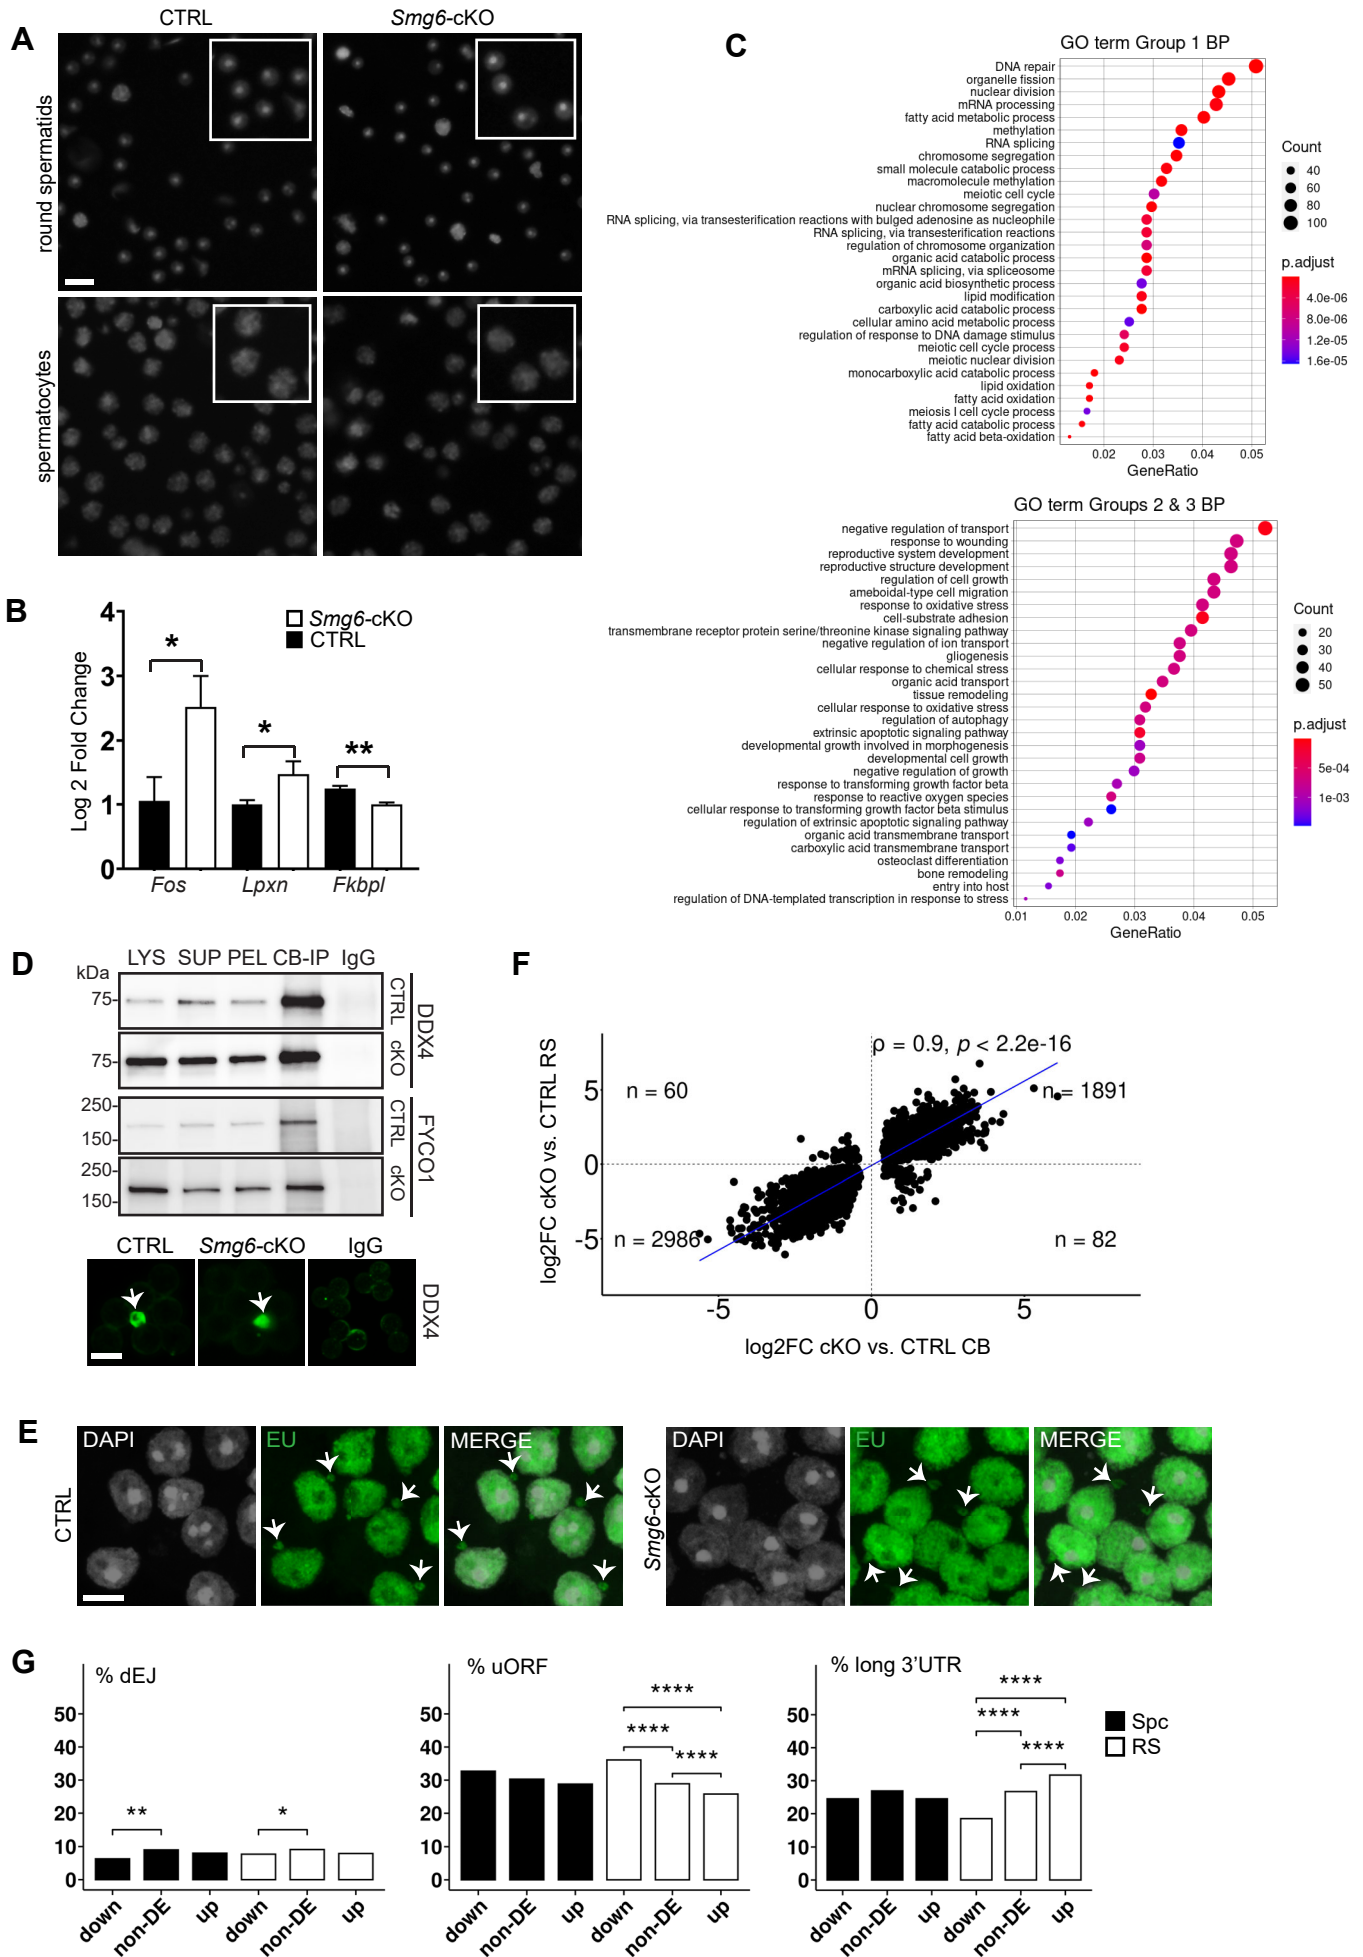

**Supplementary Figure S5. Transcriptome analysis of *Smg6*-cKO spermatocytes and round spermatids.** (A) Representative DAPI-stained images of pachytene spermatocytes and round spermatid fractions enriched using a BSA-gradient velocity sedimentation method. Scale bar: 20  $\mu$ m. (B) RT-PCR validation of some downregulated (*Fkbp1*, FK506-binding protein-like) or upregulated (*Lpxn*, leupaxin and *Fos*, Proto-oncogene c-Fos) mRNAs in *Smg6*-cKO germ cells. Expression data were normalized to housekeeping genes. Bars represent mean $\pm$ SD, and p-values are from unpaired t tests. \*P<0.05; \*\*P<0.01. Primer sequences are listed in Supplementary Table S7. (C) GO term analysis of Group 1 and Group 2+3 genes (see Figure 5F) that have differential expression patterns at the meiotic-to-postmeiotic transition. First 30 Biological Processes were selected for visualization based on adjusted p-values (gradient scale with red indicating the most significant values). GeneRatio: the amount of genes associated with the GO term divided by the total number of genes. Count: the number of genes associated to the GO term illustrated by a dot with a proportional size according to the number of associated genes found in our gene list. Plots were generated in R using clusterProfiler (v3.18.1). (D) Western blotting of CBs isolated from CTRL and *Smg6*-cKO testes with anti-DDX4 and anti-FYCO1 antibodies. LYS: cross-linked cell lysate, SUP: supernatant fraction after low-speed centrifugation, PEL: CB-containing pellet fraction after low-speed centrifugation, CB-IP: CB fraction isolated by anti-DDX4 antibody, IgG: negative control IP with rabbit IgG. Panel below: IF with anti-DDX4 antibody (green) to recognize Dynabeads-attached CBs (arrows) isolated from CTRL and *Smg6*-cKO testes. In the negative control IP (IgG), only background staining from beads is detected. Scale bar: 1  $\mu$ m. (E) Stage-specific squash preparations (stage II-V) were incubated with ethynyl uridine (EU) for 10 h, and subsequently, synthesized RNA was visualized using the Click reaction (green). DAPI stains nuclei (white). White arrows indicate selected EU-positive CBs. Scale bar: 10  $\mu$ m. (F) A scatter plot displays the relationship between log2 fold changes (*Smg6*-cKO vs. CTRL) in round spermatid and CB RNA-seq data. The blue line represents the regression line modeling the relationship between data points. The Spearman correlation coefficient is shown as  $\rho$  (rho) associated with its significance level (p). (G) The percentages of NMD-inducing features (dEJs, uORFs and long 3'UTRs  $\geq$ 1500 nt) among the downregulated (down, log2FC $\leq$ -1.5), the non-differentially expressed (non-DE, log2FC between -1.5 and 1.5), and the upregulated (up, log2FC $\geq$ 1.5) transcripts in *Smg6*-cKO round spermatids and spermatocytes. Adjusted p-values were generated from a Pearson's Chi-squared test with a *fdr* post-hoc test.

Supplementary Figure S6

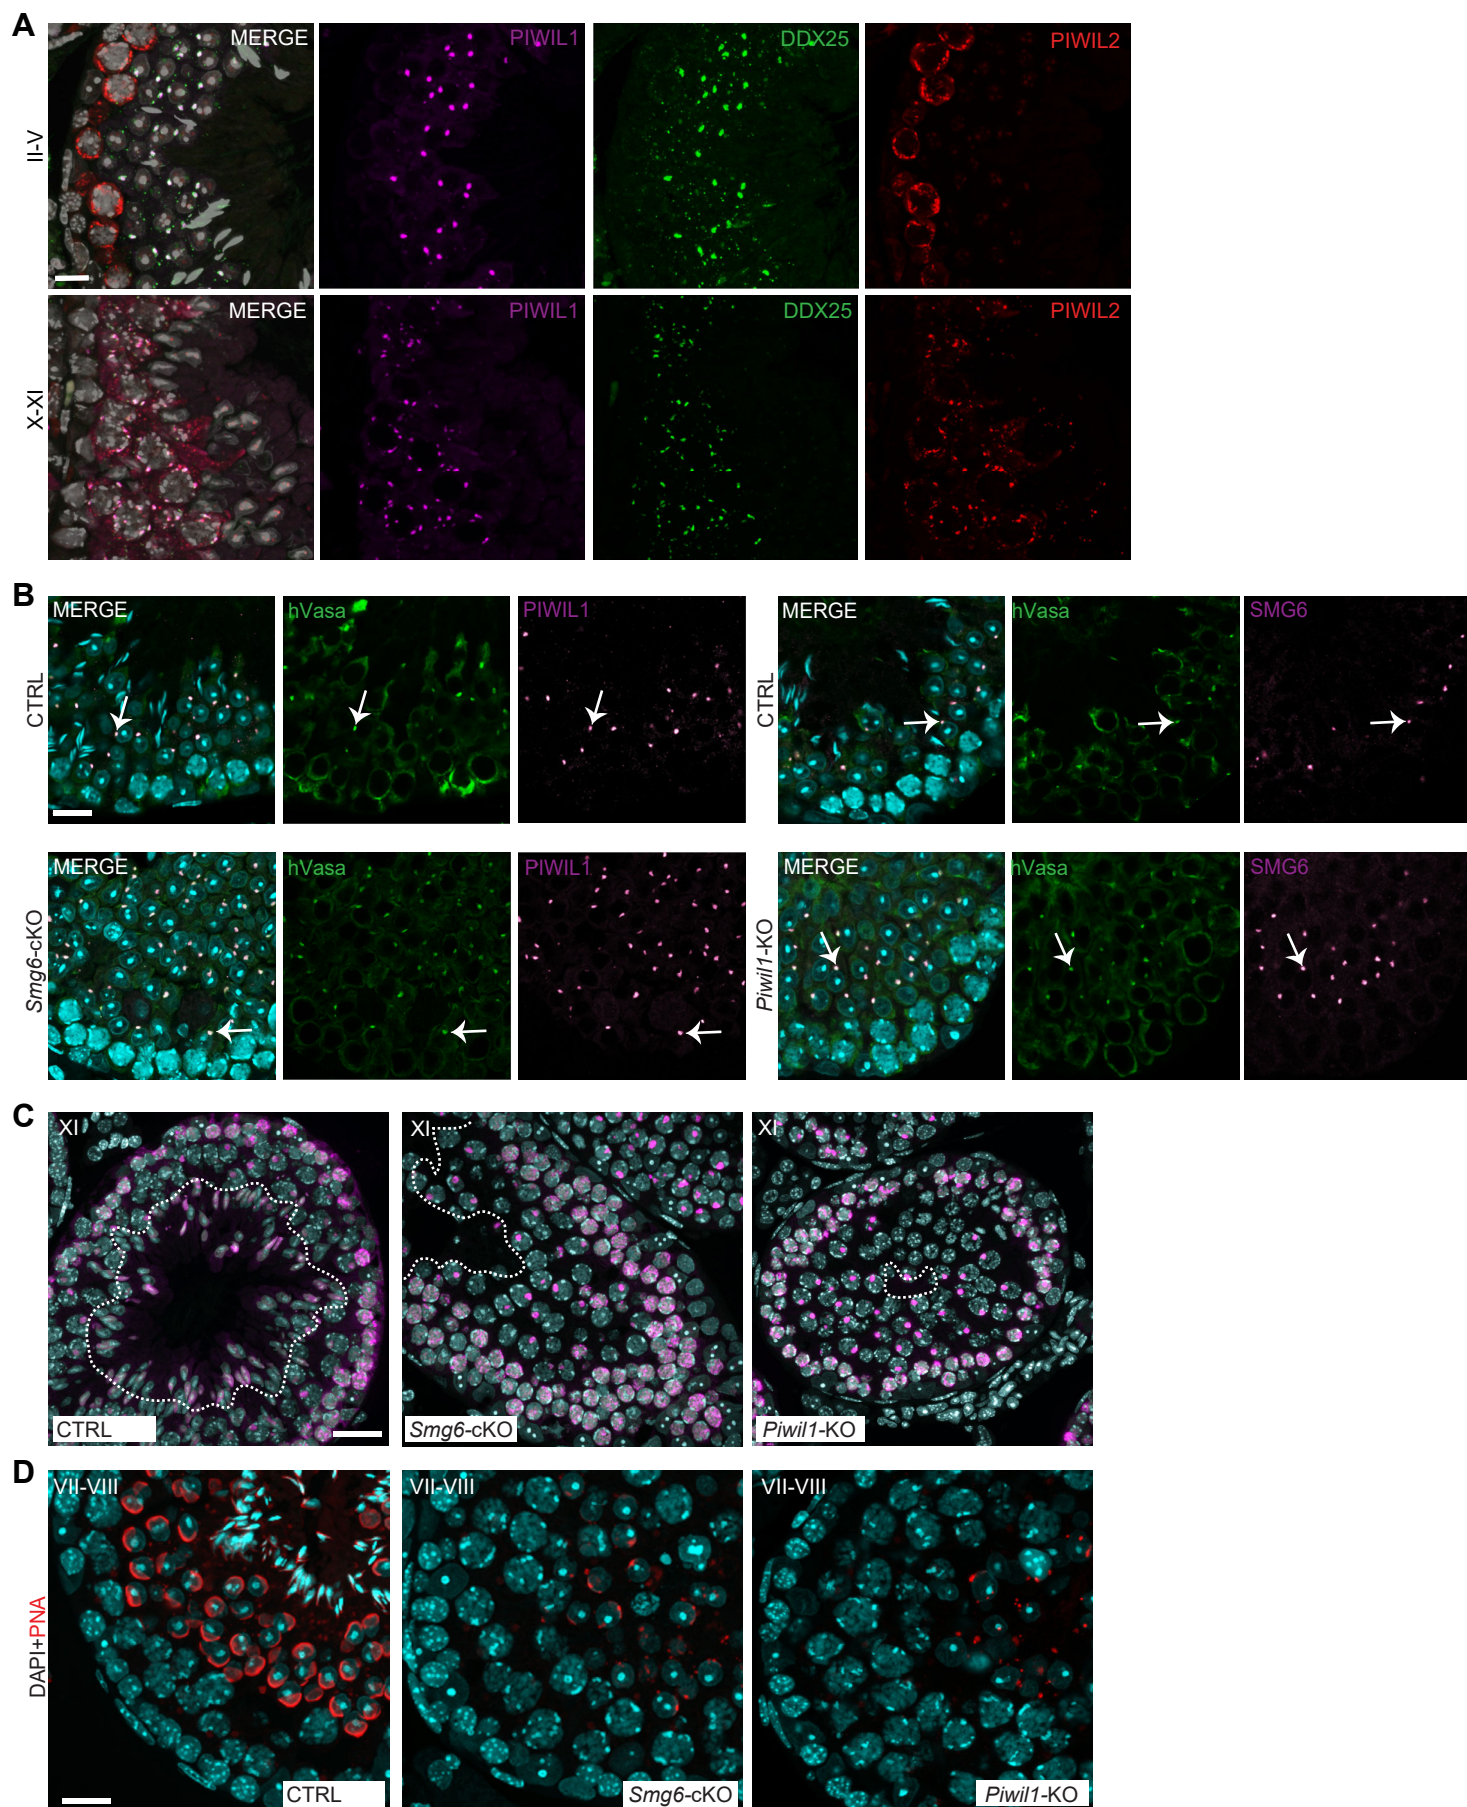

**Supplementary Figure S6. Localization and association of SMG6 with PIWIL1.** (A) PFA-fixed paraffin-embedded testis sections were immunostained with PIWIL1 (magenta), DDX25 (green) and PIWIL2 (red) antibodies. PIWIL2-positive IMC is prominent in the cytoplasm of early and mid-pachytene spermatocytes (stage II-V). DDX25/PIWIL1/PIWIL2-positive CB precursors appear in stage X-IX pachytene spermatocytes. DDX25 and PIWIL1 are found in the CB in round spermatids at stage II-V. DAPI stains the nuclei (white). Scale bar: 10  $\mu$ m. (B) Localization of PIWIL1/SMG6 (magenta) in CTRL, *Smg6*-cKO and *Piwill*-KO testis at stage II-V. hVasa (green) was used as a CB marker. Examples of CBs are indicated by white arrows. DAPI stains the nuclei. Scale bar: 10  $\mu$ m. (C) IF of PFA-fixed paraffin embedded testis sections from CTRL, *Smg6*-cKO and *Piwill*-KO mice was performed to compare their spermatogenic phenotypes at stage XI of the seminiferous epithelial cycle. Antibody against  $\gamma$ H2AX (magenta) was used to visualize the layers of zygotene spermatocytes (the whole nucleus stained) and pachytene spermatocytes (nuclear sex body stained). DAPI stains the nuclei. Dashed white line indicates the border between the layers of pachytene spermatocytes and elongating spermatids. Scale bar: 25  $\mu$ m. (D) IF of PFA-fixed paraffin embedded testis sections from CTRL, *Smg6*-cKO and *Piwill*-KO mice was performed to compare their acrosomal development. PNA (red) was used to visualize the acrosome in round spermatids at stage VII-VIII, DAPI stains the nuclei. Scale bar: 10  $\mu$ m.

# Supplementary Figure S7

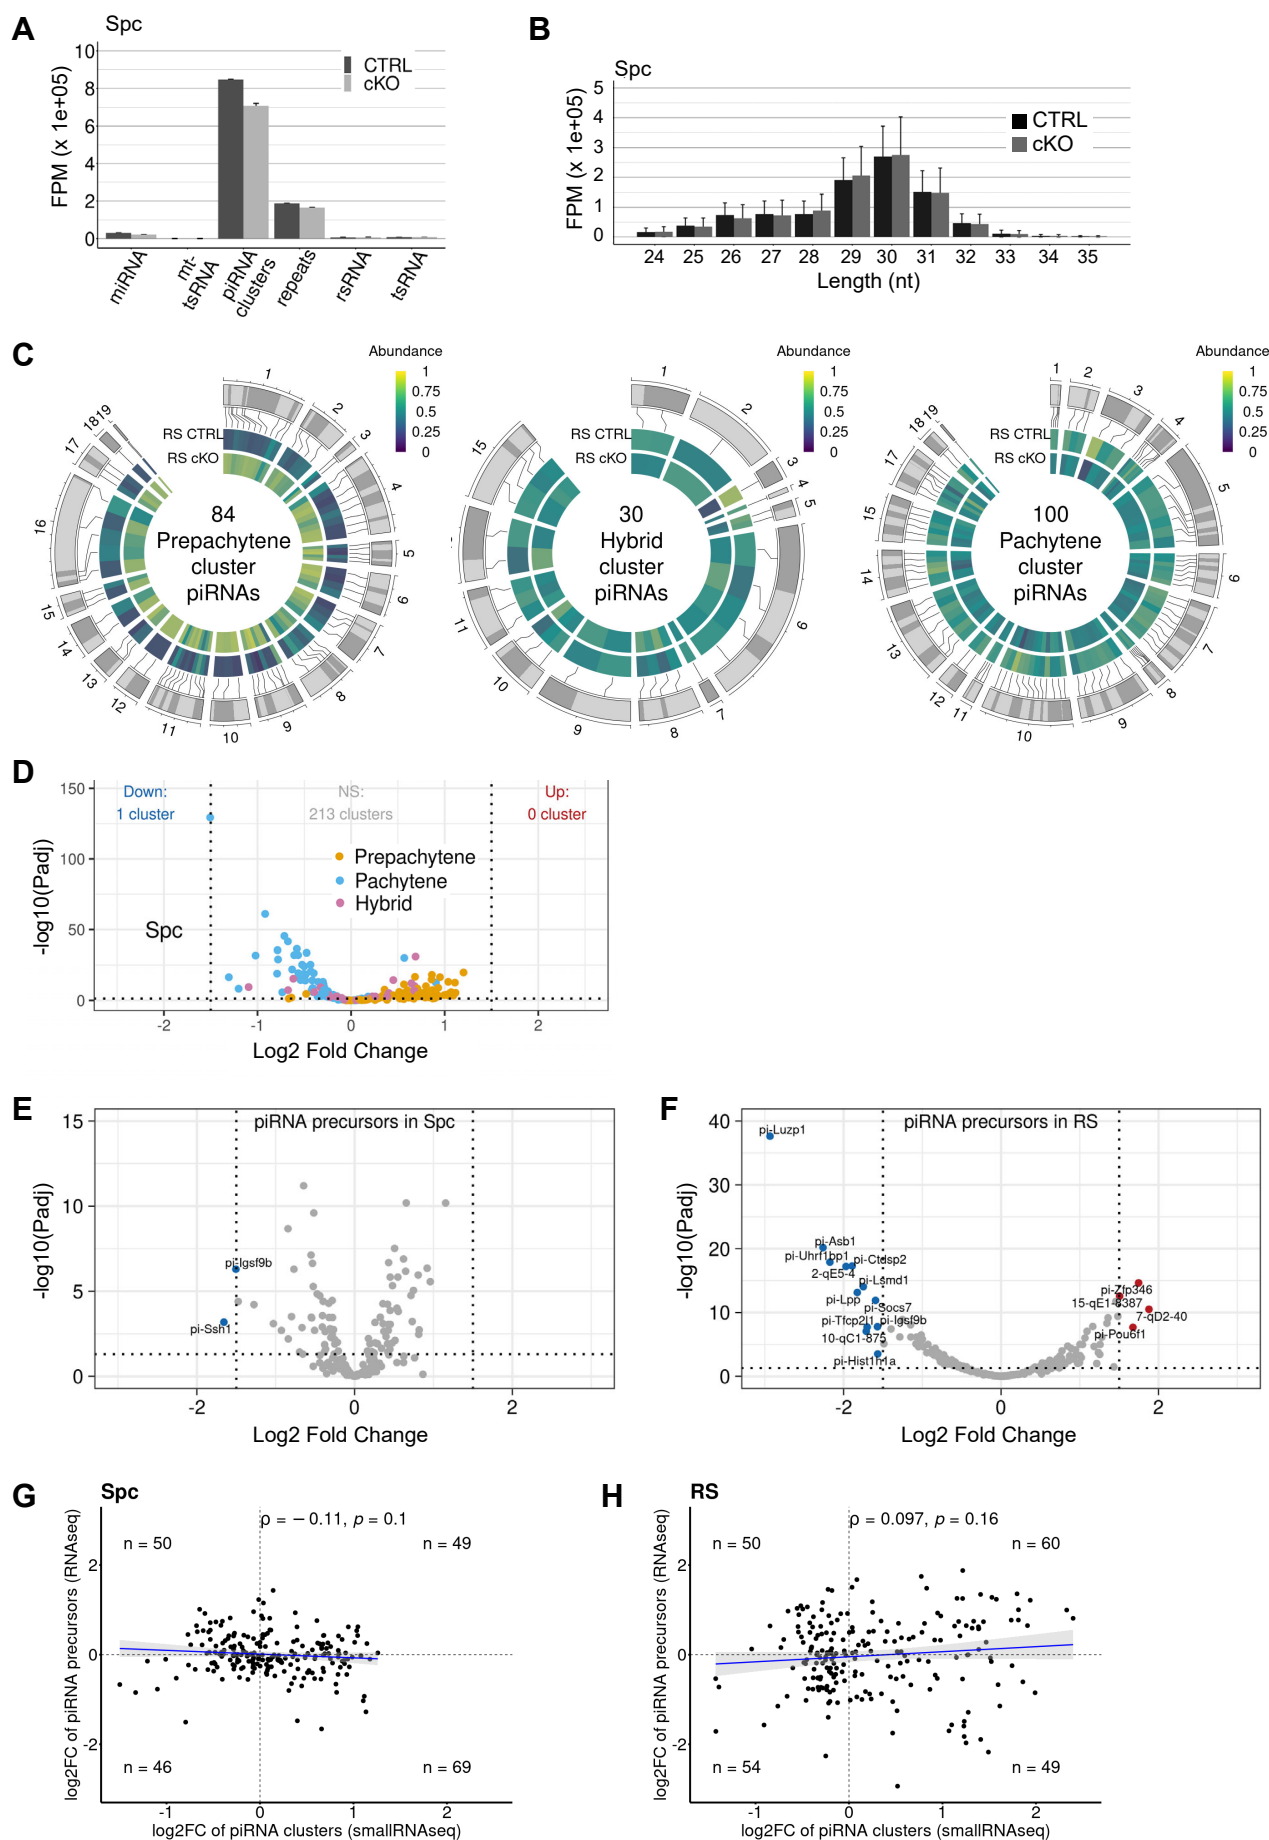

**Supplementary Figure S7. Analysis of piRNAs.** (A) Distribution of small RNA sequencing reads in genomic regions corresponding to miRNAs, mitochondrial tsRNAs (mt-tsRNA), piRNAs, repeats, ribosomal RNAs (rsRNA) and tsRNAs in CTRL and *Smg6*-cKO (cKO) spermatocytes. Error bars represent mean $\pm$ SD of three biological replicates. (B) Size distribution of piRNA reads in *Smg6*-cKO and control spermatocytes. Raw counts were normalized in FPM. Error bars represent mean $\pm$ SD of three biological replicates. FPM values in (A) and (B) were calculated using a robust median ratio method using DESeq2 v1.30.0. (C) Genome-wide chromosomal distribution (mm10) of small RNA reads within 214 piRNA clusters in control and *Smg6*-cKO round spermatids. Clusters were classified as pre-pachytene (84 clusters), hybrid (30 clusters), and pachytene (100 clusters) according to their abundance from 10.5 to 17.5 dpp (20). Abundance is defined as a group's mean divided by sum of the means (CTRL + cKO). (D) Differential expression of pre-pachytene, hybrid and pachytene piRNA clusters (small-RNA-seq) in pachytene spermatocytes. (E,F) Volcano plots show differential expression of piRNA precursor transcripts in long-RNA-seq data in spermatocytes (E) and round spermatids (F). (G,H) Scatter plots display the relationship between log2 fold changes (*Smg6*-cKO vs. control) of piRNA precursors (analysed from long-RNA-seq data) and piRNA clusters (analysed from small-RNA-seq data) in spermatocytes (G) and round spermatids (H). The blue line represent the regression line modeling the relationship between data points associated with the gray area showing the confidence interval. The Spearman correlation coefficient shown as  $\rho$  (rho) associated with its significance level (p).

## Supplementary Tables

**Supplementary Table S1.** (A) Mass spectrometry of SMG6 and SMG7 immunoprecipitations from adult mouse testes. (B) Mass spectrometry of CBs isolated from CTRL and *Smg6*-cKO mice.

**Supplementary Table S2.** Raw and normalized testicular weights from CTRL, HEZ and *Smg6*-cKO mice.

**Supplementary Table S3.** (A-C) Differential expression analysis of Ensembl-annotated genes in *Smg6*-cKO vs. CTRL spermatocytes (A), round spermatids (B), and CBs (C). Upregulated genes previously identified as NMD targets are indicated. (D,E) Stability analysis of statistically significant genes ( $P_{adj} < 0.05$ ) in *Smg6*-cKO vs. CTRL pachytene spermatocytes (D) and round spermatids (E). (F,G) Differential expression analysis of Ensembl-annotated genes in CTRL (F) and *Smg6*-cKO (G) round spermatids vs. spermatocytes.

**Supplementary Table S4.** (A-C) NMD-inducing features (NIFs) of Ensembl-annotated differentially expressed transcripts in spermatocytes (A), round spermatids (B) and CBs (C). (D,E) NIF analysis of meiotic Group 1 transcripts that were downregulated normally in *Smg6*-cKO during the transition from meiotic to postmeiotic stage (from Spc to RS) (D), and Group 2+3 transcripts that resisted the downregulation in *Smg6*-cKO round spermatids (E).

**Supplementary Table S5.** Differential expression analysis of piRNA clusters from small-RNA-seq data in *Smg6*-cKO vs. CTRL spermatocytes (A) and round spermatids (B).

**Supplementary Table S6.** Differential expression analysis of piRNA cluster transcripts in *Smg6*-cKO vs. CTRL spermatocytes (A), round spermatids (B) and CBs (C). TET transcripts analysis of genes and transposable elements in *Smg6*-cKO vs. CTRL spermatocytes (D), round spermatids (E) and CBs (F).

**Supplementary Table S7.** Primers for genotyping and RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

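RNA of pachytene spermatocytes and round spermatids of Smg6-cKO and control mice was sequenced in 3 libraries per group, RNA of isolated CBs in 3 cKO and 4 control libraries, and small RNA in 5 and 5 spermatocyte and 3 and 3 round spermatid libraries. Each library was counted as a sample of its own, though the paper states that small RNA was sequenced from the samples used for RNA-seq, which had 3 libraries per group, and the legend of Supplementary Figure S7 gives 3 biological replicates for small RNA of spermatocytes. The 5 spermatocyte libraries of a group need therefore not be separate samples, and p values and splits that use all 5 hold only if they are. Samples were assigned to groups from their labels alone.

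The authors trimmed long reads with cutadapt, aligned them to GRCm38 with STAR and counted them with featureCounts and TEtranscripts. The deposited TEtranscripts tables hold whole-number counts for 24411 genes under UCSC symbols and 1146 transposable element subfamilies, with reads of several positions shared among elements by the tool. The deposited transcript, piRNA precursor, piRNA cluster and repeat tables hold expected counts that need not be whole, since the authors shared a read among the features or positions it matched, as stated for transcripts and precursors and as the values show for clusters and repeats. Small RNA reads were processed with SPORTS for miRNAs and tRNA fragments and with HISAT2 and featureCounts for clusters and repeats. The authors' miRNA and tRNA tables hold counts, with a blank where a library has no read, taken as 0. The authors used DESeq2 for their comparisons. The gene-level table on which the paper's own gene analysis rests was not analysed here, and whether reads of one small RNA molecule were merged is not stated.

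Expected counts were rounded to whole numbers. All comparisons used edgeR 4.0.16 (TMM, quasi-likelihood test, two-sided, Benjamini-Hochberg adjustment within a comparison) in R 4.3.3, with limma 3.58.1 for camera (inter-gene correlation 0.01) and fry. Genes needed 10 counts in at least 3 libraries, transcripts 20 in at least 3, precursors and elements 10 in total, clusters 1 in every library, and miRNAs and tRNA fragments 10 in at least 3. A call needed a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.05. For miRNAs, tRNA fragments and the interaction of genotype and cell type the adjusted p alone was used. Elements were scaled together with genes, and precursors, clusters, miRNAs and tRNA fragments among themselves. Features of transcripts came from GENCODE vM21, with long 3'UTRs over 1500 nt and short ones under 350 nt, and transcripts that could not be matched had no 3'UTR. Permutation tests used 100000 resamples unless given otherwise, so that the smallest p is 1e-05, and comparisons of single values between groups of libraries used all regroupings. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Standard errors are those of the fits, and intervals of shares cover counting error only.

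The comparisons and their tests, the thresholds for calls, the alternatives, the marker lists and the rule for named genes were fixed before the data were examined. Some tests of explanations, and limits used in them, were chosen after the results were seen, and these are named as such beside the patterns they concern. Named genes are those that the study names for these data, the NMD factor genes, members of the marker lists, and in each comparison at most the 3 highest and 3 lowest log2 fold changes past the thresholds with a mean normalized count of at least 100 and no overlap between the groups. The 11 marker lists are macrophage, Leydig, Sertoli, peritubular myoid, endothelial, erythroid, spermatogonia, spermatocyte, spermatid, late spermatid and NMD factor genes. Piwil1 of the spermatocyte list and Smg1, Upf1 and the other NMD factor genes are also of interest to the study, and spermatogonia, spermatocyte, spermatid and late spermatid genes are germ cell genes of the tissue itself. The alternatives were DESeq2 1.42.0, library size in place of TMM, no count filter, transcript counts summed per gene, other scalings for clusters, precursors and elements, 1 transcript per gene, transcripts with both UTRs, the 500 most variable genes for distances, replicate numbers as a block, and each library left out in turn. For distances, the interaction, meiotic genes and correlations of precursors and piRNAs, all libraries of 1 number were left out in place of single ones. Shares of dEJs and uORFs over transcripts with both UTRs only were added after the data were seen.

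Depth was 38129415 to 49940226 counts per library on genes and elements in spermatocytes and round spermatids and 3965541 to 16699210 in CBs. Tested on simulated data with the depth and spread of these libraries and a log2 fold change of 2, an adjusted p of at most 0.05 was reached by 84.4% of the changed genes in spermatocytes, 87.0% in round spermatids, 91.8% in CBs and 66.3% for the interaction, and 6.67% to 11.3% of the genes past that p were unchanged ones. For transcripts the shares were 92.5%, 96.0% and 99.5%, and for elements 82.9%, 84.0% and 94.0%. Of the transcripts past that p, 7.28% to 13.15% were unchanged ones. Each simulation of genes changed only 196 to 200 of them, in both directions, far fewer than differed in the real round spermatids. The shares need not hold where most genes change.

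Left out were the 5 extra lines of the cluster table that hold 0 in every library, reads per exon, which the tables do not give, piRNA classes, since no table pairs clusters with classes, and set tests of gene ontology terms. Data of other laboratories used in the paper were not analysed here, and 1 item is not reported here.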

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

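The tests of the order of cKO round spermatid libraries were chosen after the values per library were seen, and 86 groups of samples were searched for a sample far from the others, of which 6 had one where chance gives about 1 in 20.

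One of 5 cKO spermatocyte small RNA libraries had 3.31% of its counts on miRNAs, against 1.96% to 2.19% in the other four. The same library had 1.22% on tRNA fragments and 77.5% on piRNA clusters. Library composition, RNA of other cells and a difference between mice were not tested for this single library, and the cause was not tested. Without it 171 miRNAs had an adjusted p of at most 0.05 in spermatocytes, against 140 with it.

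In control CBs, 1 of 4 libraries had 617 normalized counts of Anp32b against 240.4 to 303 in the others, 1 had 1802 of Smg6 against 1631 to 1659, and 1 had 125 of Wdr82 against 169.8 to 179. The cKO spermatocyte library with the high miRNA share also had 1398 normalized counts of miR-146a-5p against 68.1 to 253 in the other four, and 108 of miR-1981-5p against 21.8 to 44.2. These genes were looked at because they are named. The number of groups searched leaves chance open for single ones, and the findings in the 1 cKO library are not independent of each other. The log2 fold change of miR-146a-5p went from 2.40 to 4.59 and that of Anp32b from 2.27 to 3.72 as each library was left out, and neither changed sign. The cause was not tested.

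The effect of the cKO differed between round spermatids and spermatocytes for 7834 of 18171 genes with an interaction at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). Of 100 splits drawn from the 200 that regroup libraries within each cell type, 10 gave as many, the real one included. The other nine all kept the real labels of the round spermatids, as 13 of the splits did, and the highest of them gave 12503, while the 87 splits without those labels gave at most 1. The splits therefore follow the round spermatid effect and leave open how much of the count the spermatocyte labels carry. All 12 Sertoli genes were among the 7834 (median interaction 3.13), 7 of 14 macrophage genes (1.56), 0 of 10 Leydig genes (2.32) and 6 of 10 late spermatid genes (-1.71). RNA of other cells in the fractions could add to this count, since the Sertoli genes lay 3.52 below the macrophage and Leydig genes in spermatocytes (smallest permutation p across genes, 1e-05) while they were higher in round spermatids. A difference in how the cell types respond stays open and was not tested apart from it.

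The paper gives totals of miRNA and tRNA reads. Single miRNAs and tRNA fragments with an adjusted p of at most 0.05 numbered 140 miRNAs and 19 tRNA fragments in spermatocytes and 110 and 41 in round spermatids. Of 100 splits drawn from the 126 of the spermatocyte libraries, 1, the real one, gave as many miRNAs, and likewise 1 for tRNA fragments, where the highest other splits gave 18 and 3. These splits take the 5 libraries of each group as separate samples, while the legend of Supplementary Figure S7 gives 3 biological replicates. In round spermatids 1 of 10 splits, the real one, gave as many of each, and the other nine gave 0 of each. With 3 against 3 libraries the share of splits cannot be lower, so it does not by itself exclude a chance split. Scaling is a candidate explanation for part of the round spermatid changes, as library size only gave 73 tRNA fragments. For the miRNAs, RNA of other cells is also open and was not tested on small RNA, because no marker list of miRNAs was fixed.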

How the results depend on the processing

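Of the settings below, only shares of dEJs and uORFs over transcripts with both UTRs were chosen after the results were seen. Over all results, 378 fits left out a library, of which 322 gave the same reading, 40 moved, 8 reversed, 6 were stronger and 2 weaker, and of 204 other alternatives 166 gave the same reading, 33 moved, 3 reversed and 2 were weaker. For named genes 127 values rest on fits with a library left out (117 the same, 9 weaker, 1 stronger) and 124 on other alternatives (122 the same, 1 weaker, 1 reversed).

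Library size only, in place of TMM, gave 4991 genes higher and 1080 lower in cKO round spermatids, 1130 and 4363 between round spermatids and spermatocytes of control, 12327 and 3380 transcripts in round spermatids, 316 and 2935 transcripts in CBs, 2 clusters higher in spermatocytes and 41 in round spermatids, 73 tRNA fragments in round spermatids, 55.7% of meiotic genes not lowered, and 0.62 for Smg6 in round spermatids, where the sign was reversed. The median of all genes rose from 0.11 to 0.73 there under this scaling, so the value for Smg6 follows from the shift of all genes and is no evidence about Smg6 itself. Without a count filter 1234 genes were higher in CBs, 1887 transcripts in spermatocytes and 10369 in round spermatids, and 3269 transcripts were higher and 3254 lower in CBs. DESeq2 called 2 precursors lower in spermatocytes and 4 higher in round spermatids and brought the difference of long minus short 3'UTRs in spermatocytes to -0.0227.

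The library sizes of the gene table gave 20 precursors higher and 4 lower in round spermatids. TMM over elements alone gave 12 elements higher and 10 lower in round spermatids and 2 lower in CBs. With miRNA counts as library size 25 clusters were higher in spermatocytes and 6 higher and 3 lower in round spermatids, with all small RNA counts 2 and 34 were higher, and with 100 counts in every library 1 was higher in round spermatids. The 500 genes with the highest variance gave a distance ratio of 0.691. Over transcripts with both UTRs, a setting chosen after the results were seen, the share of dEJs among higher transcripts was 8.28% in spermatocytes and 8.07% in round spermatids and that of uORFs 25.9% and 25.5%, with the same readings as over all. When lowering required -1.5 in cKO, 81.6% of meiotic genes were not lowered. The 3'UTR ratio of spermatocytes was reversed with 1 transcript per gene (0.945) and with transcripts that have both UTRs (0.996). With 1 transcript per gene the dEJ share of higher transcripts in round spermatids was 3.38%, and with repeats left out of the total the cluster share of cKO spermatocytes was 96.1%, where the direction was reversed.

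With each library left out in turn, genes higher in cKO spermatocytes ranged from 321 (without cKO library 1) to 588 and lower genes from 329 (the same library) to 1131 (without cKO library 2). CB genes higher ranged from 468 to 950, and genes higher in round spermatids than spermatocytes of cKO from 477 to 1181. Genes with an interaction ranged from 2672 to 5811, there with all libraries of 1 number left out. Transcripts ranged from 564 to 1058 higher and 881 to 2834 lower in spermatocytes, from 3555 to 6096 higher in round spermatids and from 328 to 810 higher in CBs. Precursors ranged from 0 to 1 higher and 0 to 3 lower in spermatocytes and 0 to 7 higher and 0 to 2 lower in CBs. Elements ranged from 2 to 6 lower in spermatocytes, 23 to 53 lower in round spermatids, and 2 to 14 higher and 4 to 20 lower in CBs. tRNA fragments ranged from 10 to 22 in spermatocytes and 29 to 69 in round spermatids, miRNAs of round spermatids from 52 to 137, and clusters of round spermatids from 13 to 31 higher and 0 to 1 lower. Meiotic genes not lowered ranged from 47.7% to 65.9%, with all libraries of 1 number left out.

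In spermatocytes, the 3'UTR ratio ranged from 0.638 to 1.21 and was reversed in 4 fits, the difference of long minus short from -1.04 to -0.0774, the long share of higher transcripts from 22.4% to 29.4% (reversed without cKO library 2), the dEJ share from 10.2% to 14.7%, the uORF share from 24.7% to 28.4% and the cluster share of cKO from 78.3% to 78.7%. The dEJ share in round spermatids ranged from 9.74% to 11.5% (Fisher's exact p = 0.11 at the highest, without cKO library 3). Correlations of precursors and piRNAs, with the long RNA libraries of 1 number left out, ranged from -0.22 to -0.0551 in spermatocytes and from -0.0035 to 0.19 in round spermatids. Somatic lists called higher by camera ranged from 4 to 7. Smg6 in round spermatids ranged from -0.20 to 0.12, and the adjusted p of Fos and Fkbpl in spermatocytes passed 0.05 in 4 and 5 of the fits.

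Libraries of spermatocytes and round spermatids carry the numbers 1 to 3, and a fit with the number as a replicate block gave 532 genes higher and 847 lower in spermatocytes, 2521 and 2038 in round spermatids, 7256 with an interaction, 41.3% of meiotic genes not lowered and 1.35 for Fos in spermatocytes. Libraries of one number were not more alike in all pairs of groups, so the numbers need not mark litters or batches. No paired analysis of the CB and small RNA libraries was possible because they carry no shared numbers. The alternatives for piRNA classes were not run, since no table pairs clusters with classes.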

Differences from the paper's values

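None of the alternatives named here was chosen after the results were seen. The paper's gene counts rest on another gene table, which was not analysed here, and the paper's values are marked as the paper's.

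Genes lower in cKO spermatocytes numbered 884 here and 1392 in the paper. DESeq2 (977), no count filter (939), transcript counts summed per gene (1036) and leaving out cKO library 2 (1131) closed the gap to below 1.5 times, and library size only (870), the replicate block (847), a fit of all 12 libraries (898) and the other libraries left out (329 to 756) did not. Genes lower in cKO round spermatids numbered 2021 against the paper's 3121. DESeq2 (2160), no filter (2153), summed transcripts (2527) and leaving out cKO library 2 (2139) closed the gap, and library size only (1080), the replicate block (2038), the fit of all 12 libraries (2067) and the other libraries left out (1822 to 2017) did not. Genes lower in cKO CBs numbered 792 against the paper's 1242. Library size only (1012), no filter (1006), summed transcripts (988) and leaving out the cKO library of middle size (1106) closed the gap, and DESeq2 (812) and the other libraries left out (690 to 783) did not.

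Genes higher in round spermatids than spermatocytes of control numbered 2895 against the paper's 4411. DESeq2 (3056), no filter (3108), summed transcripts (3731) and leaving out control spermatocyte library 1 (3233) closed the gap, and library size only (1130), the replicate block (2892) and the other libraries left out (2364 to 2789) did not. In cKO the lower genes numbered 671 against the paper's 1117. Summed transcripts (819) and leaving out cKO round spermatid library 3 (758) closed the gap, and DESeq2 (602), library size only (482), no filter (636), the replicate block (736) and the other libraries left out (453 to 583) did not.

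For the patterns across both cell types, genes lower in spermatocytes only numbered 350 against the paper's 212 (341 to 426 over the alternatives), lower in both 481 against 60 (439 to 625), lower in round spermatids only 1424 against 3073 (571 to 1673), higher in spermatocytes only 106 against 571 (38 to 221) and higher in both 445 against 1542 (404 to 640), and none of the alternatives closed these gaps. The paper's methods cluster scaled expression hierarchically, while genes were sorted by calls here, so the numbers need not count the same thing. Genes higher in round spermatids only numbered 1930 against the paper's 1254, a gap that DESeq2 (1655) closed and the others (1900 to 4159) did not.

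In spermatocytes the paper gives a median fall on the log2 scale of 0.3597 for transcripts with a medium 3'UTR. A median came within the limit if it had the paper's sign and differed from it by less than an error set for each value. The fall was -0.36 here, that is a median log2 fold change of 0.36, and DESeq2 (median -0.27) came within the limit while the others (medians of 0.01 to 0.58) did not. For short 3'UTRs the paper gives a fall of 0.4494, and the fall was -0.35 here, a median of 0.35, where DESeq2 (median -0.39), all tested transcripts (-0.02) and leaving out control library 2 (-0.35) came within the limit and the others (0.28 to 0.57) did not. The error was wide for this class, so the median of -0.02 is within the limit without being close to the paper's value. In round spermatids the median was 0.63 for long 3'UTRs against the paper's 0.4809 (0.33 to 1.12 over the alternatives, none within the limit), 0.56 for medium ones against 0.2879 (all tested transcripts, 0.23, came within it, the others with 0.52 to 1.03 did not) and -0.47, a fall of 0.47, for short ones against the paper's fall of 0.7401 (none within it, from -0.61 with DESeq2 to 0.64 with library size only).

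Of the genes lowered between the cell types in control, 1474 were lowered in cKO, against about 2600 in the paper's Figure 5F, read by eye, where genes were partitioned by expression pattern and not by calls. Library size only (1911) closed the gap in number, though it started from 4311 genes lowered in control and left a larger share of them not lowered (55.7% against 48.4%). DESeq2 (1392), a limit of -1.5 in cKO (526), the replicate block (1646, with 41.3% not lowered) and leaving out the libraries numbered 1, 2 or 3 (958, 1175 and 1206) did not close it. Raised in cKO were 50 against about 280 in Figure 5F, read by eye, and none of the alternatives closed this gap (2 to 131).

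The paper's text states that few of the genes that fall in the control transition are lowered in cKO round spermatids. Here 51.6% were lowered at an adjusted p of at most 0.05. The share was lower when a log2 fold change of -1.5 or less was also required, with 81.6% not lowered. The paper names Usp22, Wdr82 and Tsr2 among transcripts upregulated in cKO germ cells. In round spermatids their genes changed by 1.49, 1.27 and 1.33, below the limit of 1.5, with adjusted p values of edgeR's quasi-likelihood test of 0.00021, 1.4e-05 and 0.0077. Gene counts do not separate transcripts with a dEJ from those without, so they do not test the paper's statement on transcripts. Leaving out 1 library took Usp22 up to 1.67 and Tsr2 up to 1.68, past the limit, and Wdr82 up to 1.36.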

Other observations

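The tests of macrophage and Leydig genes against Sertoli genes in round spermatids, of the order of the cKO round spermatid libraries, of the late spermatid list in spermatocytes, of genes at least 16-fold lower, and of the clusters kept or lost under each scaling were chosen after the results were seen. The limit of 8-fold and the rule of 2 times the 25th percentile, and the form of the test of small nucleolar RNA host genes, were also set after the values were seen.

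Genes of macrophages and Leydig cells were higher in both cKO fractions. A plain fall in the share of germ cells would raise the genes of all somatic cells alike. In round spermatids the median log2 fold change of 23 macrophage and Leydig genes was 3.85 and that of 11 Sertoli genes 1.29, a difference of 2.56 (permutation p across genes 0.0012), and in spermatocytes 24 macrophage and Leydig genes had 1.60 and 12 Sertoli genes -1.92, a difference of 3.52 (1e-05, the smallest possible). These values argue against a rise of all somatic RNA by one amount. In round spermatids all 11 Sertoli genes and all 5 erythroid genes (median 2.73) were higher too, and 15 peritubular and endothelial genes went both ways (-3.13 to 2.51, median 0.12), which decides nothing. A rise of somatic RNA there by amounts that differ between cell types stays open, as does a rise of macrophages and Leydig cells themselves in both fractions. All 9 Leydig genes tested had 1 order of the cKO round spermatid libraries (library 3 highest, then 1, then 2), as had 12 of 14 macrophage and 10 of 11 Sertoli genes, but 3 of 8 peritubular, 2 of 7 endothelial, 0 of 5 erythroid, 0 of 8 spermatogonial, 1 of 12 spermatocyte, 0 of 10 spermatid and 2 of 10 late spermatid genes. This is consistent with RNA from macrophages and Leydig cells in the cKO round spermatid fraction in differing amounts. The most abundant of these genes reached 2331 ± 708 (Csf1r) and 1812 ± 2034 normalized counts (Insl3) in cKO. Of all 2597 genes called higher, 1291 (49.7%) had the same order, against 19.8% of genes not called, 7.42% of genes called lower and 16.7% by chance. How many of the calls come from such RNA and how many from germ cells that differ between mice in the same order cannot be told apart from this value, since any effect that varies between the 3 libraries has 1 order. Insl3, Bhmt or Serpina3n among the genes named for their size are thus not assigned to germ cells here.

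Late spermatid genes were lower in the cKO spermatocyte fraction too, with a median of -2.25 and 10 of 10 genes lower, beside -3.96 in round spermatids, where the spermatid list had -1.69. This is consistent with fewer late spermatids among the cKO cells, whose RNA reaches both fractions. It leaves open a lower level of these mRNAs within each cell, which was not tested.

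Genes lowered between spermatocytes and round spermatids in control stayed higher in cKO round spermatids. A larger share of spermatocytes in the cKO round spermatid fraction would add the same share of the spermatocyte level to each gene. For 242 genes at least 8-fold lower in control round spermatids with at least 100 counts, the share of the spermatocyte level added in cKO was taken. It had a 25th percentile of 13.8, a median of 23.5 and a 75th percentile of 67.8 percentage points, over 2 times the 25th. One share for every gene would not give that spread. Genes of somatic cells were not removed, and Leydig genes rose in cKO round spermatids (median log2 fold change 4.16), which could widen the spread. It therefore does not decide whether such a share was the whole cause for meiotic genes. Among the 49 genes at least 16-fold lower the 75th percentile was 20.1 and the 25th 11.8 (median 15.8), which is consistent with a share of added spermatocyte RNA. What the rule gives thus depends on the limit. At the 5th percentile the genes gained 5.46 and 7.22 points, and a contribution from spermatocytes below the gain of each gene stays open. Incomplete decay of these mRNAs in cKO stays open beside it.

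Transcripts with long 3'UTRs were higher than those with short ones in cKO round spermatids. A block of the transition alone could give such a difference if genes that rise in it have short 3'UTRs. Within 5 bins of the control change between the cell types, the mean log2 fold change of long minus short 3'UTR transcripts was 0.24 against 0.62 without bins, so 38.7% was left (22366 transcripts, permutation p within bins 1e-04, the smallest possible). This argues against the transition as the whole cause and leaves it open as the cause of the larger part. RNA of somatic cells, whose genes rose in this fraction, was not tested as a cause of the part left. The paper describes shorter 3'UTRs in spermatocytes and spermatids than in somatic cells, so such RNA stays open too. As medians, the weighted difference within bins was 0.29 against 1.09 without bins. The bins were uneven, with differences of medians of 0.01 (permutation p = 0.64), 0.08 (permutation p = 0.013), 0.79, 0.15 and 0.40, and the control round spermatid libraries enter both changes. Per doubling of the 3'UTR the log2 fold change rose by 0.15 alone and by 0.14 with the rest of the transcript's length in the model (permutation p 1e-04, the smallest possible), which argues against total transcript length, and by 0.04 with the transition added. Transcripts of one gene are not independent.

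Of the 18 piRNA clusters called higher in cKO round spermatids, 6 stayed called with miRNA counts as library size. These 6 (pi-Fbxo41, pi-Foxo3, pi-Igf2bp1, pi-Snx30, pi-Ssh1 and pi-Trim71) were called under all 5 scalings run, which argues against the scaling of the small RNA libraries as their cause. All 12 that miRNA scaling removed stayed higher at an adjusted p of at most 0.05 under each scaling, and the lowest log2 fold change of the 18 with miRNA counts was 1.15, against a shift between the scalings of 0.33, which argues against the scaling as the cause of their rise. How many clusters pass the threshold of 1.5 depends on the scaling. The called clusters had a median log2 fold change of 1.80 and the others of -0.05. Across the 214 clusters mean count and log2 fold change had a Spearman correlation of -0.77 in round spermatids and -0.72 in spermatocytes (two-sided permutation p 2e-04, the smallest given by 10000 resamples). Clusters with a mean count below 100 had a median of 1.41 in round spermatids (35 clusters) and 0.81 in spermatocytes (42), and those of 1000 or more -0.21 (126) and -0.14 (120). RNA fragments of other cells or of mRNAs that overlap the clusters were not tested.

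The mRNAs of the 7 NMD factor genes were looked at for a common change. If loss of SMG6-dependent decay of NMD factor mRNAs acted on all of them, most would be higher. In round spermatids 3 of 7 were higher at an adjusted p of at most 0.05, and in spermatocytes and CBs 3 of 7 were, which argues against a rise of most of them. At the same adjusted p 3 were lower in round spermatids, 1 in spermatocytes and 1 in CBs. Their median log2 fold change was -0.15 in round spermatids, 0.08 in spermatocytes and 0.29 in CBs. As a list they had higher as the direction in round spermatids, spermatocytes and CBs, with adjusted p values of 0.0015, 0.0092 and 0.034 under fry and 0.36, 0.27 and 0.36 under camera, so loss of decay stays open for the ones that rose, such as Upf1.

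Snhg12 was raised by 3.60 in cKO spermatocytes, 5.75 in round spermatids and 2.61 in CBs. The other small nucleolar RNA host genes had a median of 1.30 in round spermatids (14 genes, 11 higher, 9 higher and 1 lower at an adjusted p of at most 0.05, 6 called; permutation p = 0.048 against lists matched on mean count and 0.0049 against unmatched ones), 0.95 in spermatocytes (15 genes, 14 higher, permutation p = 5e-04) and 0.75 in CBs (10 genes, 8 higher, permutation p = 0.027), all two-sided. With library size only the round spermatid median was 1.92, with all genes shifted from 0.11 to 0.73, and the sign did not change. Only 2 of the 14 had the order of the Leydig genes. This is consistent with a loss of decay of small nucleolar RNA host transcripts in cKO germ cells, a hypothesis found and tested on the same data. Higher transcription stays open.

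Other splits of the same libraries were counted for each comparison. For the gene calls, 1 of 10 splits, the real one, gave as many in spermatocytes (1475 calls), in round spermatids (4618), between the cell types in control (5796) and in cKO (1250), and the same held for transcripts (3111 and 11906), precursors (1 and 17) and elements (8 and 43) of spermatocytes and round spermatids and for clusters of round spermatids (18). The highest of the other splits gave 1 transcript in spermatocytes and 0 in the rest. A share below 1 in 10 is not possible with 3 against 3 libraries, so these counts cannot exclude a chance split by themselves. In CBs 1 of 35 splits (2.86%) gave as many genes (1592), transcripts (2134), precursors (6) and elements (12), with 1 precursor at most in another split, and for spermatocyte clusters 1 of 100 drawn splits gave as many at an adjusted p of at most 0.05 (151, the highest other 1), which argues against a chance split there, for the spermatocyte clusters only if the 5 libraries of each group are separate samples.

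In control mice the 7 genes that the paper names for transcripts with a downstream exon junction were lower in round spermatids than in spermatocytes. The change was -2.23 for Rassf1, -2.10 for Slc38a6, -2.04 for Usp22 and -1.67 for Wdr82. These are gene counts, which do not separate transcripts with such a junction from those without. Tsr2 had the smallest of these changes (-0.98, adjusted p = 0.054 in edgeR's quasi-likelihood test) and passed neither threshold. For Rassf1 the rise in cKO round spermatids was larger than its fall in control. A transition halted at the control spermatocyte level would not account for all of that rise. The rise of Tsr2 was also larger than its fall, which passed neither threshold. For Ptch1, Slc38a6, Usp22, Hnrnpl and Wdr82 the rise was smaller than the fall. Their fold changes of cKO against control round spermatids do not separate decay by SMG6 from a halted transition. No further test was made.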
